# Stimulation of RAS-dependent ROS signaling extends longevity by modulating a developmental program of global gene expression

**DOI:** 10.1126/sciadv.adc9851

**Published:** 2022-11-30

**Authors:** Robyn Branicky, Ying Wang, Arman Khaki, Ju-Ling Liu, Maximilian Kramer-Drauberg, Siegfried Hekimi

## Abstract

We show that elevation of mitochondrial superoxide generation increases *Caenorhabditis elegans* life span by enhancing a RAS-dependent ROS (reactive oxygen species) signaling pathway (RDRS) that controls the expression of half of the genome as well as animal composition and physiology. RDRS stimulation mimics a program of change in gene expression that is normally observed at the end of postembryonic development. We further show that RDRS is regulated by negative feedback from the superoxide dismutase 1 (SOD-1)-dependent conversion of superoxide into cytoplasmic hydrogen peroxide, which, in turn, acts on a redox-sensitive cysteine (C118) of RAS. Preventing C118 oxidation by replacement with serine, or mimicking oxidation by replacement with aspartic acid, leads to opposite changes in the expression of the same large set of genes that is affected when RDRS is stimulated by mitochondrial superoxide. The identities of these genes suggest that stimulation of the pathway extends life span by boosting turnover and repair while moderating damage from metabolic activity.

## INTRODUCTION

Reactive oxygen species (ROS) can potentially damage macromolecules, which is why the oxidative stress theory of aging proposes that damage from ROS is a main cause of aging. However, since at least 2007 (*1*), a variety of studies have yielded the interpretation that elevated mitochondrial ROS (mtROS) might be able to increase longevity (*2*–*8*). The simplest way to robustly induce ROS-dependent longevity is via treatment with the mitochondrial superoxide generator paraquat (PQ), which increases life span at low doses with minimal effects on other phenotypes (*6*, *7*). PQ increases life span even when treatment is applied only during adulthood (*6*). Thus, worm physiology is continuously sensitive to PQ, not only during particular developmental stages.

Numerous enzymatic systems control ROS generation and removal. This allows ROS to function as signaling molecules that modulate and act as relays in signal transduction cascades (*9*–*11*). It is by their effect on signaling, particularly their action on redox-sensitive cysteines (*12*–*14*), that increased ROS levels might activate protective mechanisms and increase longevity (*8*, *15*–*18*). The conserved NRF2/*skn-1* pathway is likely the most extensively studied pathway capable of transforming ROS signals into increased survival (*19*).

Many studies have sought to document changes in gene expression associated with interventions that increase life span. In particular, the attempt has been made to identify core aging processes by finding gene expression changes that are common across interventions (mutations, drugs, and diet) or across species (*17*, *20*–*29*). However, no common gene set or common mechanism has yet been identified in this way.

The study of long-lived mutants has documented a requirement for stress response pathways to license longevity. In particular, the life-span extension that results from dysfunctional mitochondria often requires intact mitochondrial stress responses (*17*, *18*, *30*–*33*). However, here too, the analysis of gene expression changes accompanying mitochondrial dysfunction and/or elevated oxidative stress has so far failed to show any consensus pattern (*17*, *27*, *34*).

The small guanosine triphosphatase (GTPase) RAS is involved in many signal transduction pathways that regulate development and growth and has been implicated in aging (*35*–*37*). RAS activation leads to the production of ROS by a variety of mechanisms (*38*–*44*). In return, the RAS pathway is itself regulated by ROS in mammals (*45*) and in *Caenorhabditis elegans* (*46*, *47*). A redox-sensitive cysteine (C118) of the RAS protein itself can be directly oxidized by nitric oxide, superoxide, and hydrogen peroxide (H_2_O_2_) (*48*–*50*).

A powerful tool to study the roles of redox-sensitive cysteines is by replacement with a serine that cannot be oxidized (*13*, *51*–*53*) or by an aspartic acid to mimic oxidation (fig. S1) (*52*–*54*). The development of the hermaphrodite vulva of *C. elegans* is controlled by a signaling cascade that includes the Kras homolog LET-60ras and is regulated by oxidation of C118 (*47*). C118 oxidation by PQ or replacement of C118 by aspartic acid (C118D) suppresses LET-60ras signaling and vulva formation, while replacement of C118 by serine (C118S) enhances RAS signaling and vulva formation. Although PQ generates superoxide, oxidation of C118 required cytoplasmic H_2_O_2_ generation, as it can be prevented by *N*-acetyl-cysteine (NAC) treatment and requires the presence of the cytoplasmic SOD-1 (*47*).

Here, we show the following: (i) Mitochondrial sources of superoxide, including following PQ treatment, act on longevity by increasing cytoplasmic H_2_O_2_ generation. (ii) Oxidation of cysteine C118 of LET-60ras by H_2_O_2_ is necessary for life-span extension triggered by PQ treatment. (iii) PQ treatment at the prolongevity dosage of 0.1 mM affects the expression of thousands of genes, up-regulating genes associated with the high-quality synthesis of cellular constituents and down-regulating genes necessary for intermediary metabolism and energy generation. (iv) The action of PQ modulates a program of gene expression associated with the end of postembryonic development. (v) The C118S and C118D mutations of LET-60ras produce changes in gene expression that, respectively, are similar to those produced by PQ treatment (C118S) or are the reverse (C118D). By reverse, we mean that the genes that are up-regulated by PQ are down-regulated and the genes that are down-regulated are up-regulated. This points to a global regulatory function of C118 oxidation and RAS-dependent ROS signaling (RDRS). (vi) The C118S mutation renders the expression of most genes refractory to PQ treatment, while treatment of C118D with PQ completely reverses the effect of C118D on gene expression. That is, the gene expression in C118D mutants treated with PQ is mostly like that of wild type (WT) treated with PQ. (vii) PQ affects body composition and metabolic parameters in ways that are consistent with the observed patterns of gene expression. (viii) Comparison of the pattern of gene expression produced by PQ with published patterns associated with longevity allowed us to identify a previously elusive prolongevity gene expression signature. (ix) Our findings allowed us to formulate a model in which PQ acts downstream of LET-60ras to enhance RDRS.

## RESULTS

### Mitochondrial sources of superoxide act on longevity by increasing cytoplasmic H_2_O_2_ generation

SODs are the only enzymes that directly lower superoxide levels by converting it to H_2_O_2_. We confirm that loss of the main mitochondrial SOD (SOD-2) lengthens adult life span (*55*) but find that the loss of the main cytoplasmic SOD (SOD-1) shortens adult life span (Fig. 1A and table S1). These effects are not additive. Rather, the loss of SOD-1 completely suppresses the prolongevity effect of the loss of SOD-2 (Fig. 1A). This suggests that the elevated mitochondrial superoxide resulting from the loss of SOD-2 needs to be converted to H_2_O_2_ to act on longevity. This conclusion is reinforced by observations with mutations in catalases, which remove H_2_O_2_ by converting it to water and oxygen. In *C. elegans*, the two major catalases are CTL-1, which is cytoplasmic, and CTL-2, which is peroxisomal, like vertebrate catalase (*56*, *57*). Although the loss of any one of the catalases does not affect life span by itself, the loss of CTL-1 or CTL-2 suppressed the short life span due to loss of SOD-1 (Fig. 1B), presumably by allowing for a level of cytoplasmic H_2_O_2_ sufficient for WT longevity. The fact that the loss of CTLs has no effect on life span by itself suggests that SOD-1 always produces sufficient H_2_O_2_ for WT longevity.

**Fig. 1.**
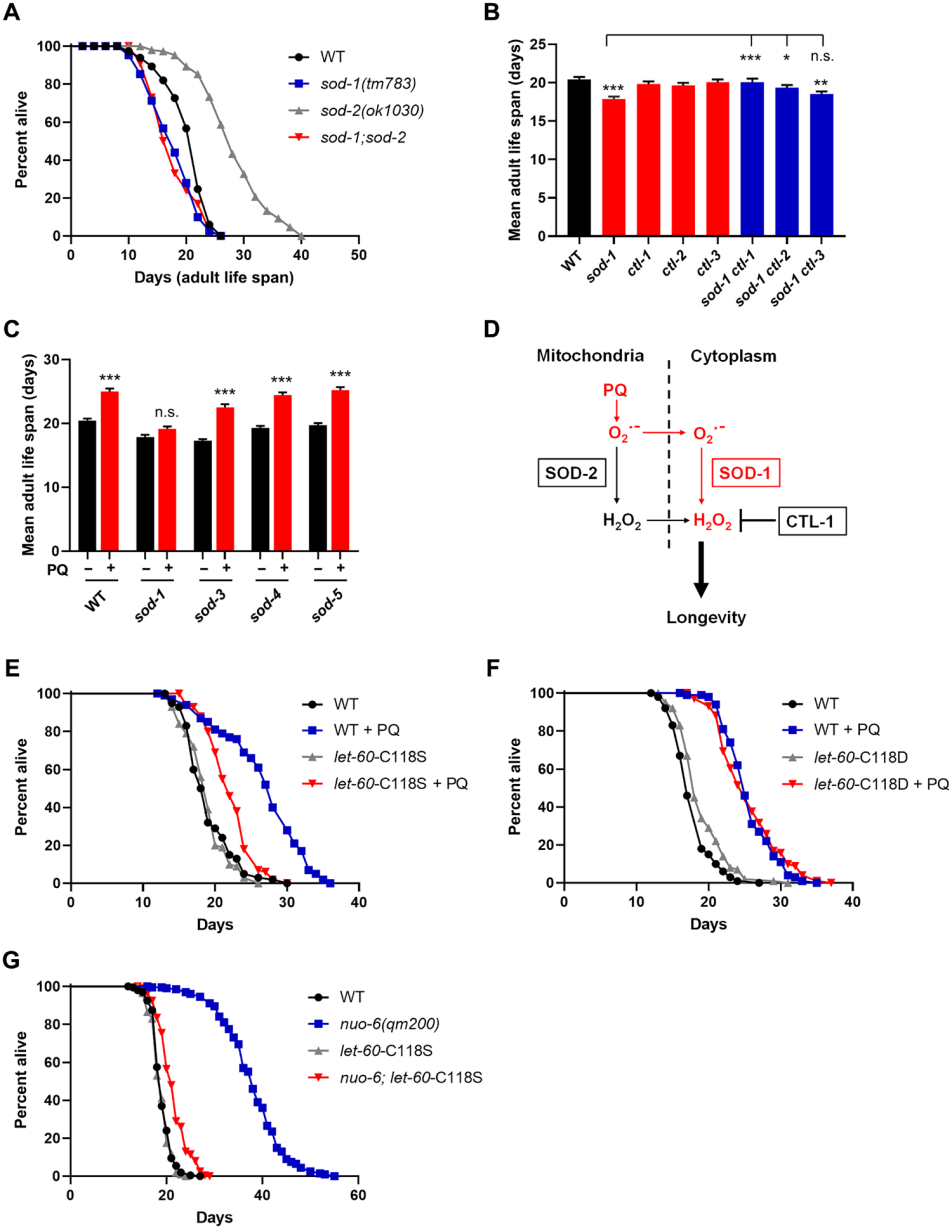
Mitochondrial superoxide increases longevity via cytoplasmic H_2_O_2_ and requires oxidation of cysteine 118 of LET-60. (**A**) Life spans of *sod-1(tm783)* and *sod-2(ok1030)* single and double mutants. (**B**) Life spans of *sod-1(tm783)*, *ctl-1(ok1242)*, *ctl-2(ok1137)*, and *ctl-3(ok2042)* single and double mutants. All single mutants are compared to the wild type (WT), and only significant differences are indicated; double mutants are compared to *sod-1*. (**C**) Life spans of *sod-1(tm783)*, *sod-3(tm760)*, *sod-4(gk101)*, and *sod-5(tm1146)* with and without treatment with 0.1 mM paraquat (PQ) from hatching. Comparisons are made for each genotype with and without PQ treatments. (**D**) Model of reactive oxygen species (ROS), enzymes, and compartments. (**E**) Life span of *let-60-*C118S mutants treated with 0.1 mM PQ from hatching. (**F**) Life span of *let-60-*C118D mutants treated with 0.1 mM PQ from hatching. (**G**) Life span of *nuo-6(qm200); let-60*-C118S double mutants. ***P < 0.001; **P < 0.01; *P < 0.05. n.s., not significant. Bars represent means and error bars represent SEM. All numerical values and statistics are presented in table S1.

PQ is believed to act mainly at mitochondrial complex I (*58*, *59*). We have developed a protocol by which treatment of the WT with 0.1 mM PQ markedly increases life span (*6*). This effect is fully suppressed by loss of SOD-1, but not SOD-3, SOD-4, or SOD-5 (Fig. 1C). Treatment of *sod-2* mutants with PQ could not be scored, as it leads to developmental arrest (*8*). Thus, SOD-1 is required for the prolongevity action of both the loss of SOD-2 (Fig. 1A) and PQ treatment (Fig. 1C). Together, the observations in this section lead to a model that suggests that superoxide uses specialized channels to exit the mitochondria matrix (*60*, *61*) and is then converted into prolongevity H_2_O_2_ by cytoplasmic SOD-1 and removed, at least in part, by catalases (Fig. 1D).

### Oxidation of cysteine C118 of LET-60ras by cytoplasmic H_2_O_2_ is necessary for life-span extension by PQ

In a previous study, PQ and the loss of SOD-1 were shown to affect vulva formation by affecting the oxidation of the C118 cysteine of the gain-of-function (*n1046*gf) LET-60ras allele (*47*). A crucial result of this study was that replacement of C118 by serine (C118S), which cannot be oxidized by H_2_O_2_, enhances LET-60ras signaling, while replacement by aspartic acid (C118D), which mimics constitutive cysteine oxidation, inhibits signaling. Here, we used the same C118 mutations, but in the *let-60ras* WT background, to study the mechanisms of life-span extension by PQ. These mutants will often be referred to simply as C118S and C118D.

Neither C118S nor C118D mutations have effects on life span by themselves (Fig. 1, E and F). However, while C118S strongly prevents the life span–extending effect of PQ (Fig. 1E), PQ still extends the life span of C118D to the same degree as it does that of WT (Fig. 1F). This means that PQ does not extend life span by oxidizing C118. Rather, C118 oxidation (or mimicking its oxidation by replacement with aspartic acid) is required for life-span extension by PQ.

### The prolongevity ROS from *nuo-6(qm200)* act through C118

As shown above, LET-60ras-C118 is sensitive to cytoplasmic H_2_O_2_ as indicated by the roles of SOD-1 and CTL-1. However, other aspects of the data (Fig. 1A) and our previous findings (*47*) suggested a model in which the superoxide that is converted to H_2_O_2_ has its origin in the mitochondria (Fig. 1D). In particular, mitochondrial complex I is almost certainly a main site of superoxide generation by PQ (*58*, *59*). However, PQ could, in principle, also act at other sites, including in the cytoplasm. To investigate whether the PQ-dependent superoxide that ultimately acts through C118 to extend longevity originates from the mitochondria, we tested whether the C118S mutation, which suppresses PQ life-span extension, also suppresses the life-span extension observed with *nuo-6(qm200)* mutants. *nuo-6(qm200)* is a mutation in a matrix subunit of complex I that results in measurably elevated mitochondrial superoxide generation and a markedly extended life span that is completely suppressed by NAC but not additive to the prolongevity effect of PQ (*30*). We constructed *nuo-6(qm200); let-60-*C118S double mutants and found that the extended life span of *nuo-6* was markedly suppressed by the C118S mutation (Fig. 1G). This supports the model that suggests that it is the superoxide initially generated in the mitochondrial matrix by PQ that is ultimately responsible for the oxidation of C118 and the resultant life-span extension.

### PQ treatment at the prolongevity dosage of 0.1 mM produces a shift in global gene expression

Using RNA sequencing (RNA-seq), we examined the effect of 0.1 mM PQ treatment on gene expression in young adults (YAs) treated from hatching compared to untreated YAs. 

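PQ (paraquat) is a redox-cycling compound that raises superoxide production in mitochondria. WT (strain N2) worms were grown with 0.1 mM PQ or without it, and RNA was extracted from whole YAs collected before egg laying. Each condition was sequenced in 3 libraries, prepared with a stranded KAPA kit in the same experiment as the C118S libraries described further on, 12 libraries in all. The authors trimmed the reads with Trimmomatic, aligned them to WBcel235 with STAR, counted the fragments on each gene separately for the 2 strands, and deposited these counts without normalization, next to RSEM's expected counts. The count of the strand that carries the gene's transcripts in these libraries was used. Fragments on the opposite strand made up 3.05% to 3.67% of those counted in the WT libraries. Between 22326597 and 28803584 fragments were counted on genes in the PQ-treated libraries (median 25296250), and between 24568810 and 26332379 in the untreated libraries (median 25609730). The counts of the 2 groups alone entered each comparison. Genes with too few counts were removed by edgeR's filterByExpr, library totals were adjusted by edgeR's TMM method, and each gene was tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. Expression is given as TMM-scaled CPM, the gene's share of its library's counts. The common coefficient of variation between replicates of a group was 13.6%. The labels name no sequencing run or date, so all 6 libraries were treated as a single batch.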

Throughout the experiments described below, we used a significance cutoff at *P*_adj_ < 0.05. We found that more than half of the genome was affected, with 5618 genes up-regulated by PQ and 5175 genes down-regulated (fig. S2). 

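Of the 15046 genes tested, 10846 (72.1%) had an adjusted p under 0.05, 4930 up-regulated and 5916 down-regulated by PQ, and 10367 of these genes are annotated as protein-coding. Median log2 fold changes were 0.57 among the up-regulated genes and -1.01 among the down-regulated genes. A change of at least 2-fold was found for 658 up-regulated and 2989 down-regulated genes. The 3 PQ-treated libraries lay entirely above or below the 3 untreated libraries for 97.2% of the changed genes and for 76.9% of all genes tested, where 10% is the share that chance gives. Requiring at least a 2-fold change moved the count most, to 3647 genes. The division into up- and down-regulated genes depended on the scaling: DESeq2 called 5267 genes up-regulated and 4805 down-regulated, and edgeR with RLE size factors called 5448 and 5187. The median log2 fold change of all genes tested was -0.17 with TMM scaling and -0.05 with RLE size factors. ule-5 (WBGene00013394, chromosome X from 11883127 to 11884042) averaged 129 ± 21 CPM (SD, n = 3) in PQ-treated YAs and 29.2 ± 12.4 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 2.14 (standard error 0.25, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test, and between 1.89 and 2.54 with each library left out in turn). In PQ-treated YAs, ZK813.3 (WBGene00022822, chromosome X from 3441839 to 3442458) averaged 79.3 ± 10.4 CPM (SD, n = 3), against 18.8 ± 9.3 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 2.07 (standard error 0.27, adjusted p = 8.4e-05 from edgeR's quasi-likelihood test). For dhs-26 (WBGene00000989, chromosome X from 3360722 to 3362493), the mean was 14.1 ± 5.3 CPM (SD, n = 3) in PQ-treated YAs and 157 ± 17 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -3.48 (standard error 0.21, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test). T22B7.7 (WBGene00020674, chromosome X from 5651865 to 5654074) averaged 39.0 ± 12.2 CPM (SD, n = 3) in PQ-treated YAs and 391.8 ± 104.2 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -3.33 (standard error 0.23, adjusted p = 4.6e-06 from edgeR's quasi-likelihood test, and between -3.62 and -3.11 with each library left out in turn).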

We used the DAVID Bioinformatics Resources website version 6.8 (david.ncifcrf.gov) for analyses (*62*, *63*). We first analyzed all the genes that could be placed in a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Fig. 2 and fig. S3; Fig. 2 is a simplification of fig. S3 for easier visualization) (*64*). The up-regulated and down-regulated genes were found to be involved in completely different processes. 

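The KEGG gene lists behind Fig. 2 were not used here. In their place, 20 sets of genes were assembled by gene symbol before any value was examined, 14 of them for pathways or structures to which the paper assigns a direction and 6 for which it states none. Each set was compared with all other genes tested by limma's camera test on the edgeR fit, with a fixed inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 20 sets. The adjusted p was under 0.05 for 16 sets and the unadjusted p for 17. The exceptions after adjustment were the oxidative phosphorylation, peroxin, cytosolic ribosome and cuticle collagen sets. The median log2 fold change of the set was positive for the proteasome, spliceosome, mismatch repair, DNA replication, RNA polymerase and mitochondrial ribosome sets. It was negative for the citric acid cycle, glycolysis, oxidative phosphorylation, vacuolar ATPase, cathepsin, peroxin, branched-chain amino acid degradation and cytochrome P450 sets. None of these 14 medians changed sign with RLE size factors or with library size alone in place of TMM, or when taken relative to the median of all genes. The test depends on how strongly genes of a set vary together: with the inter-gene correlation estimated from the 6 libraries, no set had an adjusted p under 0.05, 1 had an unadjusted p under 0.05, and the lowest adjusted p was 0.479. With all 4 groups of the experiment in one fit, an alternative added after the data were seen, the adjusted p was under 0.05 for 18 sets, all but the peroxin and cuticle collagen sets. Regrouping the libraries gave similar counts. Of the 4 groupings that divide libraries with the same replicate number between the groups, 2 had at least 16 sets, and the largest number among the other 6 groupings was 19.

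**Figure D1:**
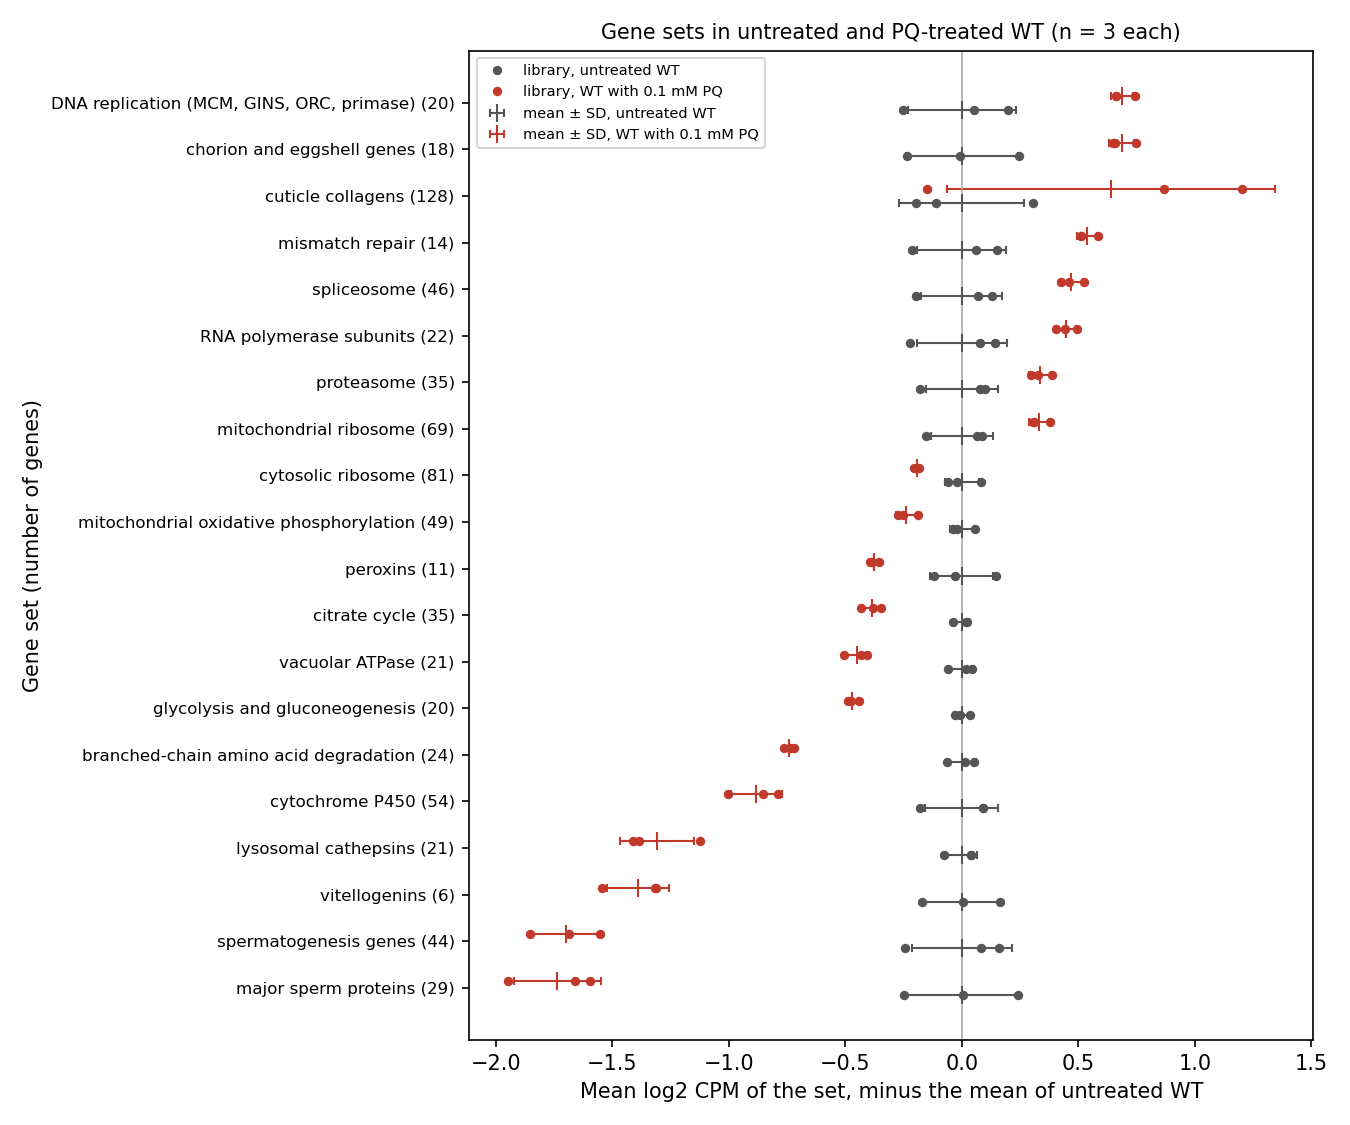
Mean log2 CPM of each gene set in each WT library, relative to the mean of the 3 untreated libraries of the C118S experiment, for untreated and 0.1 mM PQ-treated YAs. Points are libraries, and crosses with bars are the mean ± SD; the spliceosome set averaged 0.47 and the cathepsin set -1.31 in the PQ-treated libraries.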

The up-regulated gene set is enriched in 37 KEGG pathways, and the down-regulated gene set is enriched in 56 pathways (fig. S3). Only two weakly enriched pathways (“Wnt signaling” and “inositol phosphate metabolism”) comprise both up- and down-regulated genes. In Fig. 2 and fig. S3, the pathways are ordered as a function of the degree of pathway enrichment. The enrichment in many pathways is extreme, with most genes of the pathway included. Figure S4 provides an illustration using the spliceosome KEGG pathway, in which 101 of the 106 pathway genes are up-regulated by PQ. 

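The spliceosome set held 46 genes with enough counts, coding for Sm and Lsm proteins, PRP and SF3 factors, U2AF and SR proteins. PQ up-regulated 45 of them. The exception was uaf-1, chosen after its value was seen, with a log2 fold change of 0.17 (adjusted p = 0.092 from edgeR's quasi-likelihood test). The log2 fold changes ran from 0.17 to 0.72, with a median of 0.52, which is 0.69 above the median of all genes. The SD of the set's mean was 0.05 across the 3 PQ-treated libraries and 0.17 across the 3 untreated libraries. The camera test gave an adjusted p = 4.6e-10. prp-17 (WBGene00018625, chromosome I from 10936815 to 10940521) averaged 113 ± 3.38 CPM (SD, n = 3) in PQ-treated YAs and 68.7 ± 9.9 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.72 (standard error 0.11, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test, and between 0.62 and 0.84 with each library left out in turn). In PQ-treated YAs, prp-38 (WBGene00008380, chromosome V from 10804721 to 10806034) averaged 125 ± 2.53 CPM (SD, n = 3), against 75.9 ± 12.1 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.72 (standard error 0.11, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test).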

In some cases, the genes code for proteins that function sequentially in a pathway. Figure S5 provides an illustration for the down-regulated citric acid cycle pathway. 

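Of 35 genes for enzymes of the citric acid cycle and the reactions that feed it, PQ down-regulated 24 and up-regulated 5. The up-regulated genes, named after their values were seen, were acly-2, sdha-2, sucg-1, acly-1 and idh-1, with log2 fold changes of 0.71, 0.58, 0.54, 0.33 and 0.26. As a set, the median was -0.28, or -0.11 relative to the median of all genes. Relative to the untreated libraries, the mean of the set in PQ-treated libraries was -0.39 ± 0.04 (SD, n = 3). The camera test gave an adjusted p = 0.036. This result depended on the scaling and on single libraries: with library size alone the adjusted p was 0.122, with the estimated inter-gene correlation it was 0.549, and with each library left out in turn it ran from 0.00251 to 0.108. With all 4 groups in one fit it was 0.0026. With RLE size factors, 12 of the genes were called down-regulated and 6 up-regulated. In PQ-treated YAs, pck-3 (WBGene00019151, chromosome IV from 5896641 to 5899112) averaged 3.47 ± 0.67 CPM (SD, n = 3), against 15.2 ± 3.1 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -2.12 (standard error 0.20, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). For pck-1 (WBGene00021043, chromosome III from 62888 to 66260), the mean was 111 ± 14 CPM (SD, n = 3) in PQ-treated YAs and 349.7 ± 112.9 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -1.66 (standard error 0.19, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test).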

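For the proteasome, 35 genes for subunits of the core and regulatory particles and their activators had enough counts. PQ up-regulated 33, down-regulated rpn-6.2 (log2 fold change -0.35, adjusted p = 0.0061 from edgeR's quasi-likelihood test), and dss-1 was not called (0.22, adjusted p = 0.054); these 2 genes are named after their values were seen. With RLE size factors, 34 genes were called up-regulated and none down-regulated, and with library size alone 34 and 1. Their median was 0.41. The mean of the set in PQ-treated libraries was 0.34 ± 0.05 (SD, n = 3) relative to the untreated libraries, whose SD was 0.16. The camera test gave an adjusted p = 2.1e-06. In PQ-treated YAs, rpn-9 (WBGene00004465, chromosome II from 11237447 to 11238919) averaged 222 ± 8.92 CPM (SD, n = 3), against 157 ± 17 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.50 (standard error 0.10, adjusted p = 8.0e-04 from edgeR's quasi-likelihood test). For rpt-1 (WBGene00004501, chromosome V from 11980534 to 11982397), the mean was 287 ± 10 CPM (SD, n = 3) in PQ-treated YAs and 204 ± 22 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.49 (standard error 0.09, adjusted p = 8.3e-04 from edgeR's quasi-likelihood test).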

In other cases, the pathway corresponds to a defined molecular structure such as the proteasome, with virtually every subunit up-regulated (fig. S6). Other illustrations of marked enrichment or clustering are provided in additional supplementary figures for up-regulated ribosomal biogenesis and mismatch repair pathways (figs. S7 and S8) and for down-regulated glycolysis and gluconeogenesis; peroxisome; and valine, leucine, and isoleucine degradation pathways (figs. S9 to S11).

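For mismatch repair, 13 of the 14 genes tested were up-regulated by PQ, and rpa-4, named after its value was seen, was not (0.08). The median log2 fold change was 0.59 and the camera test gave an adjusted p = 2.0e-05. rfc-3 (WBGene00004339, chromosome IV from 13095762 to 13096997) averaged 163 ± 4.24 CPM (SD, n = 3) in PQ-treated YAs and 94.5 ± 13.2 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.78 (standard error 0.11, adjusted p = 9.6e-05 from edgeR's quasi-likelihood test, and between 0.67 and 0.88 with each library left out in turn). rfc-2 had a log2 fold change of 0.77. Of 20 genes for glycolysis and gluconeogenesis, 13 were down-regulated and 3 up-regulated. The up-regulated genes were gpd-1, gpd-4 and hxk-1, chosen after their values were seen, with log2 fold changes of 0.90, 0.89 and 0.75. The median was -0.43 and the camera test gave an adjusted p = 0.025, which became 0.0702 with library size alone and 0.0058 with all 4 groups in one fit, and ran from 0.00100 to 0.0608 with each library left out in turn. In PQ-treated YAs, pfk-1.2 (WBGene00008230, chromosome V from 9531801 to 9534537) averaged 2.36 ± 0.50 CPM (SD, n = 3), against 13.1 ± 2.7 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -2.48 (standard error 0.22, adjusted p = 7.9e-06 from edgeR's quasi-likelihood test). pyk-2 had a log2 fold change of -1.11. The peroxisome was represented by 11 peroxin genes, of which 7 were down-regulated and 3, prx-14, prx-10 and prx-19, were up-regulated, with log2 fold changes of 0.52, 0.43 and 0.38; they are named after their values were seen. Although the median was -0.54, the peroxins as a set were not found to differ from the other genes tested (adjusted p = 0.73 from the camera test, between 0.626 and 0.908 with each library left out in turn). The largest falls among the peroxins were those of prx-1 (-0.96) and prx-13 (-0.81). Of 24 genes for valine, leucine and isoleucine degradation, 21 were down-regulated and acdh-9, named after its value was seen, was up-regulated (0.31). Their median was -0.54 and the camera test gave an adjusted p = 7.1e-05. For acdh-5 (WBGene00016491, chromosome I from 6784868 to 6787139), the mean was 3.47 ± 0.75 CPM (SD, n = 3) in PQ-treated YAs and 15.5 ± 2.4 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -2.15 (standard error 0.20, adjusted p = 9.2e-06 from edgeR's quasi-likelihood test). acdh-8 had a log2 fold change of -2.03.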

**Fig. 2.**
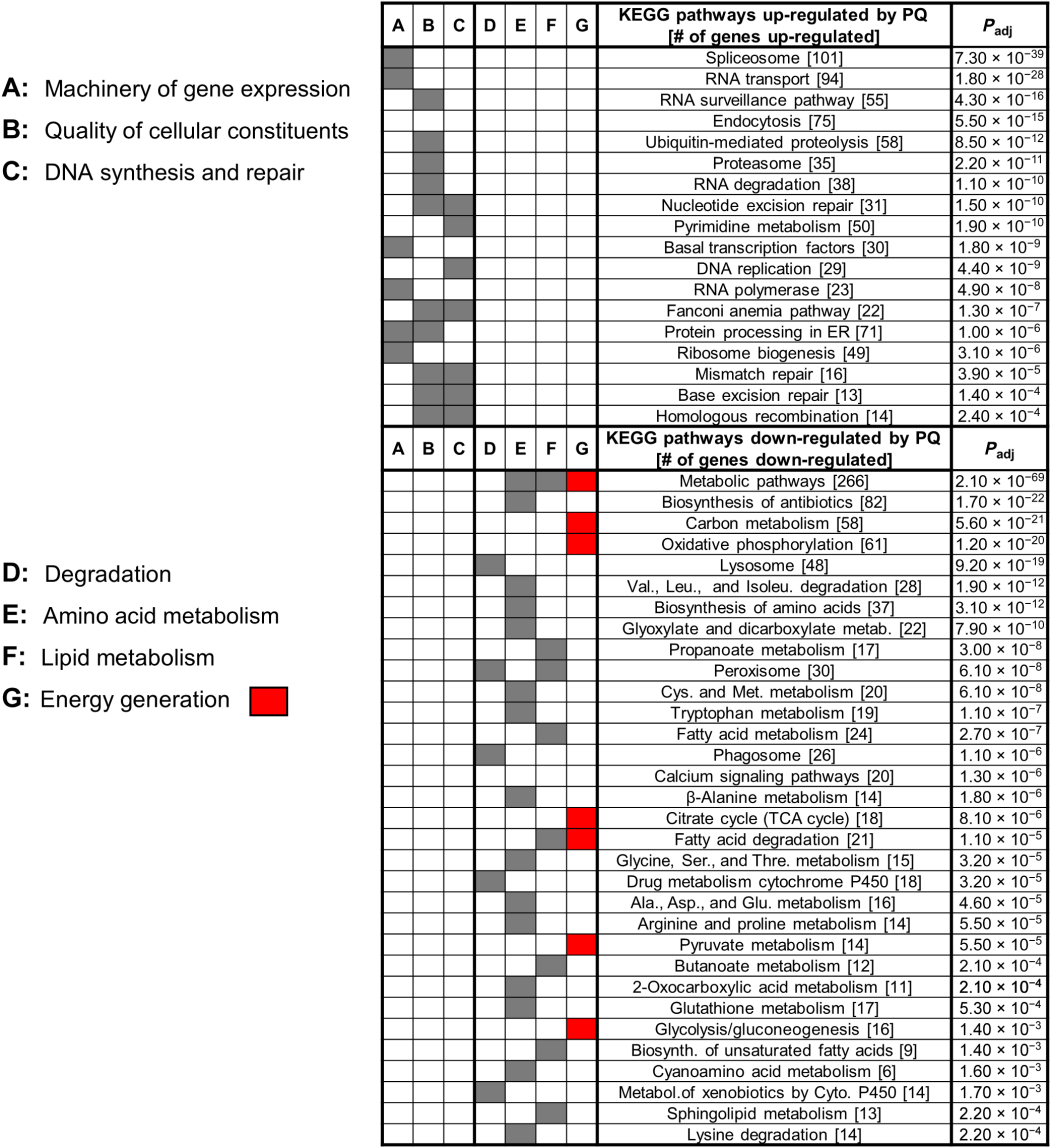
PQ up-regulates genes involved in gene expression, development, growth, and quality control and down-regulates genes involved in degradation, amino acid and lipid metabolism, and energy generation. TCA, tricarboxylic acid. The top Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched in the gene sets that are significantly up- and down-regulated by PQ, ordered by *P* value adjusted for multiple comparisons (*P*_adj_). This figure is a simplification of the complete list of KEGG pathways and biological pathways presented in fig. S3. ER, endoplasmic reticulum; TCA, tricarboxylic acid.

### Genes up-regulated by PQ are strongly associated with the high-quality synthesis of cellular constituents

To interpret the distribution of up- and down-regulated pathways, we fitted the KEGG pathway into broad categories of biological processes. A clear pattern emerged. Up-regulated genes are involved in all aspects of development and growth. 

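All 20 genes tested for the initiation of DNA replication (the MCM, GINS and origin recognition complexes and primase) were up-regulated by PQ, with log2 fold changes from 0.53 to 0.84 and a median of 0.73. The mean of the set in PQ-treated libraries was 0.69 ± 0.05 (SD, n = 3) relative to the untreated libraries, whose SD was 0.23, and the camera test gave an adjusted p = 1.7e-08. mcm-7 (WBGene00003159, chromosome V from 4347166 to 4349768) averaged 409 ± 15 CPM (SD, n = 3) in PQ-treated YAs and 227.9 ± 38.1 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.84 (standard error 0.11, adjusted p = 9.3e-05 from edgeR's quasi-likelihood test, and between 0.72 and 0.99 with each library left out in turn). cdt-1 had a log2 fold change of 0.82. Of 22 genes for RNA polymerase subunits, 21 were up-regulated; rpoa-1, named after its value was seen, had a log2 fold change of 0.02. The median was 0.52 and the camera test gave an adjusted p = 1.7e-05. For rpb-3 (WBGene00007971, chromosome I from 8728764 to 8730054), the mean was 156 ± 3.66 CPM (SD, n = 3) in PQ-treated YAs and 97.5 ± 15.1 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.68 (standard error 0.11, adjusted p = 3.3e-04 from edgeR's quasi-likelihood test). rpoa-49 had a log2 fold change of 0.64.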

Both DNA synthesis (DNA replication, pyrimidine metabolism, and purine metabolism) and the machinery of gene expression [spliceosome, RNA transport, basal transcription factors, RNA polymerase, protein processing in the endoplasmic reticulum (ER), and ribosome biogenesis] are turned up (Fig. 2). All major pathways of quality control of cellular constituents are turned up (RNA surveillance, ubiquitin-mediated proteolysis, proteasome, RNA degradation, Fanconi anemia, mismatch repair, base excision repair, and homologous recombination) (Fig. 2). Most of the major pathways of signal transduction are also turned up but to a much lesser degree (Foxo, Notch, TGF-β, and mTOR signaling, as well as dorso-ventral axis formations, Wnt, ErbB, Jak-Stat, inositol phosphate, and insulin signaling) (fig. S3). In addition, many aspects of polysaccharide synthesis are up-regulated (syntheses of glycosaminoglycan, heparan sulfate, heparin, amino and nucleotide sugars, chondroitin sulfate, dermatan sulfate, and N-glycans) (fig. S3), but again, much less so than the machinery of gene expression and quality control. Thus, the up-regulated pathways are expected to lead to a higher turnover of DNA, RNA, proteins, and polysaccharides. This, together with the up-regulation of mechanisms of proofreading, turnover, and repair, predicts cellular constituents of higher quality. In addition, the up-regulation of the signaling pathways could ensure the quality or precision of homeostatic mechanisms and cell-specific gene expression.

Although they are particularly helpful for analysis, only 19% of all the up-regulated genes (1025 of 5461) were included in currently defined KEGG pathways. We therefore also analyzed other annotation sets. A total of 3222 genes (59.0% of the total number of genes whose expression is up-regulated) could be classified by cellular component (CC) Gene Ontology (GO) terms (table S2). This yielded an impressive top category for “nucleus” with 1014 genes and a *P*_adj_ for the enrichment of 8.3 × 10^−143^, while the nucleus category does not even appear in the list of GO_CC terms for down-regulated genes (table S3). Only 2 of the 187 GO_CC categories for the up-regulated genes appear in the 41 GO_CC categories for the down-regulated genes. Most other terms were consistent with the insights provided by the analysis of KEGG pathways. For example, GO_CC terms associated with structural elements of the mitochondria, including ribosomal proteins, appear exclusively in the up-regulated list, further evidence that PQ stimulates the synthesis of cellular constituents.

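Of 69 genes for mitochondrial ribosomal proteins, PQ up-regulated 58, and 64 with RLE size factors. The log2 fold changes ran from -0.17 to 0.62, with a median of 0.41. The camera test gave an adjusted p = 4.3e-08. In PQ-treated YAs, mrpl-51 (WBGene00011740, chromosome IV from 12031324 to 12032154) averaged 76.8 ± 3.2 CPM (SD, n = 3), against 49.9 ± 7.3 CPM (SD, n = 3) in untreated YAs, a log2 fold change of 0.62 (standard error 0.11, adjusted p = 5.2e-04 from edgeR's quasi-likelihood test). mrpl-34 had a log2 fold change of 0.61. The 81 genes for cytosolic ribosomal proteins had a median of -0.13, which is 0.04 relative to the median of all genes. Of these, 16 were down-regulated and 3 up-regulated, and 3 were down-regulated with RLE size factors. The up-regulated genes, named after their values were seen, were rpl-11.1 (0.37), rpl-24.2 (0.24) and rpl-25.2 (0.20). As a set, the cytosolic ribosomal proteins were not found to differ from the other genes tested (adjusted p = 0.37 from the camera test), while with all 4 groups in one fit they were lower, with an adjusted p = 0.0090. For rpl-42 (WBGene00004455, chromosome II from 11092713 to 11094022), the mean was 1.20 ± 0.47 CPM (SD, n = 3) in PQ-treated YAs and 4.65 ± 1.04 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -1.95 (standard error 0.30, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test). rpl-11.2 had a log2 fold change of -0.76. From the up-regulated pathways, the paper proposes that DNA, RNA, proteins and polysaccharides would be turned over faster, and, since proofreading and repair are up-regulated too, that cellular constituents would be of higher quality.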

### Genes down-regulated by PQ are strongly associated with metabolism, including energy generation

A total of 9.5% of all the down-regulated genes (467 of 4896) were included in defined KEGG pathways. The set of down-regulated genes contrasts markedly with the set of up-regulated genes (Fig. 2 and fig. S3). The top KEGG pathway is metabolic pathways, with 266 genes and a *P*_adj_ of 2.10 × 10^−69^ for the enrichment. Several enriched pathways are linked to amino acid or lipid metabolism, as well as a few that are linked to sugar metabolism. 

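All 21 genes tested for lysosomal proteases of the cathepsin families were down-regulated by PQ, with log2 fold changes from -2.30 to -0.63 and a median of -1.21. The mean of the set in PQ-treated libraries was -1.31 ± 0.16 (SD, n = 3) relative to the untreated libraries, and the camera test gave an adjusted p = 3.1e-14. asp-12 (WBGene00017678, chromosome V from 8269210 to 8272056) averaged 1.26 ± 0.19 CPM (SD, n = 3) in PQ-treated YAs and 6.20 ± 0.76 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -2.30 (standard error 0.20, adjusted p = 7.5e-06 from edgeR's quasi-likelihood test, and between -2.43 and -2.21 with each library left out in turn). cpr-8 had a log2 fold change of -1.96. The vacuolar ATPase acidifies lysosomes and phagosomes. Of its 21 genes, 18 were down-regulated, 14 with RLE size factors, and vha-18 (0.62) and vha-7 (0.57), named after their values were seen, were up-regulated. The median was -0.47 and the camera test gave an adjusted p = 0.0057. In PQ-treated YAs, vha-6 (WBGene00006915, chromosome II from 11435210 to 11438452) averaged 269.8 ± 39.5 CPM (SD, n = 3), against 564 ± 70 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -1.06 (standard error 0.12, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test). vha-20 had a log2 fold change of -0.80. Of 54 cytochrome P450 genes, 34 were down-regulated, with a median over the set of -0.95. The 5 that were up-regulated, named after their values were seen, were cyp-13B2 (1.33), cyp-31A5 (0.78), cyp-31A2 (0.72), cyp-31A3 (0.70) and cyp-44A1 (0.44). The camera test gave an adjusted p = 0.0083, and a range from 0.00114 to 0.0582 with each library left out in turn. For cyp-33A1 (WBGene00015709, chromosome V from 7679314 to 7681459), the mean was 12.1 ± 4.8 CPM (SD, n = 3) in PQ-treated YAs and 99.7 ± 78.4 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -3.06 (standard error 0.62, adjusted p = 0.0011 from edgeR's quasi-likelihood test). cyp-35A3 had a log2 fold change of -3.76, with as few as 3 counts in a library.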

The processes of degradation and breakdown of ingested nutrients also figure prominently, with down-regulation of the lysosome, phagosome, peroxisome, P450-dependent metabolism, and other pathways. 

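Energy generation was examined through 49 genes for subunits of the mitochondrial respiratory complexes and ATP synthase, besides the citric acid cycle and glycolysis genes above. PQ down-regulated 33 and up-regulated 7 of them, with a median log2 fold change of -0.28. With RLE size factors, 11 were down-regulated and 10 up-regulated, and with library size alone 19 and 11. Relative to the median of all genes, the median of the set was -0.11. Both medians equal those of the citric acid cycle set, with which this set shares members, so the results are not independent. The mean of the oxidative phosphorylation set in PQ-treated libraries was -0.24 ± 0.04 (SD, n = 3) relative to the untreated libraries, whose SD was 0.05. The camera test gave an adjusted p = 0.11, and a range from 0.00893 to 0.295 with each library left out in turn. With all 4 groups in one fit, the adjusted p was 0.0014, so that whether the fall of the set is separated from that of all other genes depends on the fit. ucr-2.1 (WBGene00012158, chromosome X from 12018429 to 12021206) averaged 104 ± 7.28 CPM (SD, n = 3) in PQ-treated YAs and 181 ± 18 CPM (SD, n = 3) in untreated YAs, a log2 fold change of -0.81 (standard error 0.10, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test, and between -0.87 and -0.75 with each library left out in turn). ucr-2.2 had a log2 fold change of -0.80.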

All the most important pathways that contribute to energy generation are also down-regulated: carbon metabolism, oxidative phosphorylation, citric acid cycle, fatty acid degradation, pyruvate metabolism, and glycolysis (Fig. 2 and fig. S3). Interrogating the InterPro database of protein domains (ebi.ac.uk/interpro), we also observed a down-regulation of a large family of kinases and phosphatases of unknown function that is known to be expressed in the germ line (*65*) and down-regulated by PQ (*17*).

### Life-span extension by PQ is unaffected by alterations in the AMPK and TOR pathways

Given the observed effects of PQ on metabolic pathways, including energy metabolism, we sought to determine whether the life-span extension by PQ involved metabolic regulators that have previously been shown to be involved in life-span regulation (*1*, *3*, *66*–*68*). Specifically, we asked whether adenosine monophosphate-activated protein kinase (AMPK) function and the target pf rapamycin (TOR) pathway were necessary relays in the life-span extension pathway stimulated by PQ and RDRS. The life span of mutants of *aak-2* (which encodes the regulatory subunit of AMPK) is known to be shortened compared to WT (*66*). We treated the *aak-2* mutants with PQ and observed that PQ was able to increase the life span of *aak-2* mutants to the same extent as that of WT controls, suggesting that PQ does not act upstream of AMPK (fig. S12A). To investigate a possible role of the TOR pathway, we used longevous mutants in genes coding for activities that are involved in the regulation of the TOR pathway. RAGA-1 is a positive regulator of the TOR pathway, and *raga-1(ok386)* mutants are long-lived (*67*). *rsks-1* encodes the ribosomal protein S6 kinase, a target of TOR signaling, and *rsks-1(ok1255)* mutants are long lived (*69*). PQ treatment further increases the life span of both *raga-1* and *rsks-1* mutants (fig. S12, B and C), strongly suggesting that the effect of PQ is independent of the modulation of TOR activity. In both cases, especially *rsks-1*, the effect of PQ appears synergistic to that of the mutation, that is, more than additive. This could indicate that the effects of the TOR pathway and RDRS converge on some downstream process that can only be maximized when both pathways are triggered.

### The pattern of gene expression induced by PQ is an intensification and acceleration of the gene expression changes observed at the end of postembryonic development

The large fraction of the genome affected by PQ (>50% of all genes) suggests that it could be modulating a preexisting program of global gene expression. To test this, we scored gene expression in L4 larvae (L4s), in YAs, and in gravid adults (GAs). 

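WT worms without PQ were collected as L4s, as YAs and as GAs, which carry embryos, in 3 libraries per stage. These 9 libraries form an experiment of their own, prepared with the same type of kit as the PQ-treated libraries but read in the other orientation. The authors deposited counts of the same kind as for the PQ experiment. Between 14787163 and 18457586 fragments were counted on genes in the L4 libraries, between 17053826 and 20413589 in the YA libraries, and between 15680173 and 16810058 in the GA libraries. In the first L4 library, 19.2% of fragments aligned to several places, while 6.14% was the lowest share among the L4 libraries, and its 20 most counted genes took 39.3% of its counts, against 11.9% and 12.2% in the other two. The same filter, scaling and test were applied as for PQ. The common coefficient of variation was 15.0% for YAs and L4s and 13.3% for GAs and L4s. The PQ comparison and the developmental comparisons share no library, and developmental stage was compared only within the developmental experiment.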

We then compared the changes we observed to the changes produced by PQ treatment. The Venn diagram in Fig. 3A shows that 6001 genes are up-regulated in YAs compared to L4s, and 6166 are up-regulated in GAs compared to L4s. 

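In YAs compared to L4s, 4268 of 14961 genes tested were up-regulated, and in GAs compared to L4s, 5516 of 14850. Of the up-regulated genes, 1401 in YAs and 3598 in GAs rose at least 2-fold. With library size alone in place of TMM, 3108 genes were up-regulated in YAs, the lowest count among the alternatives that keep the threshold, and limma-voom with sample quality weights gave the highest, 4647. The median log2 fold change of all genes in GAs compared to L4s was -0.41 with TMM scaling and -0.27 with RLE size factors. col-143 (WBGene00000716, chromosome V from 6835635 to 6836704) averaged 582 ± 104 CPM (SD, n = 3) in YAs and 11.8 ± 1.8 CPM (SD, n = 3) in L4s, a log2 fold change of 5.62 (standard error 0.19, adjusted p = 9.2e-08 from edgeR's quasi-likelihood test, and between 5.52 and 5.76 with each library left out in turn). In YAs, col-101 (WBGene00000675, chromosome IV from 325435 to 327020) averaged 552 ± 99 CPM (SD, n = 3), against 13.9 ± 2.9 CPM (SD, n = 3) in L4s, a log2 fold change of 5.32 (standard error 0.21, adjusted p = 1.5e-07 from edgeR's quasi-likelihood test). For col-101, the mean was 862 ± 118 CPM (SD, n = 3) in GAs and 13.2 ± 2.8 CPM (SD, n = 3) in L4s, a log2 fold change of 6.03 (standard error 0.19, adjusted p = 9.8e-08 from edgeR's quasi-likelihood test). The log2 fold change of col-143 in GAs was 5.60. Both genes code for cuticle collagens.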

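Of 13938 genes tested in all 3 comparisons, 3122 were up-regulated by PQ, in YAs and in GAs. If the genes up-regulated by PQ were independent of those up-regulated at both stages, 1230 would be shared. Pairwise, 3152 of the 4718 genes up-regulated by PQ (66.8%) were up-regulated in YAs, against 1405 if independent, and 4269 of 4888 (87.3%) in GAs, against 1862. Genes that changed in opposite directions were fewer than independence gives: 340 were up-regulated by PQ and down-regulated in YAs, and 313 were up-regulated by PQ and down-regulated in GAs. Genes are not independent replicates, so no p is given for these overlaps. Requiring at least a 2-fold change in each comparison moved the count of shared genes most, to 217.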

Both sets are remarkably similar to the set up-regulated by PQ in YAs, with 4226 genes common to all three conditions. We analyzed the degree of up-regulation of the 4226 common genes. The upper right quadrant of the correlation plot shown in Fig. 3B reveals that the common genes are up-regulated up to more than 64-fold from L4s to YAs (green dots, *y* axis). However, the up-regulation of these genes continues further following the YA stage, as shown by the even greater up-regulation from L4s to GAs (blue dots, *y* axis). 

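For the 3122 genes up-regulated in the 3 conditions, the median log2 fold change was 0.74 from L4s to YAs and 1.48 from L4s to GAs. The change was larger in GAs than in YAs for 3095 of them (99.1%). GAs were also compared to YAs directly, where 4768 of 14236 genes were up-regulated and 6085 down-regulated. In that comparison, 2917 of the 3122 genes (93.4%) were up-regulated and 14 were down-regulated. Residuals of GA and YA libraries with the same replicate number had a mean correlation of -0.203, and with the replicate number as a block 4383 genes were up-regulated and 5619 down-regulated in GAs compared to YAs. The largest rise from L4s to YAs was 29.2-fold, for rgs-11, named after its value was seen. For 33 other genes, all L4 libraries had at most 3 counts and the rise is a lower bound, which reached at least 24.1-fold. In GAs, col-95 (WBGene00000670, chromosome III from 11703994 to 11705091) averaged 514 ± 133 CPM (SD, n = 3), against 25.8 ± 4.8 CPM (SD, n = 3) in YAs, a log2 fold change of 4.32 (standard error 0.21, adjusted p = 2.6e-07 from edgeR's quasi-likelihood test). For tts-1 (WBGene00006650, chromosome X from 1504131 to 1504841), the mean was 149.6 ± 52.9 CPM (SD, n = 3) in GAs and 21.9 ± 6.1 CPM (SD, n = 3) in YAs, a log2 fold change of 2.78 (standard error 0.28, adjusted p = 2.0e-05 from edgeR's quasi-likelihood test).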

The effect of PQ on YAs (green dots, *x* axis) is up to a 16-fold up-regulation. PQ therefore intensifies an up-regulation that is already normally occurring between the L4s and adult stages.

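PQ up-regulated these shared genes by a median log2 fold change of 0.60. The largest rise with PQ was 6.58-fold, for ttr-42, named after its value was seen. Across the 6544 genes changed both by PQ and from L4s to YAs, the log2 fold changes correlated with a Pearson r of 0.241 and a Spearman rho of 0.510, and 85.0% had the same sign. Over all 14294 genes tested in both comparisons, r was 0.147, and with each library left out in turn the r of the changed genes ran from 0.0707 to 0.388. For the 9533 genes changed by PQ and from L4s to GAs, r was 0.717, rho was 0.783 and 93.3% had the same sign. The direct comparison of GAs to YAs gave an r of 0.779 with PQ across 8651 genes. These correlations are across genes, which are not independent replicates, and they are 3 of the 13 relations computed in this way.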

**Fig. 3.**
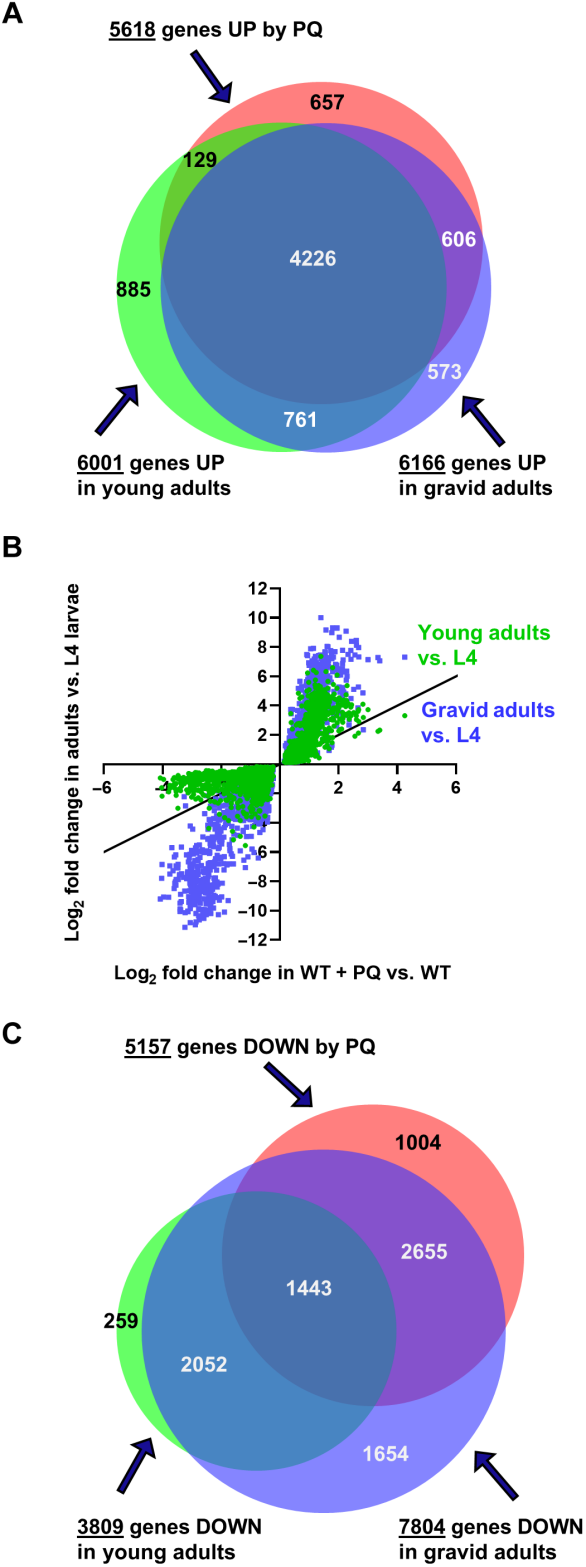
PQ treatment affects a set of genes whose expression changes during development from larvae to adulthood. (**A**) Overlap of genes up-regulated (UP) by PQ treatment compared to untreated young adults, in young adults compared to L4 larvae, and in gravid adults compared to L4 larvae. Log_2_fold changes for the 4226 genes in the triple overlap are plotted in the top right quadrant of (B). (**B**) Correlation plot in which the log_2_ fold changes of the common set of genes changed by three conditions—development from L4 larvae to young adult, from L4 larvae to gravid adults, and by PQ treatment—are plotted. See Materials and Methods. (**C**) Overlap of genes down-regulated (DOWN) by PQ treatment compared to untreated young adults, in young adults compared to L4 larvae, and in gravid adults compared to L4 larvae. Log_2_ fold changes for the 1443 genes in the triple overlap are plotted in the bottom left quadrant of (B). The 55 genes contained in the overlap between genes down-regulated by PQ treatment and in young adults compared to L4 larvae are not shown. The area-proportional Venn diagrams in (A) and (C) are normalized to the area for the 5618 genes up-regulated by PQ in (A).

Numerous genes are also down-regulated in YAs and GAs compared to L4s (Fig. 3C). Down-regulation happens in two stages: In YAs, 3809 genes are down-regulated compared to L4s. 

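From L4s to YAs, 4625 genes were down-regulated, 2467 of them at least 2-fold, and the median log2 fold change among the down-regulated genes was -1.06. ZK180.6 (WBGene00022680, chromosome IV from 4520181 to 4525043) averaged 4.69 ± 2.54 CPM (SD, n = 3) in YAs and 515 ± 63 CPM (SD, n = 3) in L4s, a log2 fold change of -6.77 (standard error 0.37, adjusted p = 7.9e-07 from edgeR's quasi-likelihood test, and between -7.17 and -6.42 with each library left out in turn). In YAs, sqt-1 (WBGene00005016, chromosome II from 11336693 to 11337837) averaged 4.86 ± 3.55 CPM (SD, n = 3), against 529 ± 34 CPM (SD, n = 3) in L4s, a log2 fold change of -6.76 (standard error 0.48, adjusted p = 4.4e-06 from edgeR's quasi-likelihood test).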

Except for 314 genes, these genes are a subset of the 7804 genes ultimately down-regulated in GAs compared to L4s. 

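From L4s to GAs, 7343 genes were down-regulated, 5888 of them at least 2-fold. Of 4580 genes down-regulated in YAs and tested at both stages, 4239 (92.6%) were down-regulated in GAs, against 2321 if the sets were independent, and 341 were not. That remainder was between 138 genes, with library size alone, and 438 across the alternatives. For col-71 (WBGene00000647, chromosome II from 3500077 to 3502570), the mean was 1.45 ± 0.52 CPM (SD, n = 3) in GAs and 1650 ± 129 CPM (SD, n = 3) in L4s, a log2 fold change of -10.14 (standard error 0.20, adjusted p = 2.5e-08 from edgeR's quasi-likelihood test). In GAs, bli-6 (WBGene00000256, chromosome IV from 6377065 to 6378168) averaged 1.098 ± 0.631 CPM (SD, n = 3), against 1093 ± 141 CPM (SD, n = 3) in L4s, a log2 fold change of -9.96 (standard error 0.28, adjusted p = 6.9e-08 from edgeR's quasi-likelihood test).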

In PQ-treated YAs, 1498 genes of the 3809 already down-regulated in YAs compared to L4s are down-regulated further by PQ, and 2655 genes normally down-regulated only at the GA stage are down-regulated prematurely in YAs by PQ. 

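Of 4098 genes down-regulated in YAs and tested with PQ, 2408 (58.8%) were down-regulated by PQ, against 1656 if the sets were independent. PQ and the GA stage shared 4627 down-regulated genes, against 2708, and 2306 genes down-regulated by PQ and in GAs were not down-regulated in YAs. A further 80 genes were down-regulated by PQ and in YAs but not in GAs. In the opposite direction, 644 genes were down-regulated by PQ and up-regulated in YAs, and 324 were down-regulated by PQ and up-regulated in GAs. The overlap between PQ and YAs depended on the scaling: it held 1169 genes with library size alone, 1754 with DESeq2 and 2692 with limma-voom.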

The lower left quadrant of Fig. 3B shows the changes in the degree of down-regulation of the 1443 genes that are down-regulated in all three conditions, with genes down-regulated up to 16-fold by PQ but up to 2000-fold at the GA stage compared to L4s. 

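The genes down-regulated by PQ, in YAs and in GAs numbered 2321, with median log2 fold changes of -0.93 with PQ, -0.85 from L4s to YAs and -1.996 from L4s to GAs. The fall was larger in GAs than in YAs for 2148 of them (92.5%). Of 2241 that were tested in GAs compared to YAs, 1823 (81.3%) were down-regulated further and 16 were up-regulated. With PQ, the largest fall among genes above 3 counts in some library of each group was 17.9-fold, for WBGene00003437, named after its value was seen. From L4s to GAs, the GA libraries were all at or under 3 counts for 360 of these genes, whose falls are lower bounds that reached at least 651-fold. The largest fall among the others was 454-fold, for F57H12.6, named after its value was seen. col-81 (WBGene00000657, chromosome II from 11012397 to 11013767) averaged 2.65 ± 1.88 CPM (SD, n = 3) in GAs and 1291 ± 148 CPM (SD, n = 3) in YAs, a log2 fold change of -8.92 (standard error 0.41, adjusted p = 1.9e-07 from edgeR's quasi-likelihood test, and between -9.42 and -8.43 with each library left out in turn). For col-139 (WBGene00000712, chromosome V from 4652863 to 4653971), the mean was 5.08 ± 3.55 CPM (SD, n = 3) in GAs and 1621 ± 107 CPM (SD, n = 3) in YAs, a log2 fold change of -8.32 (standard error 0.47, adjusted p = 6.0e-07 from edgeR's quasi-likelihood test).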

In summary, PQ treatment intensifies the up-regulation of most of the genes up-regulated from L4 to adults and accelerates as well as intensifies the down-regulation of a large subset (about half) of the genes normally down-regulated by the GA stage compared to L4s.

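Among genes down-regulated in GAs and tested with PQ, 4627 of 6813 were down-regulated in PQ-treated YAs. The slope of the PQ log2 fold change on the L4-to-GA log2 fold change was 0.238 across the genes changed in both and 0.216 across all genes tested in both, with an r of 0.657 in the latter. From these overlaps and the size of the changes (Fig. 3), the paper concludes that PQ strengthens a rise in expression that normally runs from L4s to adults, and both hastens and strengthens a normal fall.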

### Redox regulation through the C118 cysteine of LET-60ras affects the same gene sets as PQ treatment

The LET-60ras-C118S mutation, which precludes oxidation at that residue, also prevents life-span extension by PQ, and the LET-60ras-C118D mutation, which mimics a partially oxidized cysteine, does not (Fig. 1 and fig. S1). To explore this, we compared the effects of the C118S and C118D mutations on gene expression to those of PQ on the WT (Fig. 4). 

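The C118S and C118D mutants carry let-60(qm226) and let-60(qm228), in which C118 of LET-60ras is replaced by serine, which cannot be oxidized in the same way, or by aspartic acid, which mimics an oxidized cysteine. Untreated and PQ-treated C118S YAs were sequenced together with the WT libraries described for PQ. Untreated and PQ-treated C118D YAs were sequenced with 3 WT control libraries of their own, 9 libraries in all, using a KAPA HyperPrep kit. Each mutant was therefore compared to the WT control of its own experiment, and no PQ-treated WT library belongs to the C118D experiment. For C118S, between 22079496 and 25458622 fragments per untreated library and between 26933296 and 27302473 per PQ-treated library were counted on genes. For C118D, these ranges were 24991372 to 35065332 and 21333238 to 41975457, and for the WT controls of that experiment 18886796 to 25295489. The kit and the experiment cannot be told apart. The common coefficient of variation was 14.6% for C118S and WT, 11.6% for C118D and WT, 13.0% for PQ in C118S and 9.17% for PQ in C118D. let-60 (WBGene00002335) lies on chromosome IV of WBcel235 from 11688227 to 11691088, on the minus strand. Its expression was 101 ± 4.64 CPM (SD, n = 3) in C118S mutants and 85.1 ± 5.6 CPM (SD, n = 3) in WT, a log2 fold change of 0.25 (standard error 0.10, adjusted p = 0.062 from edgeR's quasi-likelihood test). In C118D mutants, it was 81.9 ± 4.2 CPM (SD, n = 3), against 117 ± 11 CPM (SD, n = 3), a log2 fold change of -0.52 (standard error 0.08, adjusted p = 5.7e-04 from the same edgeR test). PQ changed it by a log2 fold change of 0.28 in WT (adjusted p = 0.013, up to 0.0751 with a library left out), 0.07 in C118S mutants (adjusted p = 0.24) and 0.22 in C118D mutants (adjusted p = 0.011), each from the same edgeR test.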

Given the marked effects that we observed (see below), it is worth reminding the reader here that the LET-60ras mutations that we are studying are not in the gain-of-function *let-60ras* background but in the *let-60ras*(+) background and only alter the one amino acid at residue C118. In C118S mutants, 3606 genes are significantly up-regulated, and, of these, 3471 (96%) are included in the set of 5618 genes up-regulated by PQ (Fig. 4A). Similarly, 3221 genes are down-regulated by C118S, of which 2838 (88%) are included in the set of genes down-regulated by PQ (Fig. 4B). Thus, replacing C118 with a nonoxidizable serine extensively mimics the effect of PQ on gene expression.

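In C118S mutants, 3160 of 14872 genes were up-regulated compared to WT, 310 of them at least 2-fold. Residuals of C118S and WT libraries with the same replicate number had a mean correlation of 0.419, and with the replicate number as a block 4243 genes were up-regulated and 5091 down-regulated. Of 3144 genes up-regulated in C118S mutants and tested with PQ, 3062 (97.4%) were up-regulated by PQ, against 1025 if the sets were independent. Requiring at least a 2-fold change moved this overlap most, to 260 genes. The overlap ran from 1771 to 3187 genes with each library left out in turn. ule-5 averaged 117 ± 36 CPM (SD, n = 3) in C118S mutants and 28.2 ± 11.9 CPM (SD, n = 3) in WT, a log2 fold change of 2.06 (standard error 0.28, adjusted p = 2.8e-04 from edgeR's quasi-likelihood test, and between 1.79 and 2.44 with each library left out in turn). In C118S mutants, ZK813.3 averaged 70.8 ± 22.9 CPM (SD, n = 3), against 18.1 ± 9.0 CPM (SD, n = 3) in WT, a log2 fold change of 1.97 (standard error 0.32, adjusted p = 8.1e-04 from edgeR's quasi-likelihood test).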

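C118S down-regulated 3555 genes, 1889 of them at least 2-fold, and 3242 of these (91.2%) were down-regulated by PQ, against 1423 if the sets were independent. In the opposite direction, 8 genes were up-regulated in C118S mutants and down-regulated by PQ, and 52 were down-regulated in C118S mutants and up-regulated by PQ. For spch-1 (WBGene00007307, chromosome IV from 10110818 to 10111541), the mean was 19.7 ± 6.1 CPM (SD, n = 3) in C118S mutants and 98.1 ± 20.5 CPM (SD, n = 3) in WT, a log2 fold change of -2.32 (standard error 0.23, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test). In C118S mutants, Y57G11A.2 (WBGene00013290, chromosome IV from 14517022 to 14519523) averaged 23.6 ± 8.7 CPM (SD, n = 3), against 99.1 ± 13.4 CPM (SD, n = 3) in WT, a log2 fold change of -2.08 (standard error 0.24, adjusted p = 1.3e-04 from edgeR's quasi-likelihood test).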

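Across the 6364 genes changed by both PQ and C118S, the log2 fold changes correlated with a Pearson r of 0.933 and a Spearman rho of 0.943, with a slope of 0.878 of C118S on PQ. Over all 14772 genes tested in both, r was 0.843. Both comparisons use the same 3 WT libraries, which by itself makes log2 fold changes correlate. When these libraries were divided so that the comparisons shared none, the r of the changed genes was 0.914 on average over 6 divisions, from 0.898 to 0.936. Genes are not independent replicates.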

**Fig. 4.**
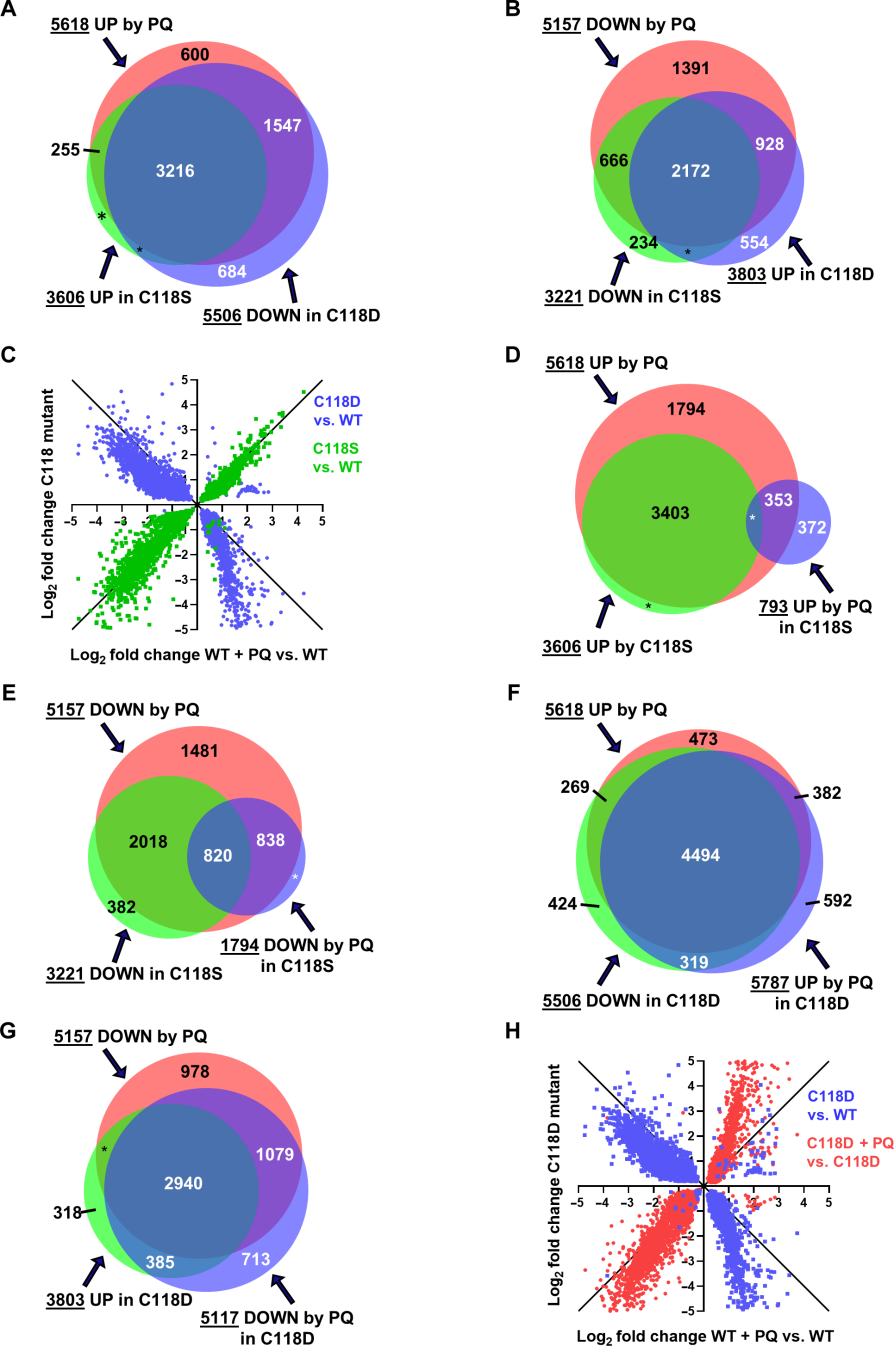
Redox regulation of LET-60ras through C118 affects the same set of genes as treatment of the WT with PQ. (**A**) Overlap of gene sets up-regulated by PQ treatment and in C118S mutants but down-regulated in C118D mutants. (**B**) Overlap of gene sets down-regulated by PQ treatment and in C118S mutants but up-regulated in C118D mutants. (**C**) Correlation plot of the log_2_ fold changes of the set of genes changed in three conditions: In C118S mutants, in C118D mutants, and in WT treated with PQ. See Materials and Methods. (**D**) Overlap of gene sets up-regulated by PQ treatment of the WT and in C118S mutants (compared to WT) and by PQ treatment of C118S mutants (compared to untreated C118S mutants). (**E**) Overlap of gene sets down-regulated by PQ treatment of the WT and in C118S mutants (compared to WT) and by PQ treatment of C118S mutants (compared to untreated C118S mutants). (**F**) Overlap of gene sets up-regulated by PQ treatment of the WT, down-regulated in C118D mutants (compared to WT), and up-regulated by PQ treatment of C118D mutants (compared to untreated C118D mutants). (**G**) Overlap of gene sets down-regulated by PQ treatment of the WT, up-regulated in C118D mutants (compared to WT), and down-regulated by PQ treatment of C118D mutants (compared to untreated C118D mutants). (**H**) Correlation plot of the log_2_ fold changes of the set of genes changed in three conditions: in C118D mutants, in C118D mutants treated with PQ, and in WT treated with PQ. See Materials and Methods. (A, B, and D to G) Area-proportional Venn diagrams normalized to the area for the 5618 genes up-regulated by PQ in (A). An asterisk (*) is used when there are less than 200 genes in the overlap.

The situation is markedly different in C118D mutants. Here, it is the down-regulated gene set that is virtually coextensive with the gene set that is up-regulated by PQ and, conversely, the up-regulated gene set that is mirrored in the gene set down-regulated by PQ. 

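In C118D mutants, 5304 of 15178 genes were up-regulated and 5200 down-regulated compared to WT, 1713 and 2093 of them at least 2-fold. DESeq2 called 3951 genes up-regulated and 5400 down-regulated. The median log2 fold change of all genes was 0.19 with TMM scaling and 0.35 with library size alone, the largest shift among the scalings. dhs-26 averaged 154 ± 5.37 CPM (SD, n = 3) in C118D mutants and 24.3 ± 10.1 CPM (SD, n = 3) in WT, a log2 fold change of 2.66 (standard error 0.27, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test, and between 2.35 and 2.92 with each library left out in turn). In C118D mutants, T22B7.7 averaged 804 ± 65 CPM (SD, n = 3), against 171 ± 105 CPM (SD, n = 3) in WT, a log2 fold change of 2.23 (standard error 0.47, adjusted p = 0.0026 from edgeR's quasi-likelihood test). For R04D3.3 (WBGene00011011, chromosome X from 13288917 to 13290631), the mean was 13.9 ± 3.6 CPM (SD, n = 3) in C118D mutants and 104 ± 12 CPM (SD, n = 3) in WT, a log2 fold change of -2.91 (standard error 0.17, adjusted p = 2.6e-06 from edgeR's quasi-likelihood test). In C118D mutants, meg-1 (WBGene00010492, chromosome X from 13927036 to 13929634) averaged 20.0 ± 3.2 CPM (SD, n = 3), against 143 ± 10 CPM (SD, n = 3) in WT, a log2 fold change of -2.83 (standard error 0.12, adjusted p = 2.0e-06 from edgeR's quasi-likelihood test). Both dhs-26 and T22B7.7 were among the genes that PQ down-regulated most in WT.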

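Of 14642 genes tested in both comparisons, 5193 were down-regulated in C118D mutants, and PQ up-regulated 4327 of these (83.3%), against 1695 if the sets were independent. C118D and PQ both down-regulated 40 genes. Leaving out single libraries gave overlaps from 3833 to 4455 genes.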

A total of 5506 genes are down-regulated in C118D, and of these, 4763 (87%) are in the set up-regulated by PQ (Fig. 4A). Conversely, 3803 genes are up-regulated, of which 3100 (81.5%) are in the set down-regulated by PQ (Fig. 4B). 

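Of 5140 genes up-regulated in C118D mutants, PQ down-regulated 4134 (80.4%), against 2057 if the sets were independent, and 110 genes were up-regulated by both. Across the 8611 genes changed by both, the log2 fold changes correlated with a Pearson r of -0.860 and a Spearman rho of -0.899, and 1.74% had the same sign. Over all genes tested in both, r was -0.740. These comparisons share no library.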

Of course, many genes are affected in all three conditions (PQ treatment, C118S, and C118D) (Fig. 4, A and B). 

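Of 14494 genes tested in the 3 comparisons, 2905 were up-regulated by PQ and in C118S mutants and down-regulated in C118D mutants, and 2739 were changed in the reverse way. If PQ were independent of the mutant sets, 963 and 1172 genes would be shared. Across 5904 genes changed in both mutants, the log2 fold changes of C118S and C118D correlated with an r of -0.890, and over all 14557 genes tested with an r of -0.794.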

The degree of change compared to the WT in each condition is shown in a correlation plot for the set of genes that is common to all three conditions (Fig. 4C). 

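For the 2905 genes up-regulated by PQ and in C118S mutants and down-regulated in C118D mutants, the median log2 fold change was 0.62 with PQ and 0.48 in C118S mutants. For the 2739 genes changed in the reverse way, it was -1.74 with PQ and -1.53 in C118S mutants. The change in C118S mutants was larger than that with PQ for 291 (10.0%) of the up-regulated and 693 (25.3%) of the down-regulated genes.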

The plot shows that the gene expression changes observed in the C118S mutant are very similar to those brought about by PQ treatment in sign and in magnitude. In contrast, in C118D mutants, the gene expression changes are overwhelmingly opposite in sign and different in magnitude (more down-regulated in C118D than they were up-regulated by PQ and less up-regulated than they were down-regulated by PQ).

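In C118D mutants, the median log2 fold changes of these same genes were -1.11 and 0.91. Of the 2905 genes, 2857 (98.3%) fell more in C118D mutants than they rose with PQ. Of the 2739 genes, 268 (9.78%) rose more in C118D mutants than they fell with PQ. The sizes in the 2 directions depend on scaling, since TMM places the median of all genes below 0 with PQ and above 0 in C118D mutants.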

### PQ treatment affects gene expression markedly in C118D mutants but only minimally in C118S mutants

Although virtually all genes that are up-regulated in C118S mutants are also up-regulated in WT treated with PQ, the converse is not true. 

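Of 4816 genes up-regulated by PQ and tested in C118S mutants, 1754 (36.4%) were not called up-regulated in the mutants, and of 5915 down-regulated by PQ, 2673 (45.2%) were not called down-regulated. Most of these genes changed in the same direction below the threshold: their median log2 fold change in C118S mutants was 0.23 for the genes up-regulated by PQ and, over the 2638 of the down-regulated genes that were tested in every comparison, -0.27. The difference between the PQ effect and the C118S effect was not tested. With the replicate number as a block, 769 and 1393 genes were left over. With each library left out in turn, the first count ran from 1304 to 3082.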

A total of 2147 genes that are up-regulated by PQ are not affected by C118S (Fig. 4A), and 2319 genes that are down-regulated by PQ are not down-regulated in C118S mutants (Fig. 4B). Similarly, 855 genes that are up-regulated by PQ are not down-regulated by C118D, and 2057 genes that are down-regulated by PQ are not up-regulated by C118D (Fig. 4B). 

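Of 4779 genes up-regulated by PQ and tested in C118D mutants, 452 (9.46%) were not down-regulated in the mutants, and of 5860 down-regulated by PQ, 1726 (29.5%) were not up-regulated. The first count ran from 242 genes, with at least a 2-fold change required, to 911, with library size alone, and was 759 without a filter on low counts. The second was 766 with library size alone and at most 2361 with the other settings. With each library left out in turn, it ran from 1356 to 2665.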

We therefore tested whether PQ treatment of the mutants would up- or down-regulate those genes that were affected by PQ in WT but were unaffected in the untreated mutants. 

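PQ treatment of C118S mutants changed 2517 of 14938 genes, 995 up-regulated and 1522 down-regulated. With library size alone, 3382 were up-regulated and 1250 down-regulated, and the median log2 fold change of all genes was 0.15 in place of 0.01. Residuals of libraries with the same replicate number had a mean correlation of 0.135, and with the replicate number as a block 1291 genes were up-regulated and 1814 down-regulated. With each library left out in turn, the number of changed genes ran from 1017 to 3448. Of the 1754 genes up-regulated by PQ in WT and not in untreated C118S mutants, 274 (15.6%) were up-regulated by PQ in C118S mutants, against 100 if the sets were independent. Choosing them by the untreated C118S libraries favors a rise with PQ. col-147 (WBGene00000720, chromosome V from 9632029 to 9633338) averaged 185 ± 47 CPM (SD, n = 3) in PQ-treated C118S mutants and 11.6 ± 3.8 CPM (SD, n = 3) in untreated C118S mutants, a log2 fold change of 4.00 (standard error 0.26, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test, and between 3.75 and 4.21 with each library left out in turn). In PQ-treated C118S mutants, col-133 (WBGene00000707, chromosome IV from 14098325 to 14099356) averaged 146 ± 69 CPM (SD, n = 3), against 16.1 ± 4.8 CPM (SD, n = 3) in untreated C118S mutants, a log2 fold change of 3.19 (standard error 0.37, adjusted p = 0.0019 from edgeR's quasi-likelihood test).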

Figure 4D shows that only 353 of the 2147 (16%) that are unaffected by C118S mutants are up-regulated in response to treatment of C118S with PQ. Furthermore, very few genes (68) up-regulated in C118S are up-regulated to a higher level of expression by PQ treatment of the mutant (shown as an asterisk in Fig. 4D), while 372 genes up-regulated by PQ in the C118S background are not up-regulated by PQ in the WT. 

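Of 3159 genes up-regulated in C118S mutants, 267 (8.45%) were up-regulated further by PQ in the mutants, against 180 if the sets were independent. The untreated C118S libraries enter both sets, which favors opposite changes and so tends to lower this overlap. This count depended on the settings more than any other overlap, from 22 genes with at least a 2-fold change required to 1644 with library size alone, and from 48 to 266 with each library left out in turn. Of 918 genes up-regulated by PQ in C118S mutants, 607 (66.1%) were up-regulated by PQ in WT and 311 (33.9%) were not, 33 of the latter being down-regulated in WT.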

In summary, most of the genes that are up-regulated by PQ in the WT are refractory to up-regulation by PQ in the C118S mutant background, whether or not they were up-regulated in untreated C118S compared to WT.

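The difference between the PQ effects in C118S mutants and in WT was tested as an interaction over the 12 libraries of the experiment, and 6766 of 15675 genes differed with an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3397 of them positive and 3369 negative. DESeq2 divided them differently, with 2271 positive and 4225 negative, as did RSEM's expected counts, with 2403 and 4089. With the replicate number as a block, 7871 genes differed, 4020 positive and 3851 negative. The counts of genes without a detected difference given below come from the fit without this block. For the 4816 genes up-regulated by PQ in WT, the median log2 fold change with PQ was 0.57 in WT and 0.09 in C118S mutants, 16.5% of the former. PQ up-regulated 539 of these genes in C118S mutants and down-regulated 12. The interaction was negative, a smaller rise in C118S mutants, for 3249 (67.5%) and positive for 42, while the difference was not detected for 1525. Among the 1754 genes not up-regulated in untreated C118S mutants, the rise was smaller for 574 (32.7%) and not detectably different for 1138. Among the 3062 that were, it was smaller for 2675 (87.4%). Both groups were chosen by the untreated C118S libraries against which the PQ effect in C118S mutants is measured, which favors a smaller rise in the latter group and a larger one in the former. Exchanging treated and untreated libraries within C118S mutants left the total between 6294 and 6845 genes, while the 12 regroupings that exchange them within WT gave none, with at most 1092 at an unadjusted p under 0.05.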

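For the 5571 genes down-regulated by PQ in WT and tested in C118S mutants, the median log2 fold change with PQ was -0.97 in WT and -0.40 in C118S mutants, 41.5% of the former. PQ down-regulated 1372 of them in C118S mutants and up-regulated 33. The interaction showed a smaller fall in C118S mutants for 2786 (50.0%) and a larger one for 18. The median interaction over all genes tested was 0.22, a shift that favors smaller falls, and 0.08 with DESeq2. Across the 2024 genes changed by PQ in both backgrounds, the log2 fold changes correlated with an r of 0.886 and a slope of 1.02, and over all 14555 genes tested in both, with an r of 0.662 and a slope of 0.471. T22B7.7 averaged 6.06 ± 0.40 CPM (SD, n = 3) in PQ-treated C118S mutants and 171 ± 38 CPM (SD, n = 3) in untreated C118S mutants, a log2 fold change of -4.82 (standard error 0.17, adjusted p = 2.2e-05 from edgeR's quasi-likelihood test, and between -4.93 and -4.63 with each library left out in turn). For C30G12.2 (WBGene00016274, chromosome II from 7290426 to 7291719), the mean was 40.8 ± 6.6 CPM (SD, n = 3) in PQ-treated C118S mutants and 427 ± 94 CPM (SD, n = 3) in untreated C118S mutants, a log2 fold change of -3.39 (standard error 0.18, adjusted p = 9.0e-05 from edgeR's quasi-likelihood test).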

Similar to up-regulated genes, down-regulated genes become refractory to PQ treatment in the C118S background but to a lesser degree (Fig. 4E). A total of 838 of 2319 genes (36%) that are down-regulated by PQ in WT, but are unaffected in untreated C118S mutants, are down-regulated by PQ treatment of the mutants. In addition, 820 of 3221 that are already down-regulated in the mutant are down-regulated further by PQ treatment.

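Of 2638 genes down-regulated by PQ in WT and not in untreated C118S mutants, 719 (27.3%) were down-regulated by PQ in the mutants, against 278 if the sets were independent. The untreated C118S libraries enter this choice too, which favors a fall with PQ. Their count was 463 with the replicate number as a block and 1110 with limma-voom. The median PQ effect on the 2638 genes was -0.77 in WT and -0.31 in C118S mutants, and the interaction showed a smaller fall in the mutants for 656 of them (24.9%).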

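Of 3215 genes down-regulated in C118S mutants, 656 (20.4%) were down-regulated further by PQ, against 339 if the sets were independent. As for the up-regulated genes, both sets use the untreated C118S libraries, which tends to lower the overlap. This count was 1219 with all groups of the experiment in one fit, and ran from 286 to 849 with each library left out in turn. Of the 1515 genes down-regulated by PQ in C118S mutants and tested in WT, 90.6% were down-regulated by PQ in WT.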

The findings with PQ treatment of C118D are radically different from those with C118S. PQ treatment completely overcomes the reversal produced by the C118D mutation (Fig. 4, F and G). That is, 87% of the genes down-regulated by C118D are now up-regulated following PQ treatment of C118D mutants (4813 of 5506) (Fig. 4F). In addition, 87% of the genes up-regulated in C118D mutants are now down-regulated following PQ treatment of these mutants (3325 of 3803) (Fig. 4G). 

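PQ treatment of C118D mutants changed 11535 of 15675 genes, 5465 up-regulated and 6070 down-regulated, 1717 and 2590 of them at least 2-fold. With all groups of the C118D experiment in one fit, 6578 were up-regulated and 3857 down-regulated. PQ-treated C118D mutants were also compared to untreated WT of the same experiment, where 3386 of 14877 genes differed, 1452 up-regulated and 1934 down-regulated. With library size alone, 2442 were up-regulated and 1362 down-regulated there. The mean correlation of the residuals of libraries with the same replicate number was 0.182, and with the replicate number as a block 1691 and 2044 genes differed. Of the 5200 genes down-regulated in untreated C118D mutants, 4594 (88.3%) were not called different from WT after PQ, 416 (8.00%) were still lower and 190 (3.65%) were higher. Their median log2 fold change compared to WT went from -0.89 to -0.04. Of 4966 genes up-regulated in untreated C118D mutants, 3079 (62.0%) were not called different, 1349 (27.2%) were lower and 538 (10.8%) were still higher, and the median went from 0.70 to 0.01. acs-2 (WBGene00009221, chromosome V from 15567394 to 15569897) averaged 173 ± 60 CPM (SD, n = 3) in PQ-treated C118D mutants and 23.3 ± 2.6 CPM (SD, n = 3) in untreated WT, a log2 fold change of 2.90 (standard error 0.25, adjusted p = 0.0013 from edgeR's quasi-likelihood test, and between 2.60 and 3.10 with each library left out in turn). In PQ-treated C118D mutants, fat-7 (WBGene00001399, chromosome V from 7151353 to 7153146) averaged 74.5 ± 25.9 CPM (SD, n = 3), against 423 ± 50 CPM (SD, n = 3) in untreated WT, a log2 fold change of -2.50 (standard error 0.24, adjusted p = 0.0017 from edgeR's quasi-likelihood test). pgp-5 had a log2 fold change of 2.87 and T22B7.7 had a log2 fold change of -4.52.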

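Of 5193 genes down-regulated in C118D mutants and tested with PQ in them, 4537 (87.4%) were up-regulated by PQ, against 1798 if the sets were independent. Both sets use the untreated C118D libraries, which favors opposite changes. R04D3.3 averaged 116 ± 7.99 CPM (SD, n = 3) in PQ-treated C118D mutants and 15.5 ± 4.0 CPM (SD, n = 3) in untreated C118D mutants, a log2 fold change of 2.92 (standard error 0.15, adjusted p = 3.7e-07 from edgeR's quasi-likelihood test, and between 2.77 and 3.14 with each library left out in turn). In PQ-treated C118D mutants, col-39 (WBGene00000616, chromosome II from 10704916 to 10706019) averaged 258 ± 69 CPM (SD, n = 3), against 31.7 ± 13.8 CPM (SD, n = 3) in untreated C118D mutants, a log2 fold change of 3.03 (standard error 0.31, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test).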

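Of 5304 genes up-regulated in C118D mutants, 4468 (84.2%) were down-regulated by PQ in the mutants, against 2116 if the sets were independent. For T22B7.7, the mean was 7.39 ± 0.58 CPM (SD, n = 3) in PQ-treated C118D mutants and 897 ± 72 CPM (SD, n = 3) in untreated C118D mutants, a log2 fold change of -6.93 (standard error 0.10, adjusted p = 5.8e-09 from edgeR's quasi-likelihood test). ugt-41 (WBGene00017336, chromosome V from 7161068 to 7163595) averaged 9.99 ± 2.40 CPM (SD, n = 3) in PQ-treated C118D mutants and 155 ± 11 CPM (SD, n = 3) in untreated C118D mutants, a log2 fold change of -3.98 (standard error 0.14, adjusted p = 1.0e-07 from edgeR's quasi-likelihood test, and between -4.16 and -3.88 with each library left out in turn).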

The effects of PQ on C118D are easily visualized in a correlation plot of the log_2_ fold change for those genes whose expression is changed in all three conditions, that is, in WT treated with PQ, in C118D mutants compared to WT, and in C118D mutants treated with PQ compared to C118D mutants (Fig. 4H). 

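Across 9164 genes changed both by C118D and by PQ in C118D mutants, the log2 fold changes correlated with a Pearson r of -0.921 and over all 15149 genes tested in both with an r of -0.844. With the untreated C118D libraries divided so that the comparisons shared none, the r of the changed genes was -0.906 on average over 6 divisions. PQ in WT and PQ in C118D mutants share no library, and across 9341 genes changed in both, r was 0.919, rho was 0.936 and the slope was 1.17, with 98.0% of the same sign. Over all 14833 genes tested in both, r was 0.865. Genes are not independent replicates.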

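PQ up-regulated 4422 genes in both WT and C118D mutants, 91.1% of the 4852 genes up-regulated by PQ in WT and tested in both, and down-regulated 4736 in both, 80.5% of 5881. Of the genes also tested in untreated C118D mutants, 4111 were up-regulated by PQ in both backgrounds and down-regulated by C118D itself, with median log2 fold changes of 0.56 with PQ in WT, 0.74 with PQ in C118D mutants and -0.98 by C118D. The reverse pattern was found for 3815 genes, with medians of -1.19, -1.16 and 0.74. The difference between the PQ effects in C118D mutants and in WT was tested over the 21 libraries of both experiments, and 4812 of 16216 genes differed, 4558 with a positive and 254 with a negative interaction. The number was 3120 with DESeq2, 3202 with at least 10 counts in every library and 2700 with library size alone. The median interaction of all genes was 0.28, and 0.12 with library size alone, a shift that by itself favors larger rises and smaller falls. The experiments also differ in kit and WT controls, so genotype, kit and experiment cannot be told apart. Of the 4852 genes up-regulated by PQ in WT, the rise was larger in C118D mutants for 2360 (48.6%) and smaller for 66, with medians of 0.57 in WT and 0.71 in C118D mutants. Of the 5881 genes down-regulated by PQ in WT, the fall was smaller in C118D mutants for 1532 and larger for 113, with medians of -1.01 and -0.74.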

There are 4494 genes up-regulated by PQ in both the WT and C118D backgrounds, and there are 2940 genes that are down-regulated. The correlation plot shows, as we already described above, that gene expression in untreated C118D mutants (red dots) is almost entirely the reverse of that of WT treated with PQ.

In summary, the C118S mutation makes animals refractory to gene expression changes from PQ treatment, but PQ treatment is epistatic to the effects of the C118D mutation. 

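The gene sets used for PQ in WT were also followed in the mutants. The DNA replication set, with a median log2 fold change of 0.52 in C118S mutants and -1.36 in C118D mutants, changed by 0.10 with PQ in C118S mutants and by 1.20 with PQ in C118D mutants. The spliceosome set changed by 0.12 with PQ in C118S mutants and 0.51 in C118D mutants, and the proteasome set by 0.12 and 0.48. Camera tests of the interaction between PQ and C118S gave adjusted p values of 2.9e-10, 3.1e-10 and 8.1e-06 for the 3 sets. PQ still raised some sets in C118S mutants by the camera test: the spliceosome (adjusted p = 0.0017), proteasome (0.005) and mitochondrial ribosome (1.7e-04) sets. It did not separate the DNA replication (0.052), mismatch repair (0.23) or RNA polymerase (0.23) sets from other genes. Other sets had negative medians with PQ in all 3 backgrounds. The cathepsin set had a median of -1.03 with PQ in C118S mutants and -0.78 in C118D mutants, and the cytochrome P450 set -0.79 and -0.46. For the interaction with C118S, the camera test gave an adjusted p = 0.14 and 0.16. Within C118S mutants, the camera test found both sets lowered by PQ (adjusted p = 5.2e-42 and 3.8e-13). So were the vacuolar ATPase (0.0016), glycolysis (0.0023) and branched-chain amino acid degradation (6.5e-08) sets. The citric acid cycle (0.068), oxidative phosphorylation (0.37) and peroxin (0.31) sets were not separated from other genes there. With PQ in C118D mutants, the cytochrome P450 set was not separated from other genes (adjusted p = 0.11 from the camera test), with 14 genes up-regulated and 27 down-regulated. Nor were the citric acid cycle (0.48), glycolysis (0.81), oxidative phosphorylation (0.66), vacuolar ATPase (0.52) and peroxin (0.96) sets, by the same test. For the cathepsin set, that adjusted p was 1.7e-04, and for the branched-chain amino acid degradation set 0.033. By the camera test, the interaction was positive for the citric acid cycle (adjusted p = 0.0067), oxidative phosphorylation (2.5e-04), vacuolar ATPase (8.2e-04) and branched-chain amino acid degradation (0.01) sets. Their medians with PQ in C118S mutants were -0.08, -0.04, -0.18 and -0.32. Relative to the median of all genes, these were -0.09, -0.05, -0.19 and -0.33, against -0.11, -0.11, -0.30 and -0.37 in WT. The median interaction of all genes was 0.22, so the smaller fall of these sets is in part a shift of all genes. The interaction was not detected for glycolysis (0.13) or the peroxins (0.8). Of the genes tested in every background, PQ up-regulated 481 and down-regulated 1171 in WT, C118S mutants and C118D mutants alike. From the small number of genes that PQ changes in C118S mutants and the reversal of the C118D changes by PQ, the paper concludes that C118S mutants are refractory to gene expression changes from PQ, to a lesser degree for down-regulated genes, and that PQ is epistatic to C118D.

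**Figure D2:**
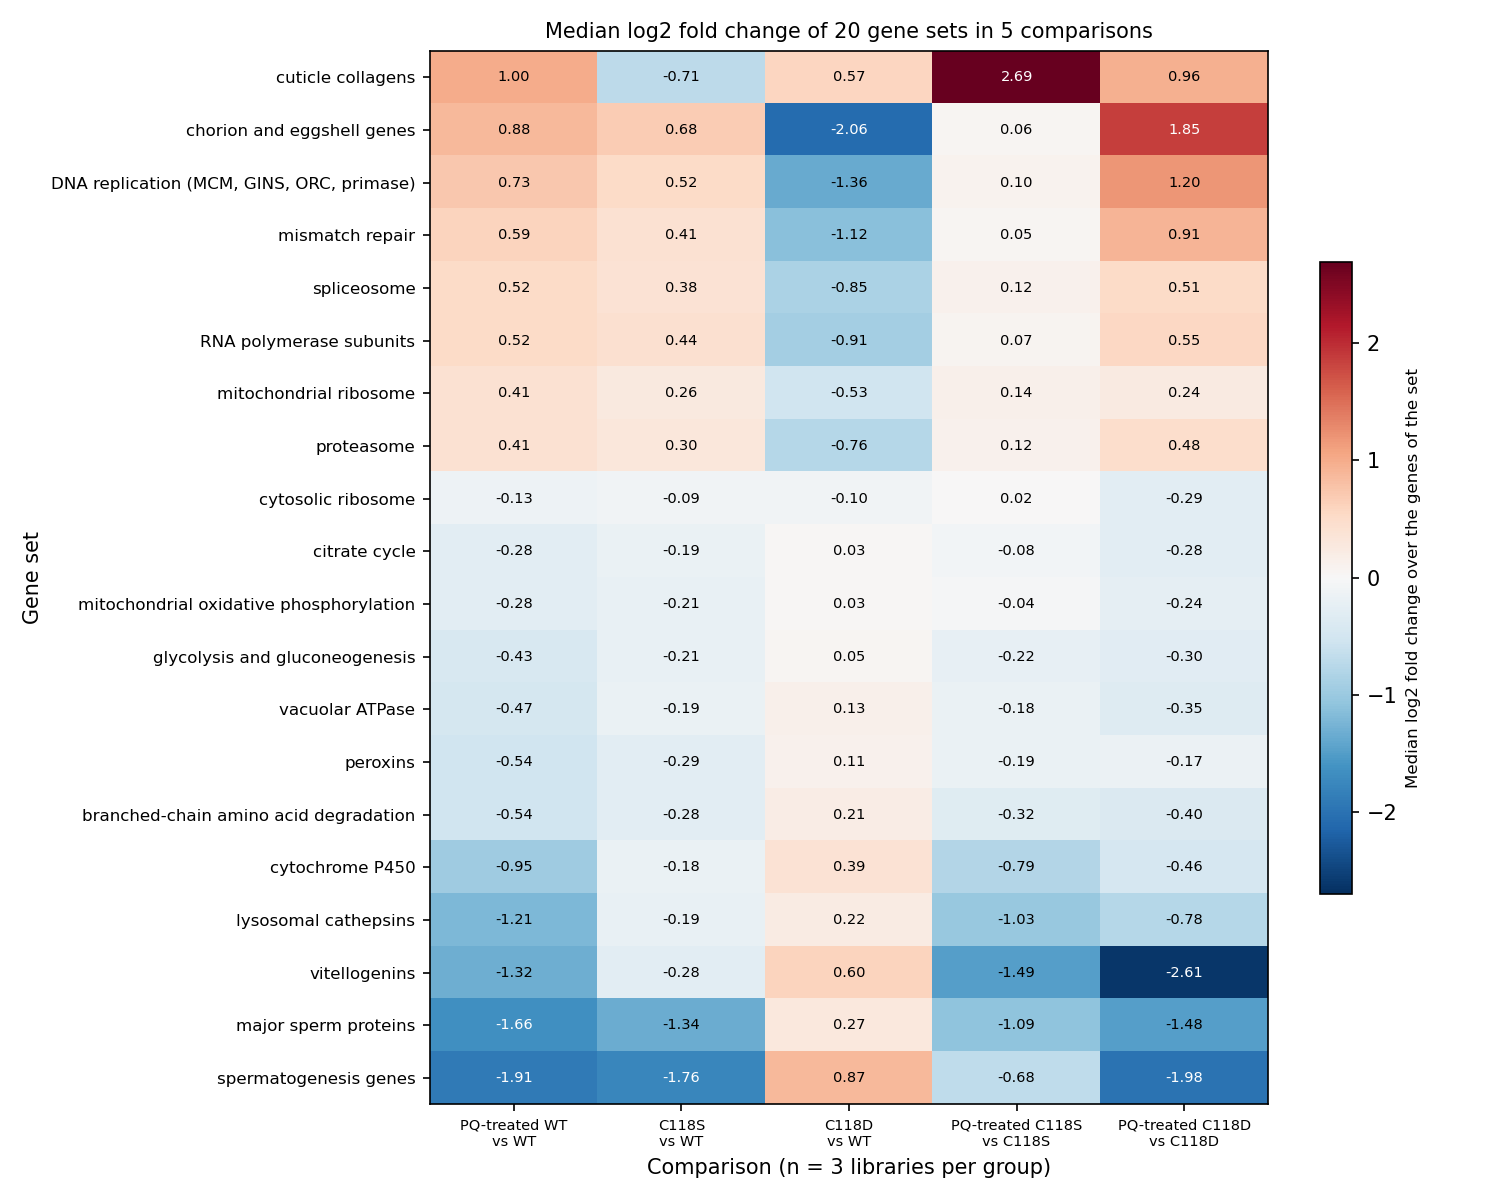
Median log2 fold change of each of the 20 gene sets in 5 comparisons: PQ in WT, C118S against WT, PQ in C118S mutants, C118D against WT and PQ in C118D mutants. The color scale is the median log2 fold change, and the cathepsin set is -1.21 with PQ in WT and -1.03 with PQ in C118S mutants.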

The refractoriness of C118S mutants to PQ treatment is consistent with the failure of PQ treatment to extend their longevity. The ability of PQ to supersede the effect of the C118D mutation is consistent with the life-span extension obtained by treating C118D mutants with PQ (Fig. 1F). In Discussion, we present a model of how gene expression is controlled by RDRS and how we can understand the effects of PQ and of the mutations of C118.

### PQ treatment and LET-60-C118 mutations affect organismal phenotypes, body composition, and energy metabolism

We first scored organismal phenotypes with and without PQ treatment in WT, C118S, and C118D mutants, including embryonic lethality, growth rate, and fertility, as well as one behavioral rate (defecation) (Fig. 5, A to D). The C118S mutation produced a small increase in embryonic lethality (Fig. 5A) and a decrease in brood size (Fig. 5C) and had no effect on the length of postembryonic development or the defecation rate (Fig. 5, B to D). The C118D mutation also produced a small increase in embryonic lethality and in the length of postembryonic development, as well as a relatively larger decrease in the rate of defecation (Fig. 5, A, B, and D), but had no effect on brood size (Fig. 5C). PQ treatment produced a small increase in embryonic lethality in the WT and in C118S but not in C118D (Fig. 5A), a slowdown of development, and a decrease in brood size in all genotypes (Fig. 5, B and C), but an increase in the defecation rate only of C118D (Fig. 5D). The most salient feature was, consistent with what we found with gene expression (Fig. 4, E and F), that PQ tended to suppress the phenotypic effects produced by C118D (Fig. 5, A and D) or have a lesser effect than on the other genotypes (Fig. 5B). Except for this phenomenon, there is no simple way in which to relate the observed changes in organismal phenotypes to gene expression. This might be because PQ and mutations in C118 only exacerbate, or distort, a complex pattern of gene expression that is part of a developmental program, rather than giving rise to an abnormal novel pattern.

**Fig. 5.**
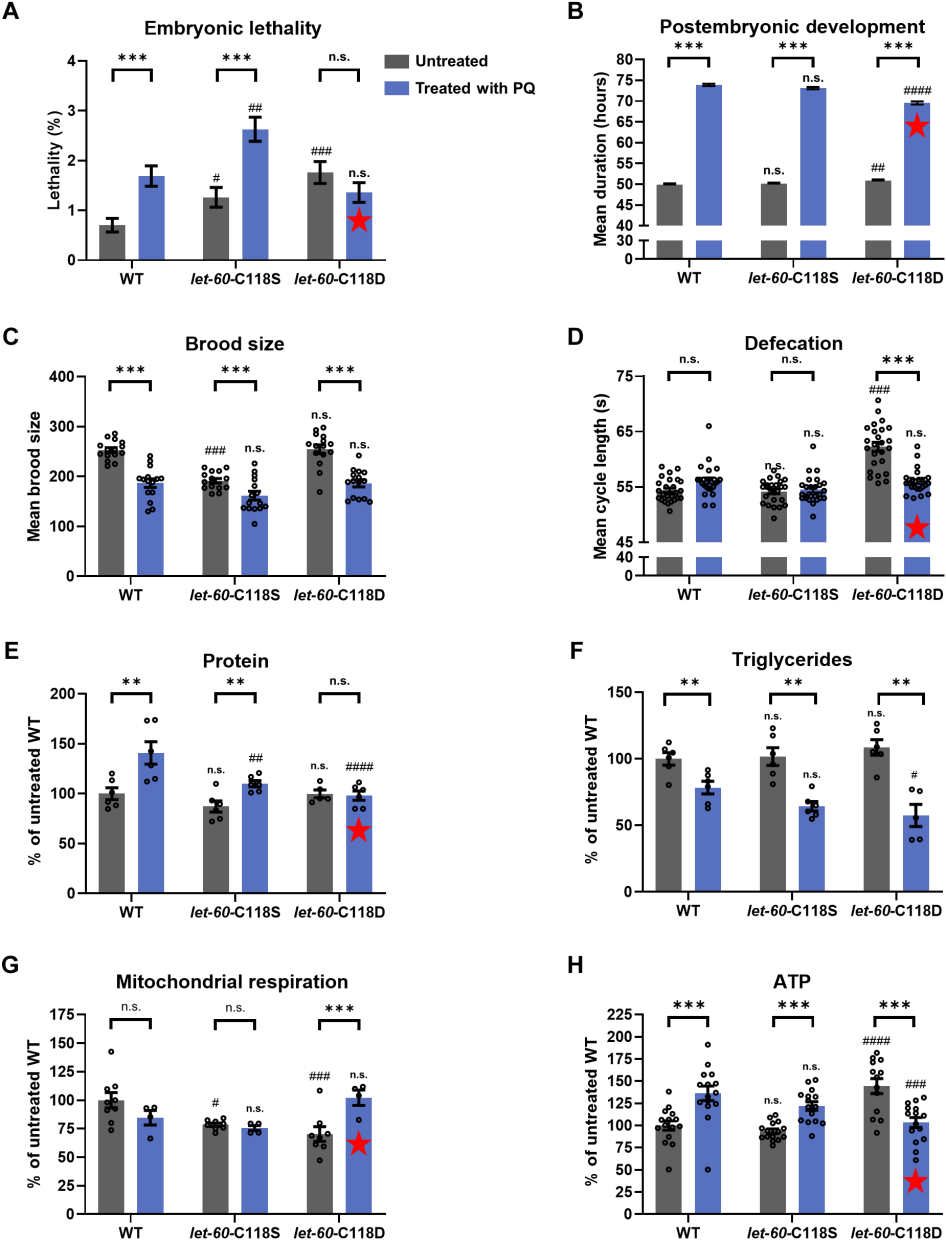
The effect of PQ treatment and LET-60 C118 mutations on organismal phenotypes, body composition, and energy metabolism. (**A**) Percentage of embryonic lethality. Sample sizes for bars from left to right are as follows: 3686, 3904, 3165, 4443, 3573, and 3387. (**B**) Mean duration of development from hatching to adulthood. Sample sizes for bars from left to right are as follows: 86, 115, 106, 107, 73, and 95. (**C**) Mean number of progeny per worm. (**D**) Mean duration of the defecation cycle. (**E**) Protein levels normalized to untreated WT levels. (**F**) Triglyceride levels normalized to untreated WT levels. (**G**) Mitochondrial respiration normalized to untreated WT levels. (**H**) ATP levels normalized to untreated WT levels. Phenotypes of untreated and treated mutants are compared to untreated and treated WT, respectively, and significant differences are indicated above the bars with # (#*P* < 0.05; ##*P* < 0.01; ###*P* < 0.001; ####*P* < 0.0001). For each genotype, the untreated and treated phenotypes were also compared, and significant differences are indicated above the set of bars with asterisks (**P < 0.01; ***P < 0.001). Red stars indicate phenotypes for which treatment of PQ had a different effect on C118D than it did on the other genotypes. For (B) to (H), bars represent means and error bars represent SEM. For (C) to (H), individual points are also plotted; individual points are not plotted for (B), given the large number of points. For (E) to (H), levels are normalized to WT levels, which are given in Materials and Methods.

The identities of the genes up-regulated by PQ (Fig. 2 and fig. S3) suggest the possibility of increased protein production. Similarly, the down-regulation of genes involved in lipid metabolism and energy generation might lead to a lower content in lipid reserves. We found that protein and lipid content were unaffected by the mutations but were increased and decreased by PQ, respectively, except in C118D mutants where PQ had no effect on protein levels (Fig. 5, E and F).

For physiological parameters, we observed a minor decrease in mitochondrial respiration in C118S and C118D (Fig. 5G) but an unexpected elevation of adenosine 5′-triphosphate (ATP) levels in C118D (Fig. 5H). PQ had little effect on the WT and C118S respiration but fully suppressed the low respiration in C118D. PQ also elevated ATP levels in WT and C118S but suppressed the elevated levels of C118D (Fig. 5H).

Similar to what we observed for the organismal phenotypes, the C118D mutants displayed the most divergent biochemical parameters, which were suppressed by PQ. Most strikingly, ATP levels were increased in the C118D mutant, whereas respiration was decreased, and these effects were reversed by PQ. How exactly the pattern of gene expression in C118D leads to these phenotypes is unclear.

These findings do not allow us to point to one biochemical parameter that would be particularly crucial for life span. C118S mutants resemble WT for these parameters, but their life span cannot be extended by PQ, while C118D mutants are most different from WT but their longevity remains sensitive to PQ (Fig. 1F). Rather, our findings show that neither more protein, less lipid, more or less ATP, nor more or less respiration is correlated with extended longevity.

Nonetheless, the increased protein and ATP levels triggered by PQ treatment are notable and intriguing. We therefore wondered, as for life span, whether one of the well-studied central metabolic regulators was necessary for these effects. For this, we compared the effect of PQ on these biochemical phenotypes in the WT, *aak-2*, *raga-1*, and *rsks-1* mutants. The increase in protein levels was abolished in all three mutant backgrounds (fig. S12D). Given that PQ-dependent life-span extension is not abolished (fig. S12, A to C), this confirms that the elevated protein levels are not necessary for life-span extension by PQ. Rather, it is consistent with the importance of the TOR pathway in regulating protein synthesis and the importance of the AMPK pathway in monitoring the metabolic state of the cell. The picture is more complex for ATP levels (fig. S12E). Although *aak-2* only has a nonsignificant effect on ATP levels by itself, PQ treatment depresses it further. Similar to protein levels, this confirms that elevated ATP levels are not necessary for life-span extension by PQ. The ATP levels of *raga-1* mutants are like that of the WT, including being elevated by PQ treatment. *rsks-1* mutants are the most divergent, with elevated ATP levels even in the absence of treatment and with no additional effect of PQ. Thus, ATP phenotypes of *raga-1* and *rsks-1* mutants do not, at this time, lead to a clear interpretation of the role of TOR in the effect of PQ on ATP levels.

### RDRS affects gene expression in a way that is opposite to that of a variety of longevity mutants

We compared the gene expression changes produced by PQ to those reported for long-lived mutations in *daf-2(e1370)*, *eat-2(ad465)*, *rsks-1(ok1255)*, *glp-1(e2141ts)*, *nuo-6(qm200*), and *isp-1(qm150)* mutants, which alter gene expression by respectively affecting insulin-like signaling, caloric restriction, mTOR signaling, the presence of the germline, and mitochondrial function (*nuo-6* and *isp-1*) (*27*, *28*, *70*, *71*). Figure 6 (A to F) shows that all mutations, except *isp-1*, have effects on gene expression that are, in part, the opposite of those of PQ. Many fewer genes than expected from chance alone are changed in the same direction as they are changed by PQ, and many more genes than expected by chance alone are changed in the opposite direction. In contrast, when gene expression is compared among the long-lived mutants, the genes that are affected in any pair are almost all affected in the same direction (fig. S13). Although it is unique by itself, the PQ pattern thus provides a link between the disparate groups of long-lived mutants by producing gene expression changes that are systematically opposite to that seen in the mutants.

**Fig. 6.**
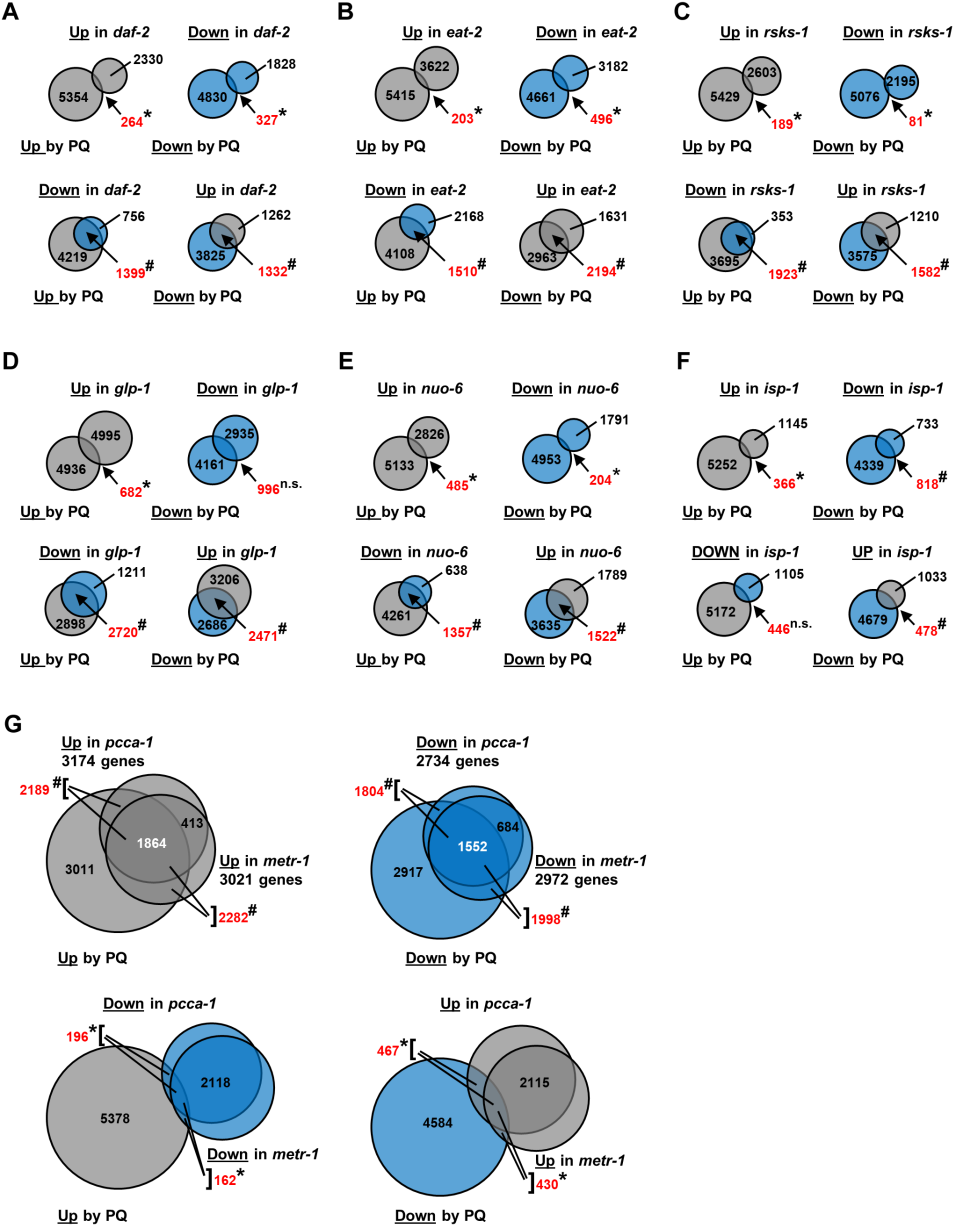
Gene expression changes brought about by RDRS compared to changes observed in longevity mutants. Area-proportional Venn diagrams normalized to the area for the 5618 genes up-regulated by PQ treatment. Gray-filled circles represent up-regulated (Up) genes, and blue-filled circles represent down-regulated (Down) genes. (**A**) Comparison to *daf-2* mutants. (**B**) Comparison to *eat-2* mutants. (**C**) Comparison to *rsks-1* mutants. (**D**) Comparison to *glp-1* mutants. (**E**) Comparison to *nuo-6* mutants. (**F**) Comparison to *isp-1* mutants. (**G**) Comparison to *metr-1* and *pcca-1* mutants. For (A) to (F), the number of genes in the overlap is shown in red. For (G), the number of genes in the overlap with PQ is shown in red, and the number of genes in the triple overlap is shown in white. The bracket indicates the number of genes in the sum of the two overlapping sections to which the lines are pointing. Asterisk (*) indicates that the number of genes in the overlap is significantly less than expected, and # indicates that the number of genes in the overlap is significantly more than expected. Expression data are taken from GSE106672, GSE30505, GSE77109, GSE93724, and GSE43952. *P < 0.001; #*P* < 0.001.

The long-lived *isp-1(qm150)* and *nuo-6(qm200)* mutants carry point mutations in subunits of the mitochondrial respiratory chain and have much in common (*6*, *17*). However, their pattern of gene expression is quite dissimilar (*27*), and that of *isp-1* does not show the reversed pattern discussed above. Understanding differences and similarities between the biology of *isp-1* and *nuo-6* mutants might therefore be key to understanding the unexpected pattern of gene expression that we describe.

Interrogating the Gene Expression Omnibus (GEO) database (ncbi.nlm.nih.gov/geo/), we compared the RDRS pattern of gene expression changes for available datasets for *C. elegans*. We found that the effects of PQ on gene expression most closely resemble those of *metr-1* and *pcca-1* mutants fed on the bacteria *Comamonas* DA1877 (Fig. 6G and fig. S15) (*72*). *metr-1* and *pcca-1* affect methionine metabolism and branched chain amino acid (BCAA) breakdown, respectively, and have an abnormal transcriptional response when fed *Comamonas*. This suggests that specific alterations in amino acid metabolism can affect part of the same developmental gene expression program as PQ. BCAA catabolism has previously been linked to longevity in worms (*73*).

## DISCUSSION

### RDRS plays a crucial role in modulating global gene expression

Our findings reveal that mitochondrial superoxide generation regulates global gene expression and life span by modulating RDRS. Figure 7 presents a schematic model, and figure S14 and its legend elaborate on how the model is derived from the experimental results. RAS signaling is well known to stimulate the generation of ROS that serve as a signaling relay. Our model is based on the central observations that PQ treatment affects the same sets of genes as *let-60ras*-C118 mutants (Fig. 4, A to C), but that PQ does not act on life span via the redox state of C118 (Fig. 1, E and F). C118S mutants are not short-lived but refractory to life-span extension by PQ, and C118D mutants are not long-lived and remain sensitive to life-span extension by PQ. This led us to formulate the hypothesis that ROS generated by PQ enhance a RAS-dependent downstream ROS signal that affects global gene expression. RDRS up-regulates genes associated with growth and the high-quality synthesis of cellular constituents and down-regulates genes necessary for intermediary metabolism and energy generation.

**Fig. 7.**
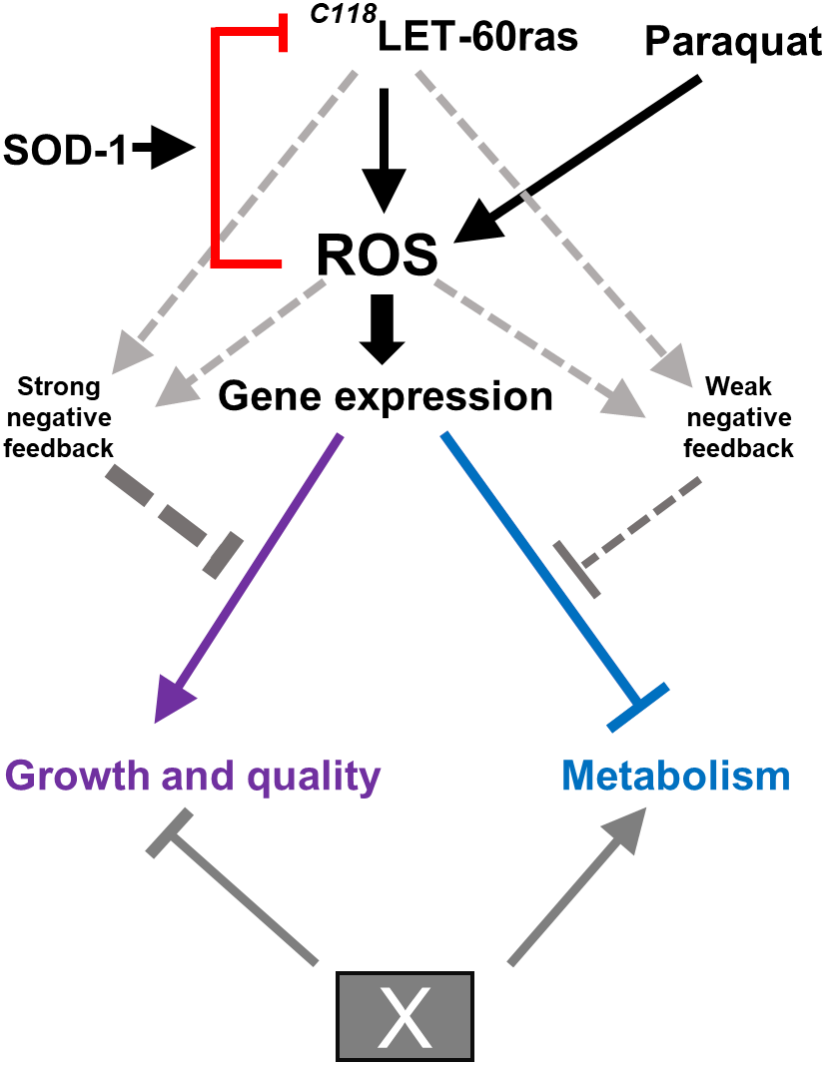
A model of how RDRS affects gene expression. ROS generated by PQ acts downstream of LET-60ras to enhance RAS-dependent ROS signaling (RDRS). RDRS up-regulates genes associated with growth and the high-quality synthesis of cellular constituents and down-regulates genes necessary for degradation, intermediary metabolism, and energy generation. ROS also directly regulates RAS by oxidation of cysteine C118 of LET-60ras. This effect, which requires SOD-1, appears to act as negative feedback from RDRS (red arrow). The gray dashed arrows represent negative transcriptional feedback that has been observed to affect RAS signaling in other systems and whose action on RDRS in *C. elegans* is also evident in our observations. X represents an unknown pathway that also affects global gene expression but with effects opposite to those of RDRS. See Discussion and fig. S14 for further description of the model.

Our previous findings on the effects of C118 oxidation on vulval development indicated that C118 oxidation negatively regulates LET-60ras activity (*47*). Because C118 oxidation inhibits LET-60ras signaling, we speculate that it represents negative feedback from downstream RAS-dependent ROS. Removal of a negative feedback is expected to result in stimulation of RAS signaling, as we have also observed for vulval development, and which explains why the pattern of gene expression produced by C118S resembles that produced by PQ.

The effect of the C118D mutation can be analyzed similarly. Replacement of C118 with aspartic acid (D) leads to strong inhibition of LET-60ras activity (*47*). This results in a pattern of gene expression changes that is the reverse of that of C118S and, even more so, the reverse of that of PQ treatment of the WT. How does lower-than-normal LET-60ras activity in C118D result in a pattern of gene expression that is reversed compared to the effect of higher-than-normal LET-60ras activity? We postulate the existence of another major pathway that affects global gene expression but acts in the opposite direction from RAS (the pathway is designated X in Fig. 7). The nature of the pathway is currently unknown, but an antagonistic pathway with different inputs to balance gene expression is not unexpected. When C118D mutants are treated with PQ, this bypasses the weakened LET-60ras signaling with an intense downstream ROS signal that can overcome the effect of X and produces a pattern similar to that produced by PQ treatment of the WT.

Negative transcriptional feedbacks are well documented for many signaling pathways, including for RAS and its effectors (*74*, *75*). These act to maintain signaling intensity within a particular range. Such negative feedback loops (indicated with gray dashed arrows in Fig. 7) are consistent with the observation that C118S mutants are strongly refractory to the action of PQ on gene expression and life span. Our interpretation is that the absence of the normal feedback provided by oxidation of C118 leads to the chronic activation of LET-60ras and chronic enhanced ROS generation. This activates a signal-dampening mechanism that prevents the artificial elevation of ROS by PQ to have major effects on gene expression in C118S mutants. The dampening of the effect of PQ in the mutants appears to be more pronounced for up-regulated genes than for down-regulated genes (Fig. 4, D and E).

### How do changes in gene expression lead to longevity?

We have shown how modulating RDRS affects the expression of half of the genome, yet a clear pattern still emerges (Fig. 2 and fig. S3). Many of the genes and well-understood processes that are up-regulated by PQ are involved in expressing genes correctly and ensuring that the resulting molecules are error free. To designate this pattern, we use the moniker “growth and quality.” Quality has been considered an explanation for the longer life spans of some species with lower metabolic rates. For example, longer-lived species have better DNA repair mechanisms (*76*). Whether decreasing errors in gene expression or better turnover of damaged proteins could lead to increased life span is also being explored experimentally by different means (*77*, *78*).

The genes and processes that are down-regulated are involved in energy generation from the breakdown of sugars, lipids, and amino acids from ingested nutrients, which we call “metabolism.” This low metabolism leads to lower fat reserves. Thus, RDRS controls the balance between the two major things that organisms have to do: develop and grow, and extract resources from the environment to produce offspring, for which metabolism is needed. Of course, RDRS does not control by itself all the underlying processes, but it appears to play a crucial role in the balance between “quality” and metabolism.

Low metabolism is associated with long life spans in larger species. Whether this could be causal is still debated. Several hypotheses are possible as to how the WT level of metabolism limits life span. One possibility is that metabolism serves to produce storage molecules such as fat to help with progeny production in an unpredictable environment. This is available energy that is not used for quality. Another possibility is that metabolism produces side effects, such as toxic chemicals, that limit survival, such as ROS in the wrong place and the wrong time, or toxic intracellular lipids.

We have shown that PQ intensifies a program of change in gene expression that is at work during the transition from larvae to fertile adult (Fig. 3). Thus, part of the normal pattern might correspond to ensuring that quality materials are stored in the eggs. We speculate that PQ treatment might be extending part of this program to the soma, thus leading to extended longevity.

One limitation of our study is that we cannot determine which subset of changes in expression among the large number of changes produced by PQ is necessary for longevity. However, it is clear that a partial pattern, as observed in C118S mutants, whether treated with PQ or not, is not sufficient. Unfortunately, the observations with C118D do not resolve the issue, because treatment of this mutant with PQ, which increases the longevity of the mutant, produces mostly the same pattern of changes as treatment of the WT. Nonetheless, it seems unlikely that a small subset of genes is responsible for the effects on life span rather than the major shifts that affect growth and quality and metabolism.

### Could changes in gene expression that favor longevity in worms favor tumorigenesis in vertebrates?

We describe a pathway that starts with increased mtROS generation and has widespread effects on gene expression. mtROS have been shown to be required for Kras-induced cell proliferation and tumorigenesis (*44*). In general, the role that ROS play in tumor cells is hotly debated but not resolved.

## MATERIALS AND METHODS

### Experimental design

The objective of our study was to identify the mechanism(s) by which elevating mitochondrial superoxide generation increases life span, which is a previously documented phenomenon. For this, we sought to compare the gene expression changes and phenotypic effects produced by treatment with the prooxidant PQ, a compound known to boost superoxide generation in the mitochondrial matrix. Our previous work suggested that PQ can act on the C118 cysteine of the *C. elegans* Kras homolog LET-60ras. C118 is also known to be redox sensitive in vertebrates. We explored how PQ affects ROS levels in the cytoplasm and how ROS, in turn, interact with RAS, both upstream, via oxidation of C118, and downstream, via intensification of RAS-dependent ROS generation. We then studied gene expression as the output of the system that will ultimately lead to changes in life span. The gene expression datasets also allowed us to compare the effect of drug treatments, genetic interventions on *let-60ras*, and previously published genetic interventions on other genes.

### General worm maintenance

All strains were maintained at 20°C on solid nematode growth medium (NGM) and were fed *Escherichia coli* OP50. The Bristol strain N2 was used as the WT. The following mutant strains were used: LGI: *nuo-6(qm200)* and *sod-2(ok1030)*; LGII: *sod-1(tm783)*, *sod-5(tm1146)*, *ctl-1(ok1242)*, *ctl-2(ok1137)*, *ctl-3(ok2042)*, and *raga-1(ok386)*; LGIII: *sod-4(gk101)* and *rsks-1(ok1255)*; LGIV: *let-60(qm226)* (referred to as *let-60*-C118S in the paper) and *let-60(qm228)* (referred to as *let-60-*C118D in the paper); and LGX: *sod-3(tm760)* and *aak-2(ok524).* Double-mutant strains were generated using standard genetic methods and were verified using polymerase chain reaction and restriction enzyme digest where applicable.

PQ (also called methyl viologen dichloride hydrate; Sigma-Aldrich, 856177) was dissolved in water and stored at 4°C. It was added to the NGM just before pouring the plates to a final concentration of 0.1 mM. Because bacteria do not grow as quickly on PQ plates, instead of seeding them directly onto the plates, OP50 bacteria grown on regular NGM plates were transferred onto NGM-PQ plates using a platinum loop. Control NGM plates for the experiment were treated in the same fashion. In some experiments, 5-fluorodeoxyuridine (FUdR; Sigma-Aldrich, F0503) was dissolved in water and stored at −20°C. It was added to the NGM just before pouring the plates to a final concentration of 50 μM.

### Aging

Gravid adult worms were transferred to NGM for a 3-hour limited egg-laying. Once the hatched worms reached the young adult stage and had completed vulval development, they were transferred onto experimental plates. The worms were transferred every other day during the egg-laying period and then once or twice a week. Worms were monitored every other day until dead. Worms showing phenotypes of internal hatching, gut extrusion, or protruding vulva were not included in the study and were replaced from a backup pool. For aging experiments presented in Fig. 1 (A to C), where adult life span is reported, the first day of adulthood was considered day 0. For PQ experiments, the limited laying was performed on plates containing 0.1 mM PQ, and the progeny was transferred to plates containing 0.1 mM PQ once they reached adulthood. These experiments measured adult life span to avoid confounding effects from PQ on developmental rate. For aging experiments presented in Fig. 1 (E and F), day 0 was the day of the limited laying. Once the hatched worms reached the young adult stage and had completed vulval development, they were transferred onto the experimental plates, which contained 50 μM FUdR and 0.1 mM PQ where indicated. Worms were transferred onto freshly prepared FUdR plates once a week during the experiment. Samples sizes and statistics for all aging experiments are presented in table S1.

### RNA sequencing

Worms were collected at the young adult stage before they began laying eggs, unless otherwise indicated. RNA was extracted using QIAzol Lysis Reagent and RNeasy Spin columns (QIAGEN). Sequencing libraries were prepared using the KAPA Stranded or RNA HyperPrep kits for the Illumina platform. Libraries were sequenced using the Illumina NextSeq500 with a coverage of ~28 million fragments per sample (~56 million paired-end reads). Sequences were trimmed for sequencing adapters and low-quality 3′ bases using Trimmomatic version 0.35 (*79*) and aligned to the reference *C. elegans* genome version WBcel235 (gene annotation from Ensembl version 88) using STAR version 2.5.1b (*80*). Gene expression was obtained both as read counts directly from STAR as well as computed using RSEM (*81*) to obtain gene and transcript level expression, in either transcripts per million (TPM) or fragments per kilobase of transcript per million fragments mapped (FPKM) values. DESeq2 version 1.22.2 (*82*) was then used to normalize gene read counts. We used a significance level cutoff of *P* < 0.05, using *P* values adjusted by the Benjamini and Hochberg method (*83*). RNA-seq data have been submitted to GEO (GSE200912).

### Developmental and behavioral phenotypes

#### Embryonic lethality

Eggs produced by an overnight limited laying on NGM-control or NGM-PQ plates were transferred onto fresh NGM-control or NGM-PQ plates. Worms that had not hatched 24 to 48 hours later were scored as dead embryos.

#### Postembryonic development

Eggs produced by an overnight limited laying on NGM-control or NGM-PQ plates were transferred onto fresh NGM-control or NGM-PQ plates for a 3-hour “limited hatching.” At the end of the interval, worms were considered to be 1.5 hours old. Worms were monitored every hour until they reached adulthood.

#### Brood size

Worms were transferred to NGM-control or NGM-PQ plates for an overnight limited laying. When the progeny reached the L4 stage, they were placed singly on NGM-control or NGM-PQ plates. The number of viable progeny produced by single worms was counted.

#### Defecation

Worms were transferred to NGM-control or NGM-PQ plates for an overnight limited laying. When the progeny reached the young adult stage, they were scored for three consecutive defecation cycles at 20°C. The average of the three cycle lengths was considered as the defecation cycle length for that animal.

### Quantification of protein levels

A total of 200 young adult worms were picked into individual 1.5-ml Eppendorf tubes and washed with M9 buffer before being frozen in 100 μl of ultrapure water at −80°C overnight. The next day, worms were thawed, and 4× lysis buffer [250 mM tris-HCl (pH 6.8), 40% glycerol, and 8% SDS] was added. The worms were subjected to three cycles of freeze-thaw, followed by two cycles of sonication (Qsonica XL-2000 sonicator at the power setting of 8 for 10 s followed by 20 s on ice) to create a lysate. The samples were centrifuged at maximum speed, and the supernatant was collected. Five microliters of the supernatant was used to determine protein levels using the detergent compatible (DC) protein assay (Bio-Rad). Protein levels in Fig. 5E were normalized to the untreated WT level of 145.38 μg.

### Quantification of triglyceride levels

Young adult worms were collected by washing them off two 6-cm plates. Worms were washed with M9 buffer before being resuspended in 100 μl of M9 buffer containing 0.05% Tween 20 solution in 2-ml sample tubes (QIAGEN). Worms were homogenized for 5 min at 50 Hz in a TissueLyser LT (QIAGEN). Samples were centrifuged at maximum speed, and the supernatant was collected. For each sample, measurements were taken using 3 and 6 μl of the supernatant mixed with 300 μl of Infinity Triglycerides Reagent (Thermo Fisher Scientific). Samples were transferred to a 96-well plate to determine triglyceride levels by measuring the optical density at the primary wavelength of 500 nm and secondary (reference) wavelength of 660 nm. Triglyceride levels were normalized to protein levels. Protein levels were determined using 5 μl of the supernatant in a bicinchoninic acid (BCA) protein assay (Bio-Rad). Triglyceride levels in Fig. 5F were normalized to the untreated WT level of 17.16 μg/mg protein.

### Quantification of ATP levels

Young adult worms were collected by washing them off two 6-cm plates. Worms were washed with M9 buffer before being frozen in 100 μl of ultrapure water at −80°C overnight. The next day, frozen worms were immersed in boiling water for 20 min to release ATP and destroy ATPase activity. The samples were placed on ice for 5 min before being centrifuged at maximum speed at 4°C. The supernatant was collected, and 5 or 10 μl of the supernatant was used to determine ATP levels using the ATP Bioluminescence Assay Kit CLS II (Sigma-Aldrich). Samples were loaded into a 96-well white opaque polystyrene plate (Pierce), and luminescence was measured in a plate reader (TECAN, Infinite M1000). ATP levels were normalized to protein levels. Protein levels were determined using 12.5 μl of the supernatant in a BCA protein assay (Bio-Rad). ATP levels in Fig. 5H were normalized to the untreated WT level measured on the same day, which averaged 26.46 pmol/μg protein.

### Mitochondrial respiration

Young adult worms were collected by washing them off plates. Worms were washed with M9 buffer and loaded into the 2-ml chamber of the Oroboros Oxygraph 2K. The number of worms in 10 aliquots of 25 μl of the worm suspension was counted to determine the total number of worms in the chamber. Oxygen consumption was measured for at least 10 min at 20°C, followed by injection of sodium azide (final concentration of 10 mM). Residual oxygen consumption after addition of sodium azide was subtracted from the total oxygen consumption to determine the rate of mitochondrial respiration. Mitochondrial respiration rate was normalized to the worm number in the chamber, which averaged around 1000 worms. Mitochondrial respiration rates in Fig. 5G were normalized to the untreated WT rate measured on the same day, which averaged 16.89 pmol/s*μl per worm.

### Correlation plots

We have used correlation plots in Figs. 3B and 4 (C and H) to compare the log_2_ fold changes of a common set of genes changed in three conditions. In Fig. 3B, for each gene, the log_2_ fold change from L4 larvae to YA versus the log_2_ fold change induced by PQ (compared to untreated WT) is plotted in green; the log_2_ fold change from L4 larvae to GA versus the log_2_ fold change induced by PQ (compared to untreated WT) is plotted in blue. In Fig. 4C, for each gene, the log_2_ fold change induced by C118S (compared to WT) versus the log_2_ fold change induced by PQ (compared to untreated WT) is plotted in green; the log_2_ fold change induced by C118D (compared to WT) versus the log_2_ fold change induced by PQ (compared to untreated WT) is plotted in blue. In Fig. 4H, for each gene, the log_2_fold change induced by C118D (compared to WT) versus the log_2_fold change induced by PQ (compared to untreated WT) is plotted in blue; the log_2_fold change induced by PQ on C118D (compared to untreated C118D) versus the log_2_fold change induced by PQ (compared to untreated WT) is plotted in pink.

### Bioinformatics

Overlaps in gene expression were identified using BioVenn (*84*). To compare gene expression changes to published data, lists of significantly changed genes (data file S1) were obtained from the National Center for Biotechnology Information (NCBI) Geo using GEO2R (www.ncbi.nlm.nih.gov/geo/geo2r) and a significance level cutoff of *P* < 0.05 using *P* values adjusted by the Benjamini and Hochberg (false discovery rate) method. Gene names were converted to WormBase IDs using the SimpleMine tool in WormBase (https://wormbase.org/tools/mine/simplemine.cgi). Gene names that could not be converted were excluded from the analysis.

### Statistics

For aging experiments (Fig. 1), means were compared using one-way analysis of variance (ANOVA) and Sidak’s multiple comparison test. Phenotypes in Fig. 5 (B to H) were compared to the control using one-way ANOVA and Dunnett’s multiple comparison test, and the effects of PQ on each genotype were compared using multiple *t* tests and the Bonferroni correction for multiple comparisons. Fisher’s exact test was used for comparing embryonic lethality (Fig. 5A) and overlaps in Venn diagrams (Fig. 6). The expected number of gene overlaps for Fig. 6 was calculated using the following equation: (*G*1 * *G*2)/*N*, where *G*1 is the number of genes in the first group, *G*2 is the number of genes in the second group, and *N* is the total number of genes. We estimated *N* to be 18,000 for data from gene arrays and 20,000 for data from RNA-seq. Statistics were calculated using either GraphPad Prism 9 (version 9.3.1) or GraphPad QuickCalcs (graphpad.com/quickcalcs/contingency2/), which was used for Fisher’s exact test.

# Supplementary material for: Stimulation of RAS-dependent ROS signaling extends longevity by modulating a developmental program of global gene expression
**Source:** Sci Adv. 2022 Nov 30;8(48):eadc9851. doi: 10.1126/sciadv.adc9851
**Supplement:** Supplementary file 1 — Figs. S1 to S14 Tables S1 to S3

Supplementary Materials for  
**Stimulation of RAS-dependent ROS signaling extends longevity by  
modulating a developmental program of global gene expression**

Robyn Branicky *et al.*

*Sci. Adv.* **8**, eadc9851 (2022)  
DOI: 10.1126/sciadv.adc9851

**The PDF file includes:**

Figs. S1 to S14  
Tables S1 to S3  
Legend for data file S1

**Other Supplementary Material for this manuscript includes the following:**

Data file S1

**A**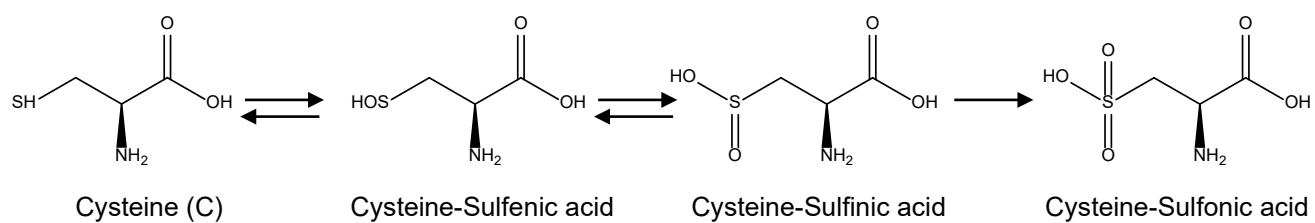**B**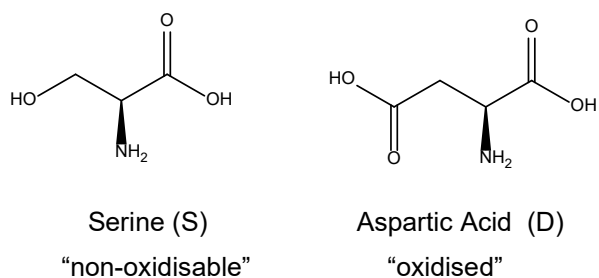

**Fig. S1. Oxidative modifications of cysteine**

(A) The initial reaction of cysteine (C) with oxidants yields sulfenic acid (SOH). SOH can be further oxidized to generate sulfinic (SO<sub>2</sub>H) and sulfonic (SO<sub>3</sub>H) acid. (B) Serine (S) is similar to cysteine but cannot be oxidized, whereas aspartic acid (D) mimics sulfinic acid, a partially oxidized form of cysteine.

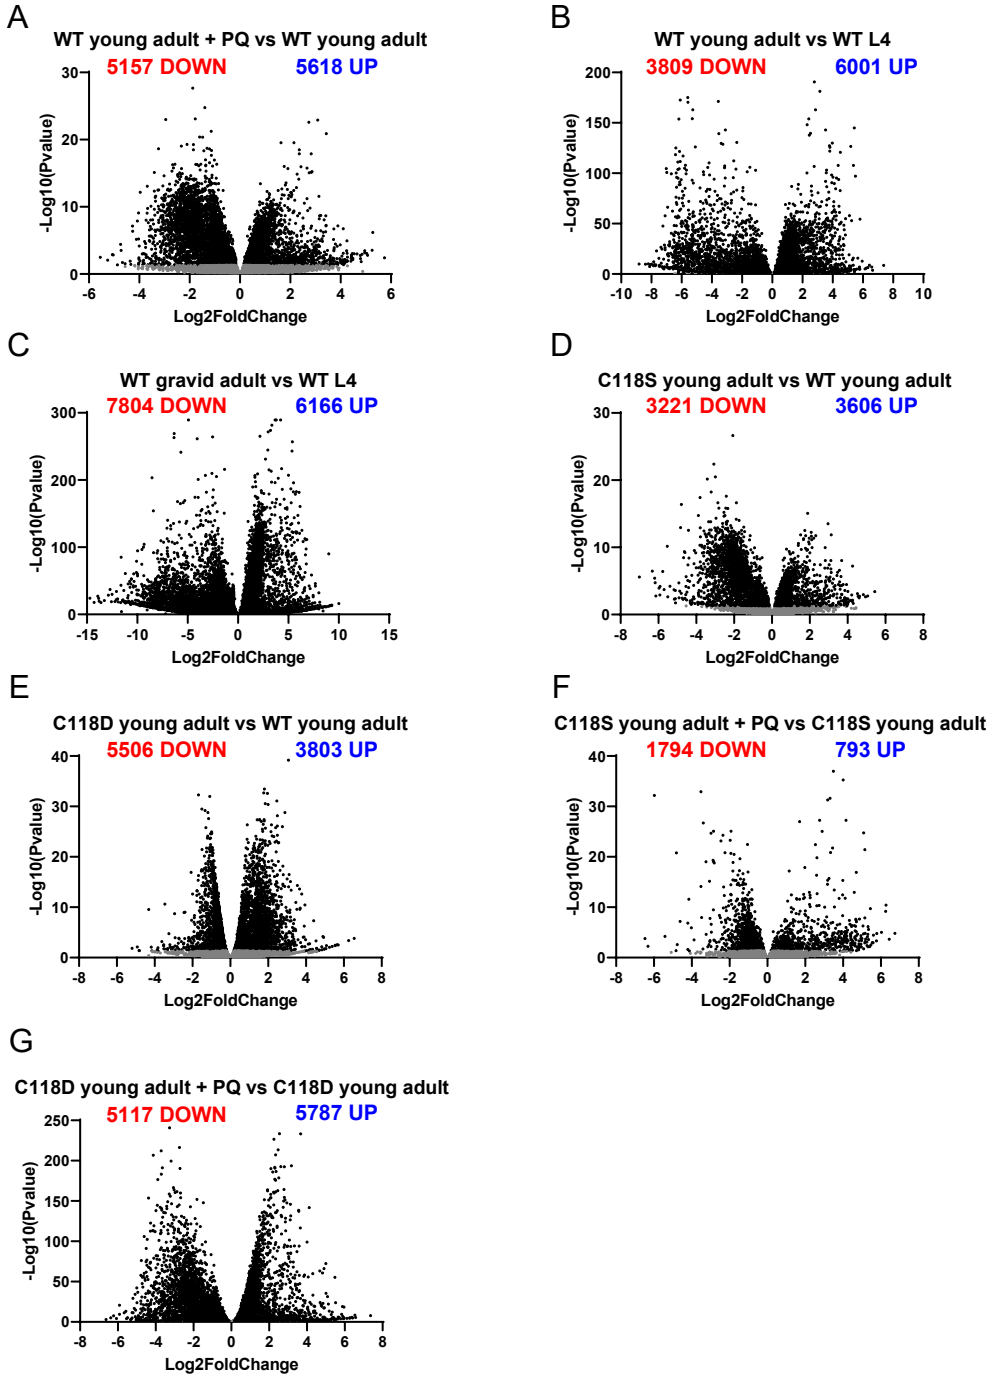

**Fig. S2. Volcano Plots of RNAseq data**

Log2fold changes in gene expression are plotted against  $-\text{Log}_{10}(\text{P value})$  where the P values are adjusted for multiple comparisons ( $\text{Padj}$ ) using the method of (83). Points in black are significantly different between the conditions indicated in the graph titles (at a confidence level of  $\text{Padj} < 0.05$ ). Points in grey are not significantly different. In panels (B), (C) and (G), the grey points are not visible because of the data range plotted. Axes have been chosen to best represent the data. The number of genes that are significantly down-regulated and up-regulated are given in red and blue, respectively.

**Fig. S3. PQ upregulates genes involved in development and growth and down-regulates genes involved in degradation, metabolic pathways, and energy generation**

This Table shows all the KEGG pathways of genes significantly up- and down- regulated by PQ, obtained using the online analysis tool DAVID (Database for Annotation, Visualization, and Integrated Discovery; Version 6.8) (62, 63). 19% of up-regulated and 9.5% of down-regulated genes fall into defined KEGG pathways. When these KEGG pathways are placed into broad categories of biological processes it can be seen that PQ up-regulates development, growth, and quality control, while down-regulating processes involved in degradation and metabolism. KEGG pathways are biochemical pathways defined by the Kyoto Encyclopedia of Genes and Genomes (64). Counts represent the number of genes in the KEGG pathway that were among the list of significantly up or down-regulated genes. P-values are based on Fisher's exact test to measure the gene-enrichment in the pathway. Padj represents adjusted p-values which control for false discovery rate with multiple comparisons using the method of (83). A shortened and simplified depiction of this analysis is presented in Fig. 2.

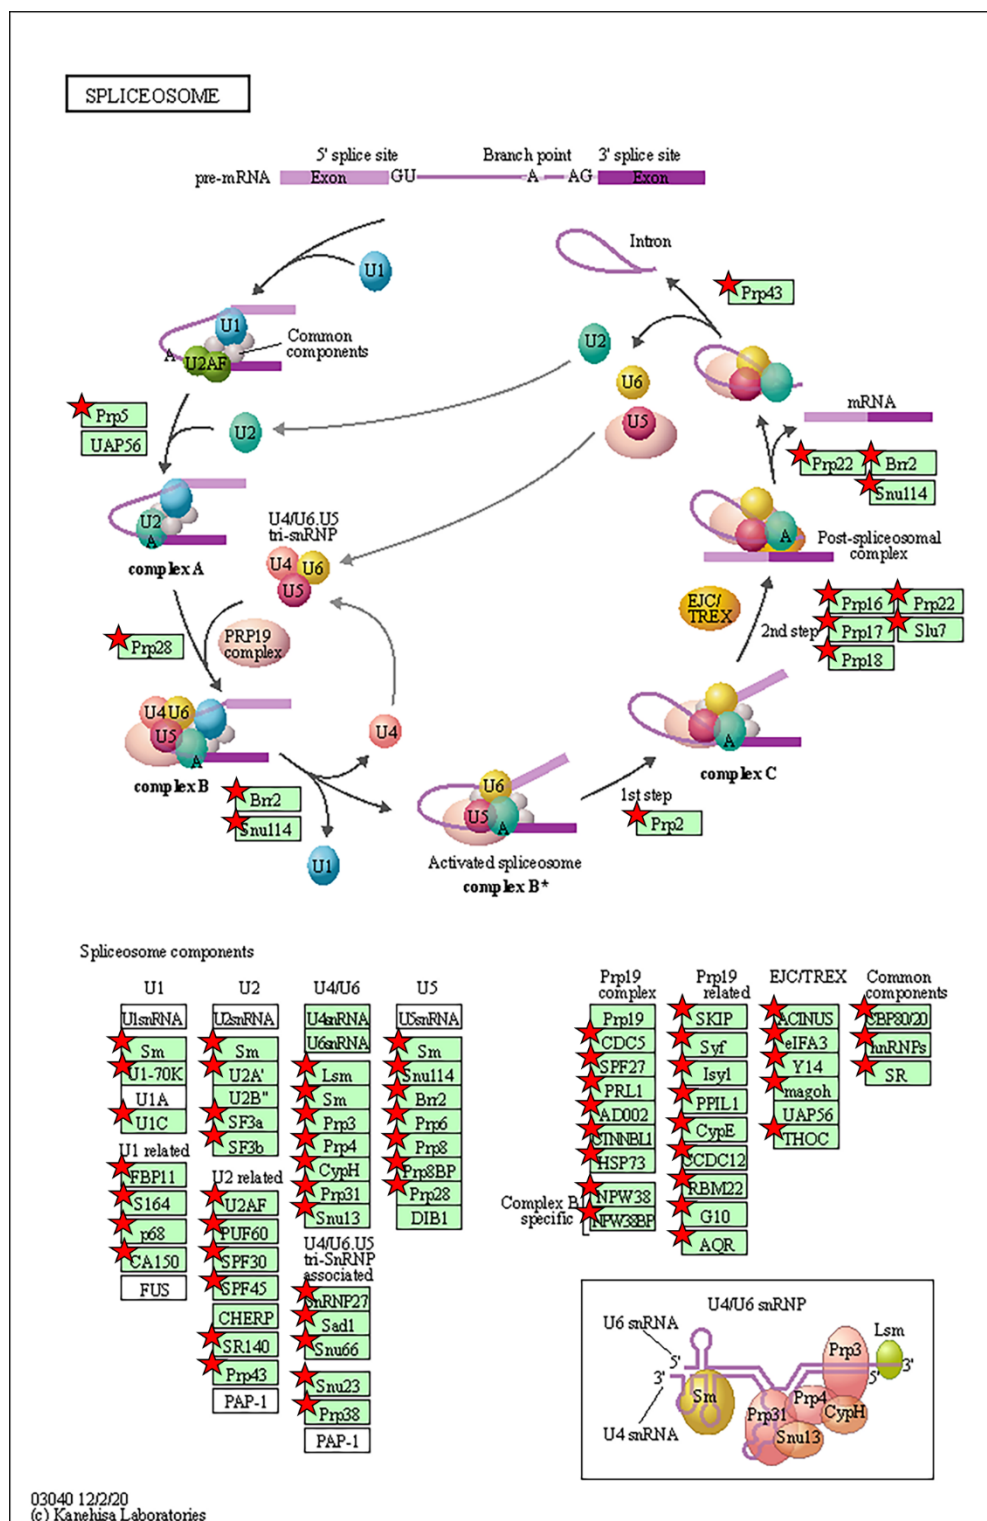

**Fig. S4. The Spliceosome KEGG pathway**

Proteins with homologs in *C. elegans* are shaded in green. Proteins which are encoded by genes that are significantly up-regulated by PQ treatment are indicated with a red star. Genes encoding 101/106 proteins in the pathway are up-regulated by PQ treatment. KEGG pathway cel03040 reproduced with permission (64).

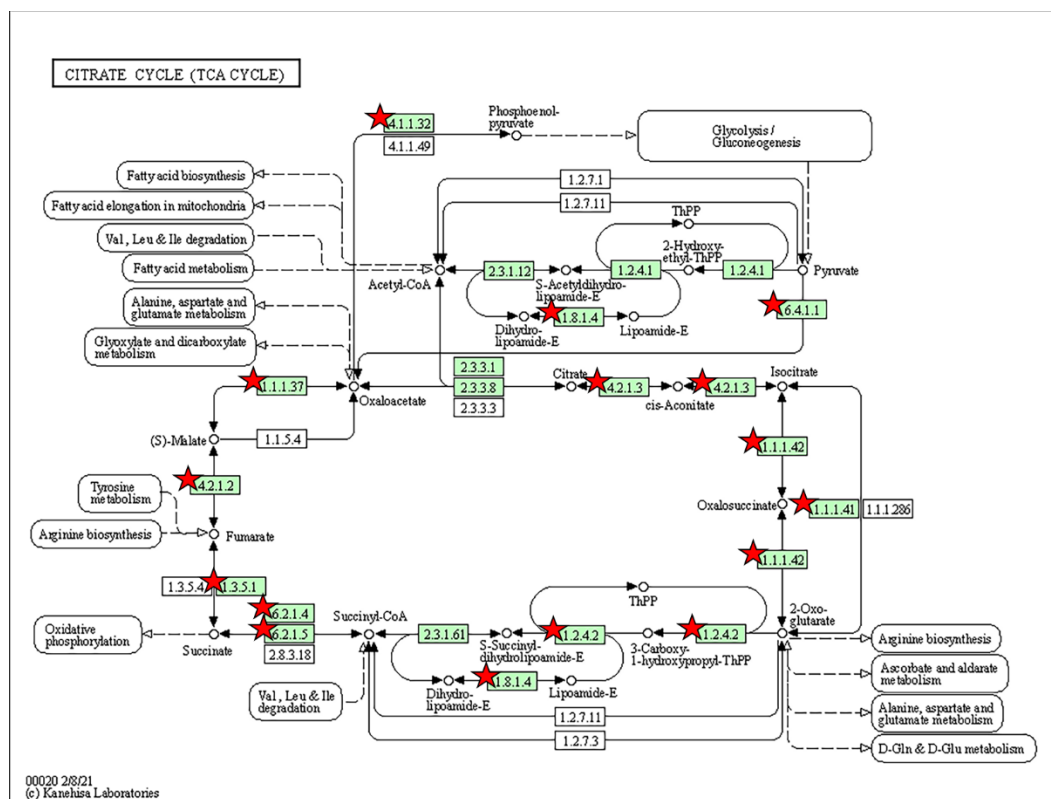

**Fig. S5. The Citrate Cycle (TCA cycle) KEGG pathway**

Enzymes with homologs in *C. elegans* are shaded in green. Enzymes which are encoded by genes that are significantly down-regulated by PQ treatment are indicated with a red star. Genes encoding 18/33 enzymes in the pathway are down-regulated by PQ treatment. KEGG pathway cel00020 reproduced with permission (64).

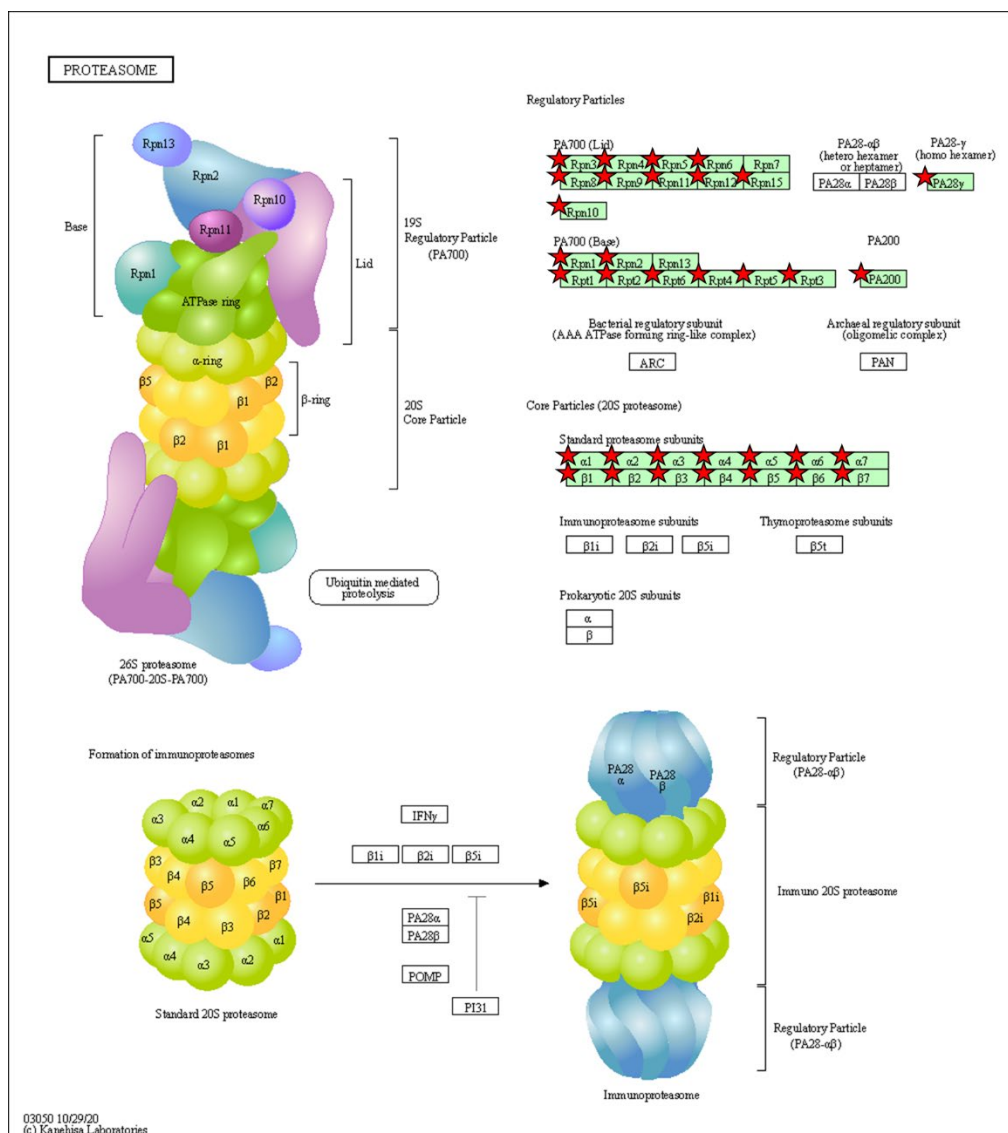

**Fig. S6. The Proteasome KEGG pathway**

Subunits with homologs in *C. elegans* are shaded in green. Subunits which are encoded by genes that are significantly up-regulated by PQ treatment are indicated with a red star. Genes encoding 35/38 subunits with homologues in *C. elegans* are up-regulated by PQ treatment. KEGG pathway cel03050 reproduced with permission (64).

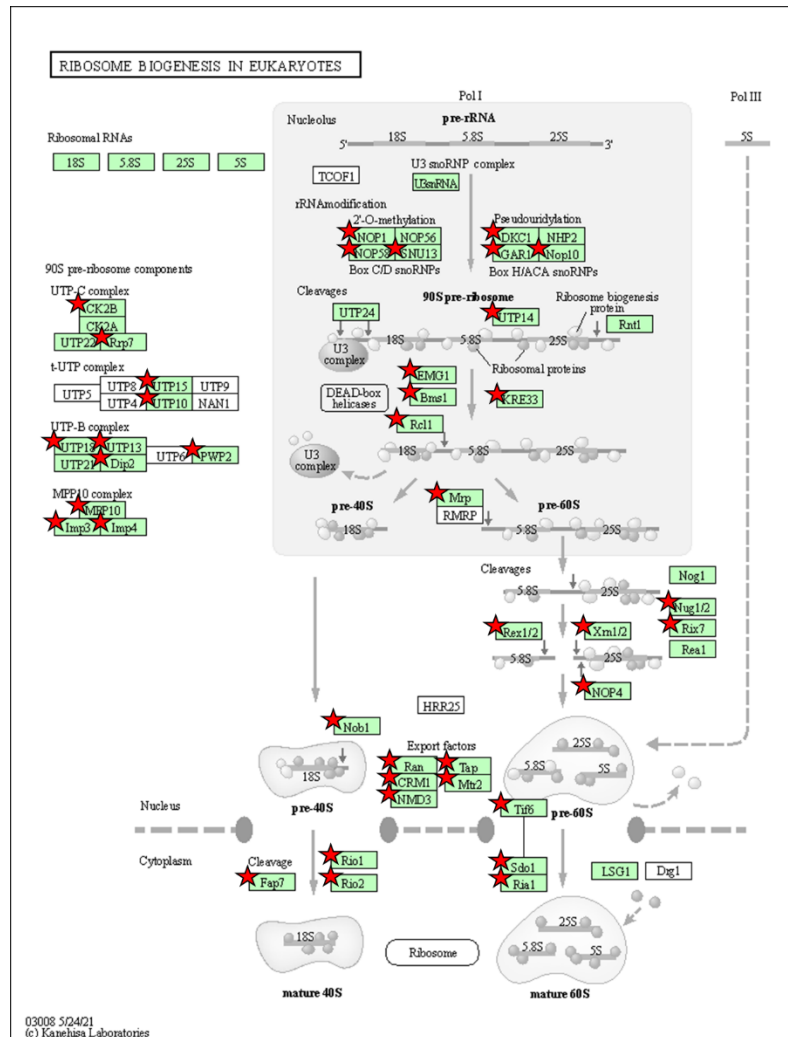

**Fig. S7. Ribosome Biogenesis in Eukaryotes KEGG Pathway**

Proteins with homologs in *C. elegans* are shaded in green. Proteins which are encoded by genes that are significantly up-regulated by PQ treatment are indicated with a red star. Genes encoding 49/78 proteins with subunits in *C. elegans* are up-regulated by PQ treatment. KEGG pathway cel03008 reproduced with permission (64).

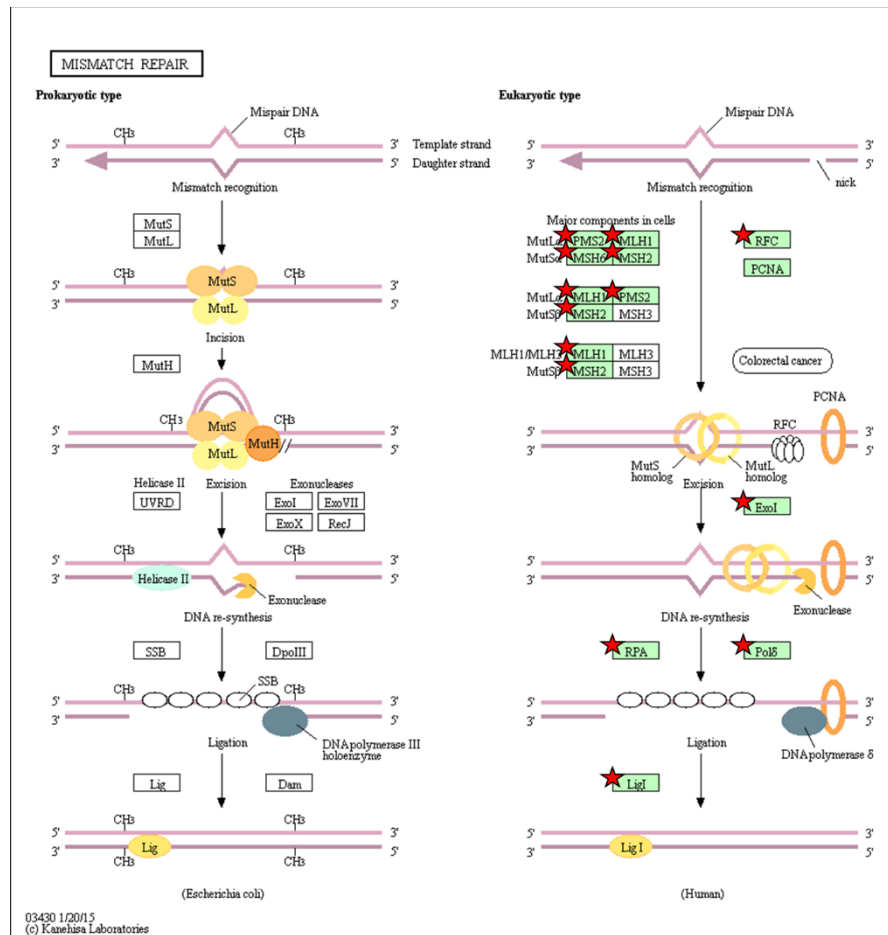

**Fig. S8. Mismatch Repair KEGG Pathway**

Proteins with homologs in *C. elegans* are shaded in green. Proteins which are encoded by genes that are significantly up-regulated by PQ treatment are indicated with a red star. Genes encoding 16/18 proteins with homologues in *C. elegans* are up-regulated by PQ treatment. KEGG pathway cel03430 reproduced with permission (64).

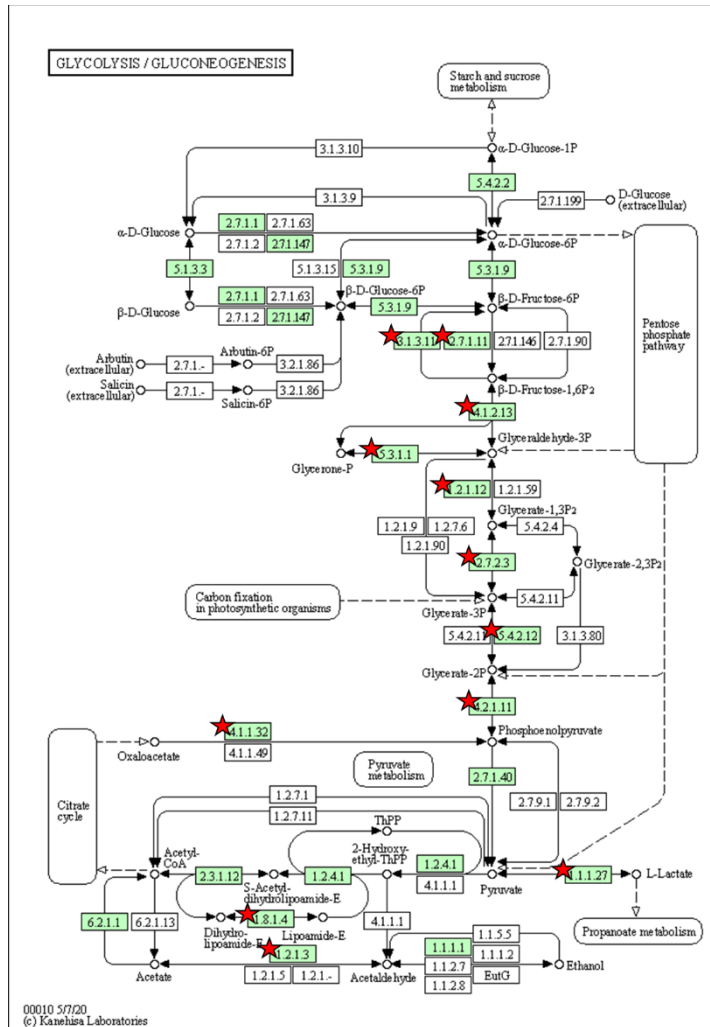

**Fig. S9. Glycolysis/Gluconeogenesis KEGG pathway**

Enzymes with homologs in *C. elegans* are shaded in green. Enzymes which are encoded by genes that are significantly down-regulated by PQ treatment are indicated with a red star. Genes encoding 16/39 enzymes with homologues in *C. elegans* are down-regulated by PQ treatment. KEGG pathway cel00010 reproduced with permission (64).

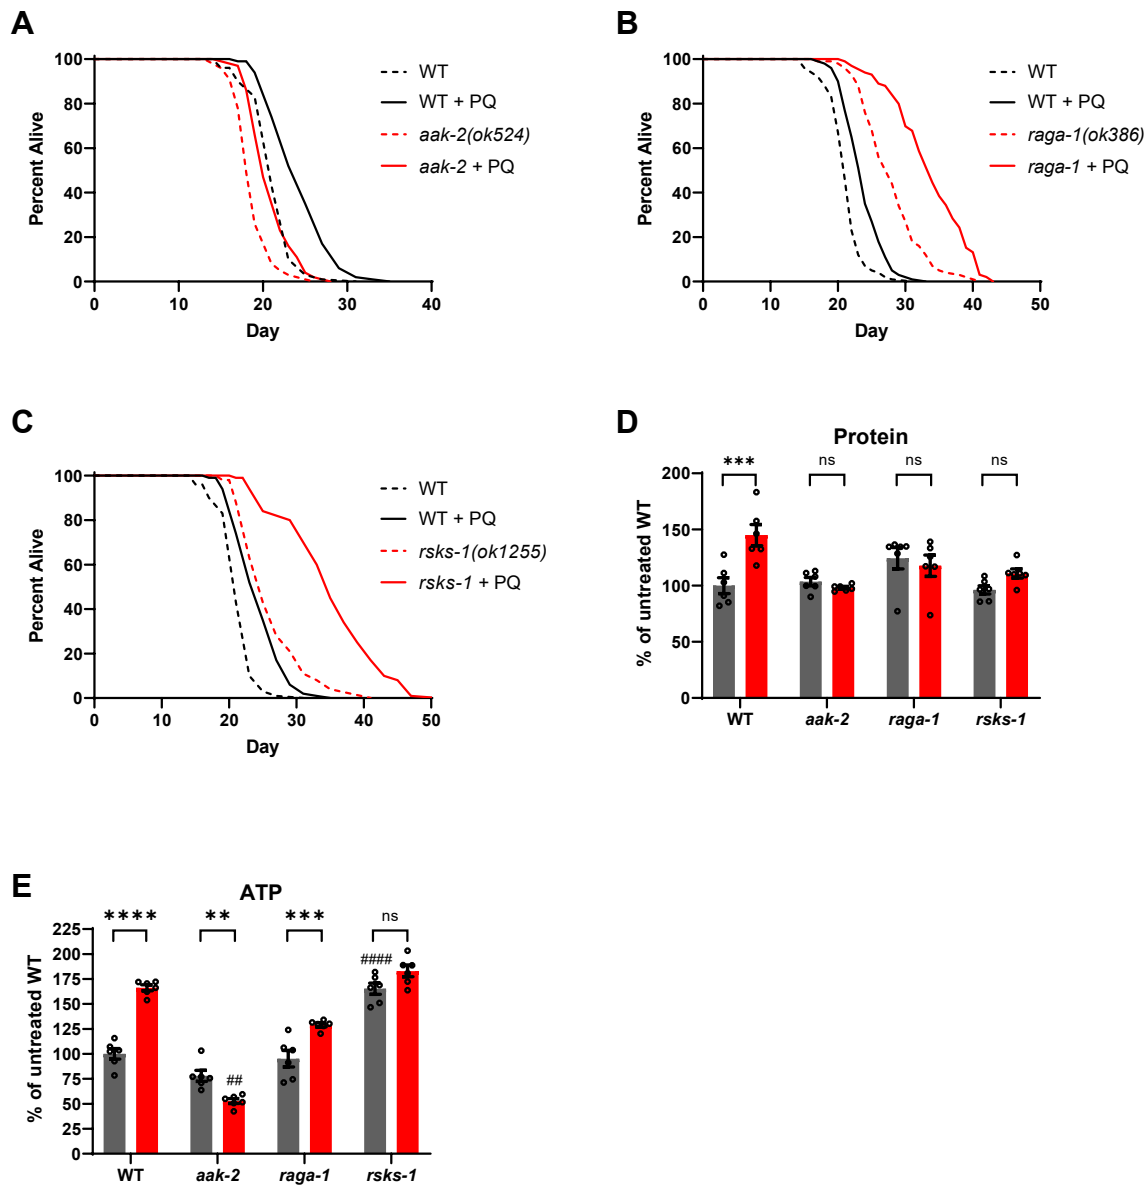

**Fig. S12. PQ does not require the AMPK or TOR signaling pathways to increase lifespan but may involve these pathways to affect protein and ATP levels.**

(A) Lifespan of *aak-2(ok524)* mutants treated with 0.1 mM PQ from hatching. (B) Lifespan of *raga-1(ok386)* mutants treated with 0.1 mM PQ from hatching. (C) Lifespan of *rsk-1(ok1255)* mutants treated with 0.1 mM PQ from hatching. (D) Protein levels normalized to the mean level of untreated WT ( $58.60 \pm 4.20 \mu\text{g}$ ). (E) ATP levels normalized to the mean level of untreated WT ( $15.91 \pm 0.84 \text{ pmol}/\mu\text{g protein}$ ). For (A-C) numerical values and statistics are presented in Table S1. For (D, E) bars represent means and error bars SEM, and the individual points are also plotted. Phenotypes of untreated and treated mutants are compared to untreated and treated WT, respectively, and significant differences are indicated above the bars with # (##  $p < 0.01$ , ####  $p < 0.0001$ ). For each genotype, the untreated and treated phenotypes were also compared, and significant differences are indicated above the set of bars with asterisks (\*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ).

|             | PQ up | PQ down | daf-2 up | daf-2 down | eat-2 up | eat-2 down | glp-1 up | glp-1 down | rsk-1 up | rsk-1 down | nuo-6 up | nuo-6 down | isp-1 up | isp-1 down | pcca-1 up | pcca-1 down | metr-1 up | metr-1 down |
|-------------|-------|---------|----------|------------|----------|------------|----------|------------|----------|------------|----------|------------|----------|------------|-----------|-------------|-----------|-------------|
| PQ up       |       |         | 3        | 22         | 2        | 19         | 6        | 40         | 2        | 32         | 6        | 22         | 5        | 7          | 33        | 2           | 36        | 2           |
| PQ down     |       |         | 21       | 5          | 32       | 6          | 30       | 12         | 25       | 1          | 22       | 3          | 8        | 14         | 6         | 30          | 3         | 33          |
| daf-2 up    | 3     | 21      |          |            | 11       | 8          | 18       | 5          | 21       | 2          | 33       | 1          | 23       | 2          | 8         | 12          | 6         | 14          |
| daf-2 down  | 22    | 5       |          |            | 5        | 5          | 7        | 17         | 4        | 18         | 5        | 28         | 3        | 18         | 10        | 5           | 11        | 6           |
| eat-2 up    | 2     | 32      | 11       | 5          |          |            | 17       | 12         | 14       | 1          | 13       | 4          | 6        | 14         | 2         | 29          | 2         | 30          |
| eat-2 down  | 19    | 6       | 8        | 5          |          |            | 10       | 9          | 7        | 10         | 8        | 6          | 5        | 3          | 19        | 2           | 16        | 2           |
| glp-1 up    | 6     | 30      | 18       | 7          | 17       | 10         |          |            | 32       | 3          | 21       | 7          | 8        | 5          | 11        | 23          | 9         | 27          |
| glp-1 down  | 40    | 12      | 5        | 17         | 12       | 9          |          |            | 4        | 30         | 4        | 18         | 4        | 14         | 25        | 15          | 28        | 13          |
| rsk-1 up    | 2     | 25      | 21       | 4          | 14       | 7          | 32       | 4          |          |            | 20       | 3          | 11       | 5          | 8         | 24          | 5         | 28          |
| rsk-1 down  | 32    | 1       | 2        | 18         | 1        | 10         | 3        | 30         |          |            | 4        | 16         | 4        | 4          | 23        | 2           | 27        | 1           |
| nuo-6 up    | 6     | 22      | 33       | 5          | 13       | 8          | 21       | 4          | 20       | 4          |          |            | 38       | 0          | 11        | 12          | 7         | 14          |
| nuo-6 down  | 22    | 3       | 1        | 28         | 4        | 6          | 7        | 18         | 3        | 16         |          |            | 0        | 26         | 9         | 5           | 11        | 4           |
| isp-1 up    | 5     | 8       | 23       | 3          | 6        | 5          | 8        | 4          | 11       | 4          | 38       | 0          |          |            | 6         | 6           | 6         | 6           |
| isp-1 down  | 7     | 14      | 2        | 18         | 14       | 3          | 5        | 14         | 5        | 4          | 0        | 26         |          |            | 3         | 15          | 4         | 13          |
| pcca-1 up   | 33    | 6       | 8        | 10         | 2        | 19         | 11       | 25         | 8        | 23         | 11       | 9          | 6        | 3          |           |             | 6         | 6           |
| pcca-1 down | 2     | 30      | 12       | 5          | 29       | 2          | 23       | 15         | 24       | 2          | 12       | 5          | 6        | 15         |           |             | 3         | 15          |
| metr-1 up   | 36    | 3       | 6        | 11         | 2        | 16         | 9        | 28         | 5        | 27         | 7        | 11         | 6        | 4          | 6         | 3           |           |             |
| metr-1 down | 2     | 33      | 14       | 6          | 30       | 2          | 27       | 13         | 28       | 1          | 14       | 4          | 6        | 13         | 6         | 15          |           |             |

**Fig. S13. Comparison of gene expression changes brought about by treatment of the WT with PQ and in long-lived mutants**

One measure of how similar gene sets A and B are to each other is the percentage of genes that are common out of the total number of genes changed in either of the two sets ( $A \cup B$ ). These percentages are what are shown in the table, which compares the genes sets changed by PQ treatment to the genes sets changed by various mutations as well as comparing the genes sets changed by the mutations to each other. When the percentage of genes changed is in the same direction (up or down) in the two sets being compared is 2- or more times greater than the percentage changed in the opposite direction the cell is shaded in pink. When the percentage of genes changed in the opposite direction in the two sets being compared is two or more times greater than the percentage changed in the same direction the cell is shaded in blue. The cells are shaded in yellow when the difference between the percentages corresponding to the two types of comparisons is not two-fold or greater. As shown in Fig. 6, when compared to the classical aging genes *daf-2*, *eat-2*, *glp-1*, *rsk-1* and *nuo-6*, PQ treatment tends to change many more genes in the opposite direction than in the same directions (blue cells rather than pink cells). In contrast, *pcca-1* and *metr-1* gene expression tends to be changed in the same direction (pink cells). There is no clear pattern for *isp-1*. As expected, comparison between *pcca-1* and *metr-1* and the aging genes partially reflects the similarity between their pattern of expression and that of PQ treatment: a preponderance of blue cells. However, when we only consider comparisons between gene expression changes among the long-lived mutants (in the box outlined in thick black lines), gene expression changes for genes in overlaps are almost entirely in the same direction, except for *isp-1* compared to *eat-2*, which shows no clear pattern.

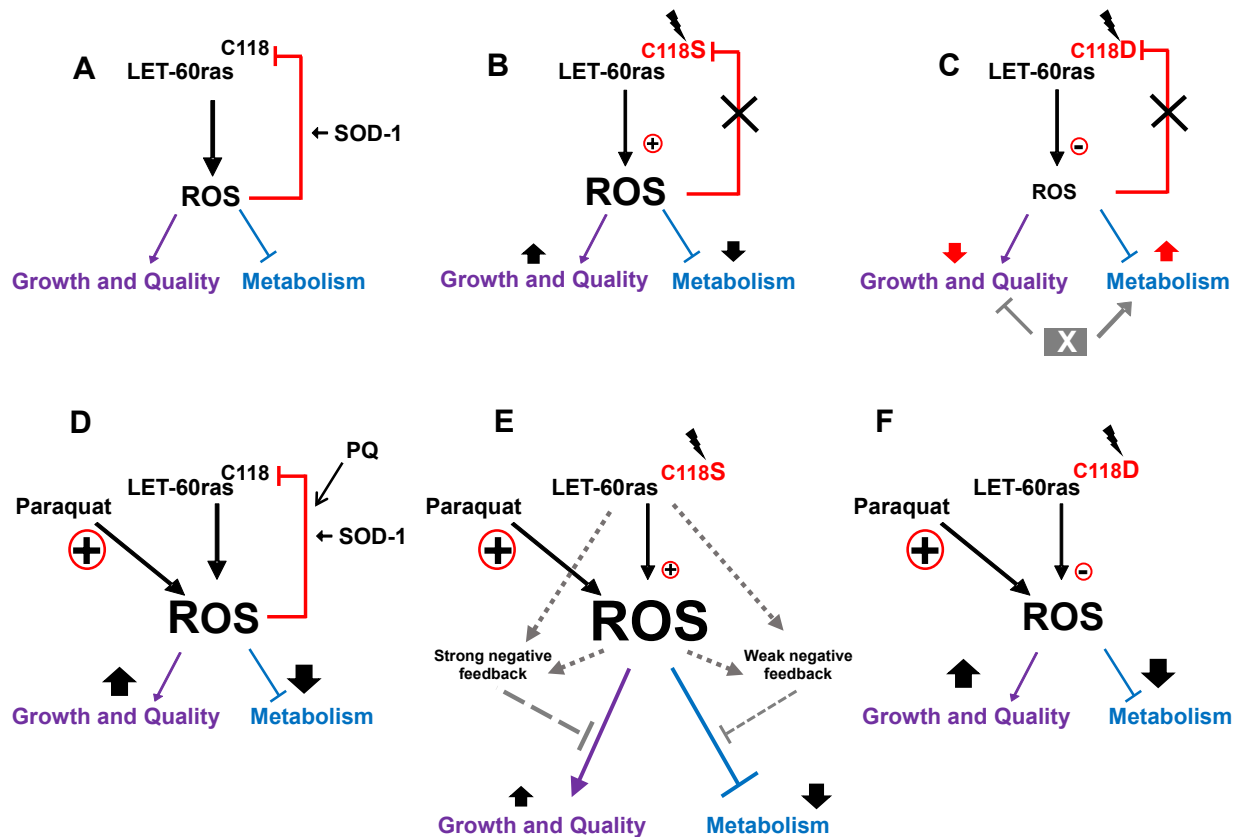

**Fig. S14. A model of how RDRS affects gene expression**

This figure is an elaboration of the model shown in Fig. 7, depicting the situation in the WT, as well as in C118S and C118D mutants, in the absence and presence of PQ treatment. **(A)** The situation in the WT. LET-60ras signaling leads, directly or indirectly, to the production of ROS, hereafter referred to as RAS-dependent ROS signaling (RDRS), which affects gene expression. RDRS promotes the expression of genes associated with growth and the high-quality synthesis of cellular constituents (referred to as Growth and Quality) and inhibits the expression of genes necessary for intermediary metabolism and energy generation (referred to as Metabolism). Signaling through the RAS pathway is negatively regulated by oxidation of cysteine C118 of LET-60ras. This effect, which requires SOD-1, appears to act as negative feedback from RDRS (red arrow). **(B)** The situation in C118S mutants. C118S cannot be oxidized by ROS. In the absence of negative feedback from RDRS, RAS signaling is increased, leading to an increase in RDRS and thus, to an up-regulation of genes associated with Growth and Quality, and a down-regulation of genes necessary for Metabolism. **(C)** The situation in C118D mutants. C118D mimics C118 oxidation and is likely resistant or insensitive to feedback regulation. However, as it mimics oxidized C118 it leads to a downregulation of RAS signaling and a decrease of RDRS. This reveals the existence of an opposing signaling pathway (X) that affects global gene expression but acts in the opposite direction from RAS. In the absence of strong RDRS, the unknown X pathway dominates, which results in a down-regulation of genes associated with Growth and Quality, and an up-regulation of genes necessary for Metabolism. **(D)** The situation in the WT treated with PQ. ROS generated by PQ acts downstream of LET-60ras to enhance RDRS resulting in an up-regulation of genes associated with Growth and Quality, and a down-regulation of genes necessary for Metabolism. RDRS is increased to a higher degree than in C118S mutants, despite a possible increase in the negative feedback through C118. As described, PQ in a SOD-1-dependant manner, is also capable of oxidizing C118. However, this does not affect the stimulation of RDRS by PQ, given that it acts downstream of LET-60ras. **(E)** The situation in C118S mutants treated with PQ. The absence of the normal feedback provided by oxidation of C118 leads to chronic activation of LET-60ras. This activates a signal-dampening mechanism, which are well-known to exist downstream of RAS signaling. We expect this mechanism to be a normal part of RDRS, but its importance is most obviously revealed in C118S mutants treated with PQ, which is why it is only shown for this situation. When C118S mutants are treated with PQ, the dampening mechanism prevents the

artificial elevation of ROS by PQ to have major effects on gene expression in C118S mutants. The dampening of the effect of PQ in the mutants appears to be more pronounced for up-regulated genes than for down-regulated genes. **(F)** The situation in C118D mutants treated with PQ. As discussed above, RAS signaling is down-regulated in C118D mutants, but because it acts downstream of LET-60, PQ can nonetheless enhance RDRS. Thus, the weakened LET-60ras signal is bypassed with an intense downstream ROS signal, which overcomes the effect of X and produces a pattern of gene expression similar to that of the WT treated with PQ.

**Table S1.** Numerical values and statistics for aging data presented in Fig. 1 and Fig. S12.

| Genotype                        | Sample size N<br>(repeats) | Mean Lifespan<br>± SEM | P value (significance) <sup>a,b</sup>                                   |
|---------------------------------|----------------------------|------------------------|-------------------------------------------------------------------------|
| WT                              | 150 (3)                    | 20.45 ± 0.31           |                                                                         |
| <i>sod-1(tm783)</i>             | 150 (3)                    | 17.87 ± 0.34           | WT: 0.0001(****)                                                        |
| <i>sod-2(ok1030)</i>            | 150 (3)                    | 28.43 ± 0.47           | WT: 0.0001(****)                                                        |
| <i>sod-1; sod-2</i>             | 100 (2)                    | 17.82 ± 0.40           | <i>sod-1(tm783)</i> : 0.999 (ns)<br><i>sod-2(ok1030)</i> : 0.0001(****) |
| WT                              | 150 (3)                    | 20.45 ± 0.31           |                                                                         |
| <i>sod-1(tm783)</i>             | 150 (3)                    | 17.87 ± 0.34           | WT: 0.0001 (****)                                                       |
| <i>ctl-1(ok1242)</i>            | 150 (3)                    | 19.81 ± 0.37           | WT: 0.8597 (ns)                                                         |
| <i>ctl-2(ok1137)</i>            | 150 (3)                    | 19.64 ± 0.35           | WT: 0.5986 (ns)                                                         |
| <i>ctl-3(ok2042)</i>            | 150 (3)                    | 20.08 ± 0.35           | WT: 0.9965 (ns)                                                         |
| <i>sod-1 ctl-1</i>              | 100 (2)                    | 20.06 ± 0.46           | WT: 0.9979 (ns)<br><i>sod-1(tm783)</i> : 0.0001 (****)                  |
| <i>sod-1 ctl-2</i>              | 100(2)                     | 19.34 ± 0.37           | WT: 0.30947 (ns)<br><i>sod-1(tm783)</i> : 0.0130 (*)                    |
| <i>sod-1 ctl-3</i>              | 100(2)                     | 18.54 ± 0.33           | WT: 0.0033 (**)<br><i>sod-1(tm783)</i> : 0.4382 (ns)                    |
| WT                              | 150 (3)                    | 20.45 ± 0.31           |                                                                         |
| WT + 0.1mM PQ                   | 150 (3)                    | 25.01 ± 0.44           | WT: 0.0001(****)                                                        |
| <i>sod-1(tm783)</i>             | 150 (3)                    | 17.87 ± 0.34           |                                                                         |
| <i>sod-1(tm783)</i> + 0.1mM PQ  | 150 (3)                    | 19.17 ± 0.36           | <i>sod-1</i> : 0.07 (ns)                                                |
| <i>sod-1(tm783)</i>             | 150 (3)                    | 17.32 ± 0.22           |                                                                         |
| <i>sod-1(tm783)</i> + 0.1mM PQ  | 100 (2)                    | 22.54 ± 0.47           | <i>sod-3</i> : 0.0001(****)                                             |
| <i>sod-4(gk101)</i>             | 150 (3)                    | 19.29 ± 0.33           |                                                                         |
| <i>sod-4(gk101)</i> + 0.1mM PQ  | 150 (3)                    | 24.43 ± 0.44           | <i>sod-4</i> : 0.0001(****)                                             |
| <i>sod-5(tm1146)</i>            | 150 (3)                    | 19.73 ± 0.32           |                                                                         |
| <i>sod-5(tm1146)</i> + 0.1mM PQ | 150 (3)                    | 25.23 ± 0.47           | <i>sod-5</i> : 0.0001(****)                                             |
| WT                              | 100 (2)                    | 19.14 ± 0.33           |                                                                         |
| WT + 0.1mM PQ                   | 100 (2)                    | 26.74 ± 0.56           | WT: 0.0001(****)                                                        |
| <i>let-60–C118S</i>             | 100 (2)                    | 18.86 ± 0.29           | WT: 0.9778(ns)                                                          |

|                                  |         |              |                                                                   |
|----------------------------------|---------|--------------|-------------------------------------------------------------------|
| <i>let-60</i> –C118S + 0.1mM PQ  | 100 (2) | 22.16 ± 0.32 | WT + 0.1mM PQ: 0.0001(****)<br><i>let-60</i> –C118S: 0.0001(****) |
| WT                               | 100 (2) | 17.87 ± 0.26 |                                                                   |
| WT + 0.1mM PQ                    | 100 (2) | 25.66 ± 0.39 | WT: 0.0001(****)                                                  |
| <i>let-60</i> –C118D             | 100 (2) | 19.06 ± 0.32 | WT: 0.0512(ns)                                                    |
| <i>let-60</i> –C118D + 0.1mM PQ  | 100 (2) | 25.57 ± 0.42 | WT + 0.1mM PQ: 0.9996 (ns)<br><i>let-60</i> –C118D: 0.0001(****)  |
| WT                               | 200 (4) | 19.18 ± 0.14 |                                                                   |
| <i>nuo-6(qm200)</i>              | 200 (4) | 37.89 ± 0.45 | WT: 0.0001(****)                                                  |
| <i>let-60</i> –C118S             | 200 (4) | 18.92 ± 0.14 | WT: 0.19(ns)                                                      |
| <i>nuo-6; let-60</i> –C118S      | 200 (4) | 21.42 ± 0.21 | WT: 0.0001(****)<br><i>nuo-6</i> : 0.0001(****)                   |
| WT                               | 100 (2) | 21.54 ± 0.26 |                                                                   |
| WT + 0.1mM PQ                    | 100 (2) | 24.60 ± 0.35 | WT: 0.0001(****)                                                  |
| <i>aak-2(ok524)</i>              | 100 (2) | 18.74 ± 0.20 | WT: 0.0001(****)                                                  |
| <i>aak-2(ok524)</i> + 0.1mM PQ   | 100 (2) | 20.86 ± 0.25 | <i>aak-2</i> : 0.0001(****)                                       |
| WT                               | 100 (2) | 21.24 ± 0.26 |                                                                   |
| WT + 0.1mM PQ                    | 100 (2) | 23.80 ± 0.29 | WT: 0.0001(****)                                                  |
| <i>raga-1(ok386)</i>             | 100 (2) | 28.00 ± 0.45 | WT: 0.0001(****)                                                  |
| <i>raga-1(ok386)</i> + 0.1mM PQ  | 100 (2) | 33.71 ± 0.53 | <i>raga-1</i> : 0.0001(****)                                      |
| WT                               | 100 (2) | 21.54 ± 0.26 |                                                                   |
| WT + 0.1mM PQ                    | 100 (2) | 24.60 ± 0.35 | WT: 0.0001(****)                                                  |
| <i>rsks-1(ok1255)</i>            | 100 (2) | 25.99 ± 0.42 | WT: 0.0001(****)                                                  |
| <i>rsks-1(ok1255)</i> + 0.1mM PQ | 100 (2) | 35.20 ± 0.69 | <i>rsks-1</i> : 0.0001(****)                                      |

<sup>a</sup>P-values are from One-way Anova. Significance thresholds are adjusted for multiple comparisons using the Šídák method.

<sup>b</sup>The control to which the experimental strain/condition is compared is indicated.

**Table S2.** Gene Ontology Cellular Component (GO\_CC) Terms for genes up-regulated by PQ

**Table S2** shows the GO CC terms of genes significantly up-regulated by PQ, obtained using the online analysis tool DAVID (Database for Annotation, Visualization, and Integrated Discovery; version 6.8) (62, 63). 3222 (59.0%) of the up-regulated genes are represented by these terms. However, in the Table only GO CC terms with a  $P_{adj} < 0.05$  are shown. P-values are based on Fisher's exact test to measure the gene-enrichment in the pathway.  $P_{adj}$  represents adjusted p-values which control for false discovery rate with multiple comparisons by using the linear step-up method of (83).

**Table S3.** Gene Ontology Cellular Component Terms (GO\_CC) for genes down-regulated by PQ

| Cellular component (CC) Gene Ontology (GO) terms of genes<br>Down-regulated by PQ | Count | P-Value  | Benjamini |
|-----------------------------------------------------------------------------------|-------|----------|-----------|
| extracellular space                                                               | 142   | 7.00E-26 | 2.20E-23  |
| pseudopodium                                                                      | 36    | 9.70E-18 | 1.50E-15  |
| extrinsic component of cytoplasmic side of plasma membrane                        | 32    | 1.60E-10 | 1.70E-08  |
| intracellular membrane-bounded organelle                                          | 60    | 7.10E-10 | 5.50E-08  |
| cytoskeleton                                                                      | 98    | 9.20E-10 | 5.70E-08  |
| membrane raft                                                                     | 42    | 3.80E-09 | 2.00E-07  |
| extracellular region                                                              | 129   | 4.80E-09 | 2.10E-07  |
| peroxisome                                                                        | 25    | 4.80E-07 | 1.90E-05  |
| basement membrane                                                                 | 15    | 8.80E-06 | 2.90E-04  |
| M band                                                                            | 19    | 9.30E-06 | 2.90E-04  |
| striated muscle dense body                                                        | 43    | 1.40E-05 | 4.00E-04  |
| lysosome                                                                          | 33    | 3.00E-04 | 7.80E-03  |
| myofibril                                                                         | 10    | 3.30E-04 | 7.80E-03  |
| chloride channel complex                                                          | 18    | 4.60E-04 | 1.00E-02  |
| proteinaceous extracellular matrix                                                | 17    | 1.60E-03 | 3.20E-02  |

**Table S3** shows all the GO CC terms of genes significantly down-regulated by PQ, obtained using the online analysis tool DAVID (Database for Annotation, Visualization, and Integrated Discovery; version 6.8) (62, 63). 2788 (56.9%) of the down-regulated genes are represented by these terms. However, in the Table only GO CC terms with a  $\text{Padj} < 0.05$  are shown. P-values are based on Fisher's exact test to measure the gene-enrichment in the pathway.  $\text{Padj}$  represents adjusted p-values which control for false discovery rate with multiple comparisons by using the linear step-up method of (83).

**Other Supplementary Materials for this manuscript includes the following file:**

Data S1: Significantly Changed Genes.xlsx

This Excel file contains the names of the genes that were significantly up-regulated and down-regulated in the RNAseq analyses carried out in this study.

How the deposited data were processed for this re-analysis (not part of the article)

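RNA was sequenced from whole worms in 30 libraries, 3 for each of 10 conditions, in 3 experiments: untreated and 0.1 mM PQ-treated WT and C118S YAs (12 libraries), WT L4s, YAs and GAs (9), and untreated and PQ-treated C118D YAs with untreated WT (9). For each library, the authors deposited the count of fragments that STAR assigned to each gene, for both strands together and for each strand, after trimming with Trimmomatic and alignment to WBcel235. The authors also deposited the expected count of each gene from RSEM, which divides fragments that align to several genes. Neither is normalized. The strand with the larger counts was used, which differs between the experiments, and fragments on the opposite strand made up 1.80% to 3.67% of those assigned. Between 14787163 and 41975457 fragments per library were assigned to genes (median 23637223). Per library, the fragments sequenced numbered between 19438613 and 48570588.

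The files hold 46739 genes, of which 46484 were matched to the Ensembl 115 annotation and 19664 are protein-coding. Strand-specific counts were used, with expected counts as an alternative, in R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Each of 9 comparisons was fitted on its 2 groups alone, with filterByExpr, TMM scaling, a quasi-likelihood F test and Benjamini-Hochberg adjustment, and a gene was called changed at an adjusted p under 0.05. CPM are counts scaled to the TMM-adjusted library total and a prior count of 2 was used for log2 CPM. The standard error of a log2 fold change is its size over the square root of F. Both interactions were tested over the libraries of 1 or 2 experiments. Overlaps use the genes tested in every comparison they involve, and the number expected if independent is the product of the shares. For lower bounds, a group whose libraries all had at most 3 counts was set to 3 counts. Correlations across genes use the genes changed in both comparisons.

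Gene sets were 20 lists of symbols, since the KEGG lists of the paper were not used here, and were tested with camera at an inter-gene correlation of 0.01. Named genes are let-60 and the superoxide dismutase and catalase genes, up to 2 members of each set with the largest change, and up to 2 genes with the largest rise and fall per comparison, among genes with an adjusted p under 0.05, no overlap between libraries and a mean log2 CPM of at least 5 for the latter.

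The alternatives were DESeq2, limma-voom with sample quality weights, RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, all groups of an experiment in one fit, the replicate number as a block, RSEM's expected counts, unstranded counts, at least a 2-fold change, and each library left out in turn. Replicate numbers are those of the sample labels and titles; the WT controls of the C118D experiment are numbered from 4 in the source names and from 1 in the titles. Residual correlation between same-numbered libraries was 0.419 for C118S and WT, the highest. The steps were checked on simulated data. Of 200 changed genes, 171 (85.5%) were recovered with 8.56% of calls wrong, and 156 (78.0%) by the interaction test with 7.69% wrong, and with no changed genes none was called. DESeq2 recovered 177 (88.5%) with 23.7% of calls wrong, and 165 (82.5%) by its interaction test with 17.9% wrong, larger shares than those of edgeR, which also lie above the threshold of 0.05. With no true relation, 2 comparisons that share controls correlated with an r of 0.504, and 0.0121 with disjoint controls.

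Life span, survival and other assays without sequencing files were not analysed here, nor were enrichment counts for KEGG, GO and protein domains.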

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

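The tests of the interactions, of the 4 gene sets, of explanations by developmental stage and of their regroupings in this part were chosen only after the result was seen.

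The effect of PQ differed between C118S mutants and WT for 6766 genes, by a test of the difference itself. A larger spread between replicates in C118S mutants was examined as a technical explanation: the common coefficient of variation of the C118S comparison was 0.960 times that of the WT comparison. The largest ratio of median library sizes within a genotype was 1.20. Since genes chosen for a strong PQ effect in WT would show a smaller effect elsewhere by selection alone, genes were also chosen in the C118D experiment, which shares no library with it: for these, the median PQ effect in C118S mutants was 14.4% of that in WT. These 3 explanations are excluded by their values. A general reduction of every PQ effect by C118S was tested on 165 genes not changed by C118D itself. These were lower in PQ-treated C118D mutants than in both untreated C118D mutants and WT. Their PQ effect in C118S mutants was 59.4% of that in WT. It was 31.9% for 2634 genes that C118D raises and PQ lowers to a level not called different from WT. The groups therefore also differ in how PQ-treated C118D mutants compare to WT. For genes raised by PQ, the same comparison gave 429%, from medians of 0.13 in WT and 0.55 in C118S mutants, against 14.4%. Of these 370 raised genes, 31.9% were called with PQ in WT, so their ratio is poorly determined. The cathepsin set had a median of -1.21 with PQ in WT and -1.03 in C118S mutants, and the DNA replication set 0.73 and 0.10. These values argue against a reduction to the same degree for every gene. Of 16 regroupings that exchange labels between libraries of the same replicate number, 2 gave as many genes, the actual one included. The 12 that exchange libraries within WT gave none with an adjusted p under 0.05 and at most 1092 with an unadjusted p under 0.05. The 3 that exchange libraries within C118S alone gave 6600, 6845 and 6294, but they keep the effect of PQ in WT, so that such counts are expected wherever the effect in C118S is small and do not count against the result. A share under 0.05 is not possible with 16 regroupings, whatever the data.

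The effect of PQ also differed between C118D mutants and WT for 4812 genes, 4558 of them with a positive interaction. The kit and the WT controls differ between the 2 experiments, so genotype, kit and experiment cannot be told apart. The largest ratio of median library sizes was 1.16, which excludes library size. The Spearman rho of the interaction with gene length was 0.0777. Each PQ effect was taken within its own kit, so a length bias equal in treated and untreated libraries would cancel. The rho therefore cannot decide on a length bias between kits. Of 16 regroupings, 1, the actual one, gave as many genes, and the next gave 4670. It is one of 3 that exchange libraries within WT alone and keep the effect of PQ in C118D mutants. As scaling moves the count to 2700 with library size alone, this pattern could also be partly one of scaling.

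Genes that the paper does not discuss changed with PQ in WT. The median log2 fold change was -1.66 for 29 major sperm protein genes and -1.91 for 44 spermatogenesis genes, negative under TMM, RLE and library size scaling alike. Fragments shared between near-identical copies were tested with RSEM's expected counts, which divide them: the median of the major sperm protein genes was then -1.67, which excludes this. From YAs to GAs, the median of the spermatogenesis genes was -6.48, so that a collection of PQ-treated animals further along this change remains possible and cannot be told apart from an effect of PQ on these genes.

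For 6 vitellogenin genes, the median log2 fold change with PQ was -1.32. From YAs to GAs it was 0.75, the opposite direction, so that a later collection is excluded for them. From L4s to YAs it was 3.25, so that an earlier stage would also lower them. Along the L4-to-GA change, however, the PQ-treated WT libraries lay on the side of GAs (mean slope 0.201, against -0.280 for L4s), and the chorion and eggshell genes, which rise by 2.31 from L4s to YAs, were raised by PQ. These values argue against an earlier stage of the animals as a whole. Other sets moved as an earlier stage would move them. The cuticle collagen set had a median of -3.73 from L4s to YAs and 1.00 with PQ. The major sperm protein set had 0.79 and -1.66, although it also fell from YAs to GAs (-8.97). A delay of single tissues was not tested. The vitellogenin genes took 8.77% of the counts of the WT controls, and their median was -1.20 both with RLE size factors and with library size alone, which excludes a few much-counted genes as an explanation of their fall. For 18 chorion and eggshell genes, the median was 0.88 with PQ and 1.05 from YAs to GAs, so that their rise cannot be told apart from a later collection.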

How the results depend on the processing

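Apart from one for gene sets, named below, the alternatives to the settings behind each result were chosen before the data were examined, and each changed a single choice. A count is named here where an alternative moved it by more than 1.5 times, a correlation where it moved by more than the spread between libraries left out, and a gene set where its adjusted p crossed 0.05. Up and down stand for the genes up- and down-regulated with an adjusted p under 0.05.

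When a change of at least 2-fold was required in addition, the numbers of changed genes became those of PQ in WT (3647), YA against L4 (3868), C118S (2199), C118D (3806), PQ in C118S (965), PQ in C118D (4307), GA against YA (5255) and PQ-treated C118D against WT (1629). Among the shared genes, the same requirement gave up with PQ / in YA and in GA (217), up in YA and in GA (1051), down with PQ / in YA and in GA (455), down in YA and in GA (2281), down in YA and not in GA (145), down in YA and with PQ (485), down with PQ and in GA (2179) and up in C118S and with PQ (260). It also gave for down in C118S and with PQ (1694), down in C118D and up with PQ (274), up in C118D and down with PQ (1240), up with PQ and in C118S and down in C118D (144), down with PQ and in C118S and up in C118D (1134), up with PQ and not in C118S (288), down with PQ and not in C118S (1294) and up with PQ and not down in C118D (242). Further overlaps with it were up with PQ / not in C118S / up with PQ in C118S (127), up in C118S and up with PQ in C118S (22), up with PQ in C118S and not with PQ in WT (178), up with PQ in C118S and with PQ in WT (216), down with PQ / not in C118S / down with PQ in C118S (312), down in C118S and down with PQ in C118S (115), down with PQ in C118S and with PQ in WT (426) and down in C118D and up with PQ in C118D (1188). The remaining ones were up in C118D and down with PQ in C118D (1389), up with PQ in WT and in C118D (456), down with PQ in WT and in C118D (2026), up with PQ / down in C118D / up with PQ in C118D (273), down with PQ / up in C118D / down with PQ in C118D (1203) and down with PQ and in YA but not in GA (27).

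With limma-voom and sample quality weights, changed genes were PQ in C118S (4307) and PQ-treated C118D against WT (5500). Overlaps with limma-voom were up with PQ and not down in C118D (297), up with PQ / not in C118S / up with PQ in C118S (453), up in C118S and up with PQ in C118S (751), up with PQ in C118S and not with PQ in WT (570), up with PQ in C118S and with PQ in WT (1245), down with PQ / not in C118S / down with PQ in C118S (1110) and down with PQ in C118S and with PQ in WT (2059). With library size alone in place of TMM, PQ in C118S (4632) and the interaction of PQ with C118D (2700) were the counts of changed genes. Overlaps with library size alone were down with PQ / in YA and in GA (1137), down in YA and not in GA (138), down in YA and with PQ (1169), up with PQ and not down in C118D (911), down with PQ and not up in C118D (766), up with PQ / not in C118S / up with PQ in C118S (830), up in C118S and up with PQ in C118S (1644), up with PQ in C118S and not with PQ in WT (712), up with PQ in C118S and with PQ in WT (2562) and down with PQ and in YA but not in GA (30). For gene sets it gave adjusted p values of citrate cycle (0.122) and glycolysis and gluconeogenesis (0.0702). DESeq2 gave 3120 genes for the interaction of PQ with C118D. Requiring at least 10 counts in every library gave the interaction of PQ with C118D (3202). Overlaps with that filter were down in YA and in GA (2686), down in YA and not in GA (207), down with PQ and in GA but not in YA (1366) and down with PQ and in YA but not in GA (38). Without a filter on low counts, overlaps were up with PQ and not down in C118D (759) and up in C118S and up with PQ in C118S (158). With all groups of an experiment in one fit, overlaps were up with PQ and not in C118S (1126), up in C118S and up with PQ in C118S (126) and down in C118S and down with PQ in C118S (1219). With the replicate number as a block, overlaps were up with PQ and not in C118S (769), down with PQ and not in C118S (1393), up in C118S and up with PQ in C118S (518), down with PQ / not in C118S / down with PQ in C118S (463) and down in C118S and down with PQ in C118S (1157). RSEM's expected counts and unstranded counts moved none of the counts of changed genes and none of the overlaps by more than 1.5 times. The log2 fold change of sod-1 with PQ changed sign, from -0.01 to 0.11 with DESeq2, with RLE size factors and with library size alone, with an adjusted p from 0.17 to 0.34 over these 3 alternatives.

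Taken over all genes tested in both comparisons in place of the genes changed in both, the correlations were PQ in WT and C118S (0.843), PQ in WT and C118D (-0.740), C118S and C118D (-0.794), PQ in WT and PQ in C118S (0.662), PQ in WT and PQ in C118D (0.865), C118D and PQ in C118D (-0.844) and YA against L4 and PQ in WT (0.147). Over all genes, those for the others were GA against L4 and PQ in WT (0.657), GA against YA and PQ in WT (0.722), GA against YA and C118S (0.838), GA against YA and C118D (-0.634), PQ-treated C118D against WT and PQ in WT (0.517) and PQ-treated C118D against WT and PQ in C118S (0.681). With disjoint control libraries they were PQ in WT and C118S (0.914) and C118D and PQ in C118D (-0.906).

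With the inter-gene correlation estimated from the libraries in place of 0.01, the number of gene sets with an adjusted p under 0.05 fell from 16 to 0, with 1 at an unadjusted p under 0.05. The adjusted p became 0.479 for the DNA replication, RNA polymerase, branched-chain amino acid, cytochrome P450, glycolysis, cathepsin, mismatch repair, mitochondrial ribosome, proteasome, spliceosome and vacuolar ATPase sets, and 0.549 for the citric acid cycle set. A fit of all 4 groups of the experiment was added as an alternative after the data were seen. With it, 18 sets had an adjusted p under 0.05, oxidative phosphorylation (0.00136) and the cytosolic ribosome (0.00903) among them. Over all alternatives except leaving libraries out, the adjusted p of the citric acid cycle set ran from 0.00264 to 0.549, that of glycolysis from 0.00583 to 0.479 and that of oxidative phosphorylation from 0.00136 to 0.781.

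With each library left out in turn, these results moved. Changed genes were PQ in C118S (from 1017 to 3448) and PQ-treated C118D against WT (from 1951 to 4244). For the interactions: the interaction of PQ with C118S (from 3877 to 7463). Overlaps ran as follows: up in C118S and with PQ (from 1771 to 3187), up with PQ and in C118S and down in C118D (from 1641 to 2984), up with PQ and not in C118S (from 1304 to 3082), down with PQ and not up in C118D (from 1356 to 2665), up with PQ / not in C118S / up with PQ in C118S (from 128 to 556), up in C118S and up with PQ in C118S (from 48 to 266) and up with PQ in C118S and not with PQ in WT (from 116 to 434). Others were up with PQ in C118S and with PQ in WT (from 219 to 835), down with PQ / not in C118S / down with PQ in C118S (from 323 to 1547), down in C118S and down with PQ in C118S (from 286 to 849) and down with PQ in C118S and with PQ in WT (from 606 to 1984). Correlations across genes were PQ in WT and C118S (from 0.894 to 0.949), PQ in WT and C118D (from -0.893 to -0.837), C118S and C118D (from -0.905 to -0.879), PQ in WT and PQ in C118S (from 0.863 to 0.935), PQ in WT and PQ in C118D (from 0.901 to 0.925), C118D and PQ in C118D (from -0.938 to -0.899) and YA against L4 and PQ in WT (from 0.0707 to 0.388). The others were GA against L4 and PQ in WT (from 0.607 to 0.787), GA against YA and PQ in WT (from 0.738 to 0.810), GA against YA and C118S (from 0.858 to 0.887), GA against YA and C118D (from -0.751 to -0.703), PQ-treated C118D against WT and PQ in WT (from 0.756 to 0.842) and PQ-treated C118D against WT and PQ in C118S (from 0.874 to 0.932). Adjusted p values of gene sets were citrate cycle (from 0.00251 to 0.108), glycolysis and gluconeogenesis (from 0.00100 to 0.0608), mitochondrial oxidative phosphorylation (from 0.00893 to 0.295) and cytochrome P450 (from 0.00114 to 0.0582). Among the results not named here, 24 counts of up-regulated genes and 18 of down-regulated genes moved over all alternatives, as did 10 counts of positive or negative interactions. Of the sets to which the paper assigns no direction, 6 results became stronger and 4 weaker. Of the results for named genes, 31 became weaker, 13 stronger and 3 reversed, the last being those of sod-1.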

Differences from the paper's values

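Of 48 values that the paper states and that were also computed here, 5 differ by more than 1.5 times. Smaller differences, such as that in the number of genes up-regulated in YAs, are not counted. A largest fold change that involves genes with at most 3 counts in all libraries of a group is a lower bound. It was not counted where it fell short of the paper's value. The largest rise from L4s to YAs and the largest fall from L4s to GAs involve such genes, so whether they differ is left open.

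The paper counts 1443 genes down-regulated by PQ, in YAs and in GAs, and 2321 were found here. Among the alternatives set before the data were examined, the difference falls within 1.5 times with DESeq2 (1685), RLE size factors (1886), library size alone (1137), no filter on low counts (2162), at least 10 counts in every library (1820) and the replicate number as a block (2088). It also does so without PQ-treated WT replicate 1 (2132), 2 (2081) or 3 (2102), WT control replicate 2 (2055), L4 replicate 2 (1962) or 3 (1963), and YA replicate 2 (2028) or 3 (1897). It remains with limma-voom (2584), all groups in one fit (2509), RSEM's expected counts (2215), unstranded counts (2319) and at least a 2-fold change (455), and with the other libraries left out.

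For genes down-regulated in YAs and by PQ, the paper gives 1498, against 2408 here. DESeq2 (1754), RLE size factors (1967), library size alone (1169) and the replicate number as a block (2159) come within 1.5 times, as do the fits without PQ-treated WT replicate 1 (2206), 2 (2158) or 3 (2180), WT control replicate 2 (2133), L4 replicate 2 (2028) or 3 (2033), and YA replicate 2 (2118) or 3 (1957). The alternatives set before the data were examined that do not are limma-voom (2692), no filter on low counts (2252), at least 10 counts in every library (2302), all groups in one fit (2614), RSEM's expected counts (2289), unstranded counts (2410), at least a 2-fold change (485) and the remaining libraries left out.

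The paper counts 855 genes up-regulated by PQ and not down-regulated in C118D mutants, and 452 were found here. Library size alone (911) and no filter on low counts (759) come within 1.5 times. DESeq2 (467), limma-voom (297), RLE size factors (540), at least 10 counts in every library (362), all groups in one fit (457), the replicate number as a block (437), RSEM's expected counts (427), unstranded counts (447), at least a 2-fold change (242) and leaving out any library (from 323 to 533) do not, all set before the data were examined.

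The paper counts 68 genes up-regulated in C118S mutants and up-regulated further by PQ in them, and 267 were found here. None of the 11 alternatives set before the data were examined other than leaving libraries out comes within 1.5 times: they gave 258 with DESeq2, 751 with limma-voom, 212 with RLE size factors, 1644 with library size alone, 158 without a filter on low counts, 269 with at least 10 counts in every library, 126 with all groups in one fit, 518 with the replicate number as a block, 252 with RSEM's expected counts, 262 with unstranded counts and 22 with at least a 2-fold change. Without C118S replicate 2 (58), PQ-treated C118S replicate 1 (48) or PQ-treated C118S replicate 3 (97), the count is within 1.5 times.

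For the largest rise with PQ among genes up-regulated in the 3 conditions, the paper gives 16-fold, against 6.58-fold here. The alternatives set before the data were examined gave from 6.35 to 7.52, and from 5.63 to 8.62 with each library left out. Those with no filter on low counts (6.58), all groups in one fit (6.35) and RSEM's expected counts (6.76) include genes with at most 3 counts in all libraries of a group, so that their value is a lower bound.

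The paper counts more up-regulated than down-regulated genes for PQ, for YAs and for C118S, where fewer were found here: 4930 and 5916 for PQ, 4268 and 4625 for YAs, and 3160 and 3555 for C118S. For all 3, DESeq2 (5267 and 4805, 4353 and 4131, 3372 and 2837), RLE size factors (5448 and 5187, 4489 and 4377, 3211 and 2980) and library size alone (5585 and 5129, 3108 and 3073, 3431 and 3424) gave more up-regulated genes, and the other alternatives, leaving out single libraries included, did not. For C118D, the paper counts more down-regulated genes, where 5304 up-regulated and 5200 down-regulated genes were found here. Down-regulated genes were more numerous with DESeq2 (3951 and 5400), RLE size factors (4433 and 5490), all groups in one fit (4941 and 5428), the replicate number as a block (5121 and 5137), RSEM's expected counts (4647 and 5240), at least a 2-fold change (1713 and 2093), and without any of the C118D libraries or WT control replicates 5 and 6 of that experiment.

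The paper lists the peroxisome and oxidative phosphorylation among the down-regulated pathways. The camera test did not separate the peroxin genes from other genes (adjusted p = 0.73, and from 0.448 to 0.908 over its alternatives, those leaving out libraries and one chosen after seeing the values included). For the oxidative phosphorylation genes, the adjusted p was 0.11, and from 0.113 to 0.781 over the alternatives set before the data were examined other than leaving libraries out. It was lower with some libraries left out, down to 0.00893, and 0.00136 with all 4 groups in one fit, an alternative chosen after seeing the values, so that the fall of this set depends on the fit. The sets tested here are not the paper's pathway lists.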

Other observations

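The tests of partial correlations, those with disjoint controls included, of the first L4 library, and the regroupings for GAs against YAs, PQ-treated C118D mutants against WT and the gene sets were chosen only after the result was seen.

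For all 9 comparisons, the actual grouping gave the most genes. Of 4 groupings of the 6 libraries that part every pair of same-numbered libraries, 1, the actual one, gave as many genes for PQ in WT (10846), YAs and L4s (8893), GAs and L4s (12859), C118S (6715), C118D (10504), PQ in C118S (2517), PQ in C118D (11535), GAs and YAs (10853) and PQ-treated C118D and WT (3386). With the replicate number as a block, the first of these was 10559. The other 3 groupings gave none with an adjusted p under 0.05 and at most 187, 239, 8, 48, 97, 290, 133, 292 and 521 with an unadjusted p under 0.05. The other 6, which part fewer, gave at most 1. With 10 groupings in all, the smallest share possible is 0.1, a limit of the design that says nothing for or against a grouping by chance. In simulated data of the same size with no changed genes, none was called. For the gene sets, 2 of 4 groupings gave as many sets, one with 17, and up to 19 among the other 6, so that the number of sets with an adjusted p under 0.05 is not evidence for PQ by itself.

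PQ and C118S changed genes in the same direction. Since both comparisons use the same WT libraries, they were compared with disjoint controls, and over all genes the correlation was 90.7% of that with shared controls, which excludes the shared libraries as its explanation. The WT controls could differ from one another in developmental timing. Their range along the L4-to-GA change was 35.0% of the distance to the PQ-treated libraries, which leaves this open.

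PQ raised and lowered different genes. The Spearman rho of its log2 fold changes with gene length was 0.133, which does not exclude a length bias. The ratio of median library sizes was 0.988, which excludes library size. The 20 most counted genes took 6.36 percentage points less of the counts in PQ-treated libraries (a difference of -6.36). Such genes would shift all other genes alike. Of the 10846 calls, 10117 kept their direction with RLE size factors and 10059 with library size alone, and none was reversed. These values argue against a few much-counted genes as the source of both directions, but not against an influence on how many genes fall in each.

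Developmental change was tested as an explanation of the similarity. Given the changes from L4s to YAs and from YAs to GAs, the partial correlation of PQ and C118S was 0.613, 72.6% of the raw 0.844, and that of PQ and C118D was -0.590, 78.3% of the raw -0.753. In simulated data where a covariate measured without error was the only link, the partial correlation was 0.00854 and the raw one 0.503. PQ and C118D share no library. PQ and C118S share the WT controls, and with disjoint controls their partial correlation was 0.487 on average over 6 divisions (from 0.344 to 0.639), against a raw 0.777. A linear dependence on the developmental changes as measured therefore does not account for the whole of either correlation, and whether it accounts for part cannot be told from these values. For PQ in WT and in C118S mutants, the partial correlation was 0.797 against 0.666, or 120% of it, so that developmental change does not explain it. The slope of each library's change on the YA-to-GA change was 0.286 ± 0.038 for PQ-treated WT, 0.289 ± 0.049 for C118S, 0.355 ± 0.067 for PQ-treated C118S, -0.258 ± 0.011 for C118D and 0.0957 ± 0.0203 for PQ-treated C118D (SD, n = 3 each), relative to the controls of each experiment. The cuticle collagen set, with a median log2 fold change of -3.21 from YAs to GAs, went with these slopes in the untreated mutants (-0.71 in C118S and 0.57 in C118D). With PQ in WT its median was 1.00, against the slope, although 1 of the 3 libraries had a mean of -0.151 relative to the controls, with 1.20 and 0.866 for the others. In the mutants, its median with PQ was 2.69 in C118S and 0.96 in C118D, and 1.66 in PQ-treated C118D against WT. The PQ-treated C118S libraries had means of 1.33, 1.77 and 0.539 relative to the WT controls. These values also go against the positive slopes of the PQ-treated mutants.

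The first L4 library had more fragments that align to several places. Of the genes changed from L4s to YAs, 91.6% were called without it, which excludes that it drives them. Of the 1998 genes that the paper's supplement lists as up-regulated in YAs in the part available here, 642 (32.1%) were called up-regulated here and none down-regulated, with 717 from DESeq2. No explanation was tested.

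The superoxide dismutase and catalase genes, of which the paper's text names several, moved in different directions with PQ in WT. By edgeR's quasi-likelihood test, the log2 fold change was -0.01 for sod-1 (adjusted p = 0.89), 0.22 for sod-2 (0.032), -0.46 for sod-3 (0.071), -0.52 for sod-4 (0.0039), -1.78 for ctl-1 (4.7e-05), -1.25 for ctl-2 (4.6e-06) and 0.40 for ctl-3 (0.096), each with n = 3. With too few counts, sod-5 was not tested.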
